# Quiescence enables unrestricted cell fate in naive embryonic stem cells

**DOI:** 10.1038/s41467-024-46121-1

**Published:** 2024-02-26

**Authors:** Le Tran Phuc Khoa, Wentao Yang, Mengrou Shan, Li Zhang, Fengbiao Mao, Bo Zhou, Qiang Li, Rebecca Malcore, Clair Harris, Lili Zhao, Rajesh C. Rao, Shigeki Iwase, Sundeep Kalantry, Stephanie L. Bielas, Costas A. Lyssiotis, Yali Dou

**Keywords:** Pluripotency, Embryonic stem cells, Quiescence

## Abstract

Quiescence in stem cells is traditionally considered as a state of inactive dormancy or with poised potential. Naive mouse embryonic stem cells (ESCs) can enter quiescence spontaneously or upon inhibition of MYC or fatty acid oxidation, mimicking embryonic diapause in vivo. The molecular underpinning and developmental potential of quiescent ESCs (qESCs) are relatively unexplored. Here we show that qESCs possess an expanded or unrestricted cell fate, capable of generating both embryonic and extraembryonic cell types (e.g., trophoblast stem cells). These cells have a divergent metabolic landscape comparing to the cycling ESCs, with a notable decrease of the one-carbon metabolite *S*-adenosylmethionine. The metabolic changes are accompanied by a global reduction of H3K27me3, an increase of chromatin accessibility, as well as the de-repression of endogenous retrovirus *MERVL* and trophoblast master regulators. Depletion of methionine adenosyltransferase *Mat2a* or deletion of *Eed* in the polycomb repressive complex 2 results in removal of the developmental constraints towards the extraembryonic lineages. Our findings suggest that quiescent ESCs are not dormant but rather undergo an active transition towards an unrestricted cell fate.

## Abstract (web summary)

Stem cell quiescence is generally considered as an inactive state with poised potential. Here, Khoa et al. find that quiescent embryonic stem cells actively maintain a dynamic reservoir of cells with unrestricted cell fate that converges on *S*-adenosylmethionine and H3K27me3 status.

## Introduction

Cellular quiescence refers to a state of reversible cell cycle arrest at G_0_ phase, distinct from irreversible G_0_ arrest observed in terminally differentiated and senescent cells^1^. Quiescence is generally considered as a protective mechanism to evade unfavorable external conditions or serve as a reservoir to prevent stem cell exhaustion and aging^2,3^. Many adult stem cells, including hematopoietic stem cells, hair follicle stem cells, muscle stem cells, and neural stem cells, reside in the quiescent state in vivo^1^. They play essential roles in tissue homeostasis and regeneration. The quiescent stem cells are mostly considered “dormant”, capable of rapid exit upon receiving activation or differentiation signals^1,2^. Recent studies including ours have shown that naive mouse embryonic stem cells (ESCs) cultured with leukemia inhibitory factor (LIF) and GSK3β/MEK inhibitors (2i)^4^ can enter a quiescent state in vitro either spontaneously or in response to depletion or inhibition of the histone acetyltransferase MOF (also called KAT8 or MYST1), MYC, or fatty acid oxidation (FAO) pathway^5,6^. In contrast, inhibiting the mechanistic target of rapamycin (mTOR) pathway in both naive and serum/LIF ESCs leads to a diapause-like growth arrest without inducing quiescent G_0_ phase^7^. The quiescent naive ESCs (qESCs) mimic embryonic diapause in vivo, retaining self-renewal ability and developmental potential for three embryonic germ layers^5,6^. Interestingly, cancer cells can also enter an embryonic diapause-like quiescent state to evade cell death from drug treatments^8,9^. These drug-induced cancer persister cells contribute to most cases of relapse in patients and possess a transcriptional signature similar to that of diapausing blastocysts or quiescent ESCs^8,9^. Despite these studies, functional significance of ESC quiescence and how it can be leveraged in regenerative medicine remain unclear.

Preimplantation embryo development is concomitant with remarkable changes in mitochondria. Nuclear distribution of mitochondrial tricarboxylic acid cycle (TCA) enzymes in 2-cell (2C) embryo coincides with global re-setting of chromatin structure and zygotic genome activation^10^. Furthermore, metabolic switch between oxidative phosphorylation and glycolysis coincides with the epiblast development and lineage specification^11^. Naive ESCs derived from the blastocyst are metabolically heterogenous^5,12^. We have shown that naive ESCs with inherently low mitochondrial membrane potential (MMP or ΔΨ_m_) are quiescent^5^. These spontaneous qESCs reside in a reversible G_0_ phase with low metabolic and biosynthetic activity^2,5^. Notably, reduced MMP and adenosine triphosphate (ATP) production are common features of the induced qESCs and adult stem cells as well^5,13,14^. However, whether they have any impacts on the chromatin milieu and the transcriptional landscape in ESCs is largely unknown.

Here we show that the qESCs are functionally distinct from cycling ESCs. The qESCs are able to differentiate into the extraembryonic lineages with high efficiency in vitro. These cells have molecular characteristics akin to 2C embryos, with increased expression of *MERVL*, 2C-specific genes and trophoblast master regulators. We further shed light on the active and coordinated changes of the mitochondrial activity, the one-carbon metabolite *S*-adenosylmethionine (SAM) homeostasis and polycomb repressive complex 2 (PRC2)-mediated H3K27me3 in qESCs during the transition from a restricted to an unrestricted cell fate. Our study suggests that quiescent stem cells are not simply “dormant” or “idle” with poised potential^2^. Instead, they actively undergo the metabolic and epigenetic changes in acquisition of the expanded cell fate plasticity.

## Results

### The spontaneous qESCs have a unique transcriptome similar to that of 2C embryo

The spontaneous qESCs can be isolated by live-cell sorting after staining with the lipophilic cationic dye Tetramethylrhodamine Methyl Ester (TMRM)^5,15^ (Supplementary Fig. 1), which measures the MMP across the inner mitochondrial membrane. The MMP is a direct indicator of mitochondrial function and integrity^16,17^. Naive ESCs display intrinsic heterogeneity in MMP, demonstrated by both TMRM staining (Supplementary Fig. 2a, top) and the mitochondrial redox-sensing Grx1-roGFP2 reporter^18^ (Supplementary Fig. 2b). Naive ESCs with low MMP signals (bottom 5%, Supplementary Fig. 2a, bottom) exhibited typical features of quiescence^2,5^, including the low level of total RNAs per cell, an extremely slow proliferation rate and an increase of G_0_ arrest (Fig. 1a, Supplementary Fig. 2c–f). Like cycling ESCs, the spontaneous qESCs (low ΔΨ_m_/MMP) retained their ability to differentiate into three embryonic germ layers (Supplementary Fig. 2g, h).

**Fig. 1:**
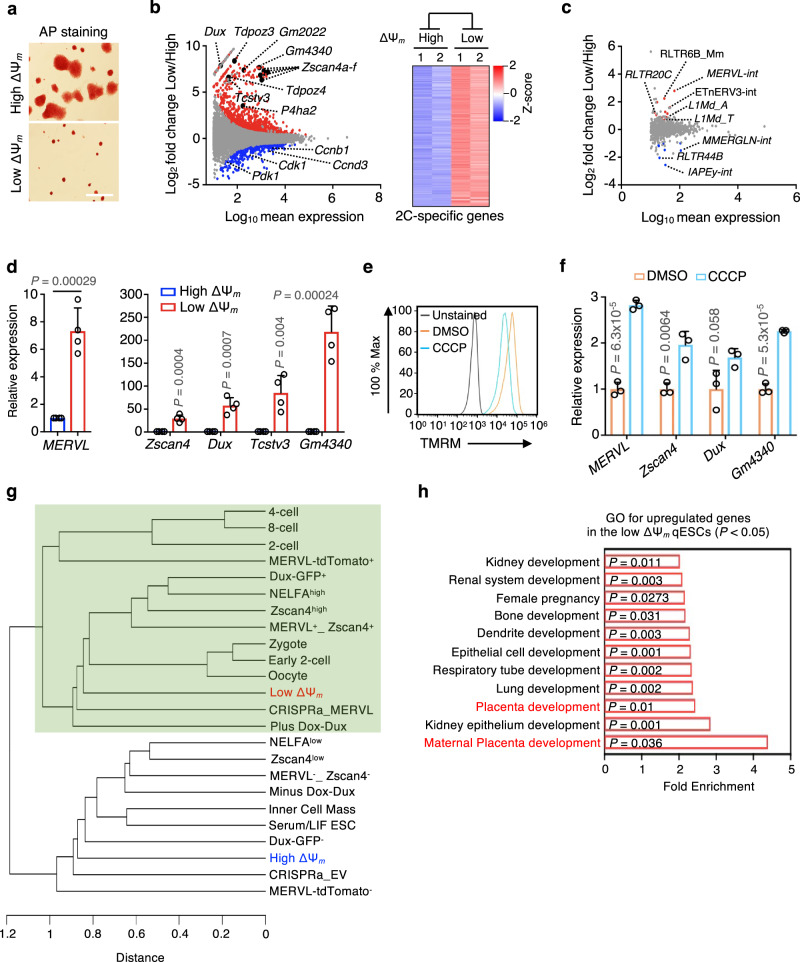
The spontaneous qESCs possess a unique transcriptional landscape. **a** Representative images of AP staining for naive ESCs with top (high) and bottom (low) 5% of TMRM signals at day 4 post FACS sorting. Scale bar, 200 µm. AP Alkaline phosphatase. Images were representatives from three independent experiments. **b** Left, MA plots showing up- (red) and down-regulated (blue) genes in low vs. high ΔΨ_m_ ESCs. Selected 2C and cell cycle genes were highlighted. RNA-seq data from biological duplicates were used to determine differential gene expression ([FDR] < 0.05). Right, heatmap showing expression levels of 145 2C genes ([FDR] < 0.05) in high and low ΔΨ_m_ ESCs. See Supplementary Data 1 for the 2C gene list. 2C, 2-cell. **c** MA plots from RNA-seq data showing up- (red) and down-regulated (blue) repetitive elements ([FDR] < 0.05) in low vs. high ΔΨ_m_ ESCs. Selected repetitive elements were highlighted. **d** RT-qPCR validation for upregulation of *MERVL* and 2C genes in low ΔΨ_m_ ESCs. Relative mRNA expression was normalized against that in high ΔΨ_m_ ESCs, which was arbitrarily set 1. Data were presented as mean ± SEM from four independent FACS sorting. *P* values were calculated using the two-sided Student’s *t* test. **e** A representative FACS plot from three biological replicates showing TMRM staining in naive ESCs treated with DMSO or CCCP. **f** RT-qPCR analysis for *MERVL* and 2C genes in naive ESCs treated with DMSO or CCCP. Relative mRNA expression was normalized against that in the CCCP-treated naive ESCs, which was arbitrarily set 1. Data were presented as mean ± SEM from three biological replicates. *P* values were calculated from the two-sided Student’s *t* test. **g** Unsupervised clustering using transcriptome of high and low ΔΨ_m_ ESCs, reported 2-cell-like cells and developmental stages of mouse embryogenesis. Green-shaded area denotes the close transcriptome correlation of low ΔΨ_m_ qESCs with other datasets. **h** Gene ontology (GO) analysis for genes significantly upregulated in low ΔΨ_m_ qESCs. GO terms with fold enrichment > 2 and the *P* value < 0.05 (defined by the Benjamini-Hochberg method) were considered as significant enrichment. Source data are provided as a Source Data file.

Total RNA sequencing (RNA-seq) identified 1641 genes with altered expression in the spontaneous qESCs as compared to the ESCs with top 5% MMP (high ΔΨ_m_/MMP) after normalization against the ERCC spike-in control (false discovery rate [FDR] < 0.05) (Fig. 1b; Supplementary Fig. 3a, b and Supplementary Data 1). They included 1238 and 403 up- or down-regulated genes in the spontaneous qESCs, respectively. 

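Naive ESCs were stained with TMRM, a dye that mitochondria take up according to their membrane potential (ΔΨm), and sorted into the 5% of cells with the lowest signal, the spontaneous qESCs, and the 5% with the highest signal. 2 independent samples of each were sequenced, with ribosomal RNA removed and ERCC spike-in RNA added. The authors trimmed the reads, aligned them to mouse genome mm10 with TopHat2 2.1.1, removed duplicates and counted fragments with featureCounts over Ensembl genes, NONCODE transcripts and single repeat loci. The counting took no account of strand, and a fragment that mapped to several places, or to overlapping features, was divided among them. Values of near-identical gene copies, such as those of the Zscan4, Tdpoz and Usp17 families, are therefore shares of common fragments, and a gene cannot be told from a partner on the opposite strand. What was deposited is FPKM calculated with edgeR. The steps between low FPKM values show the depth: about 38.8 and 33.4 M fragments over Ensembl genes in the high-ΔΨm samples, and 40.4 and 27.2 M in the low-ΔΨm samples.

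From these values, 21087 genes with an FPKM of at least 0.1 in at least 2 libraries were tested with limma on log2(FPKM + 0.1), so that folds of weakly expressed genes are understated, and p-values were adjusted over all genes by the Benjamini-Hochberg method. The table also holds 92 ERCC rows, whose summed FPKM was 6686.5 and 5924.6 in the high-ΔΨm samples and 6576.9 and 5645.6 in the low-ΔΨm samples. The authors removed unwanted variation with RUVSeq on the ERCC values before their test with DESeq2, a step that the FPKM values do not include. In tests on data simulated from these 4 libraries with known changes, each group of 50 genes changed by a log2 fold of 1 or 2 in either direction was recovered in full, beside 24 false calls among 21087 genes.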

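Genes higher in the spontaneous qESCs outnumbered those lower. At an adjusted p under 0.05, 2948 of 21087 genes were higher and 1360 lower than in the high-ΔΨm ESCs, and 1167 and 480 of these changed at least 2-fold. Of the 10 largest increases among genes with an FPKM of at least 1, 8 were unnamed gene models, such as Gm21761 and Gm4340, and the other two were Zscan4f and Zscan4a. Gm21761 (ENSMUSG00000096175) stood at 0.157 ± 0.0283 FPKM (SD, n = 2) in the high-ΔΨm ESCs and 33.1 ± 2.41 in the qESCs (log2 fold change of 7.01, SE 0.15, adjusted p = 6.84e-11). Of the 10 largest decreases, 5 lay on the X chromosome. Rhox5, a reproductive homeobox gene on the X chromosome of GRCm38 from 37804842 to 37808876, fell from 61.6 ± 11.7 to 7.08 ± 0.164 FPKM (log2 fold change of -3.09, SE 0.17, adjusted p = 8.88e-08). Plagl1, an imprinted zinc finger gene, fell from 7.64 ± 0.949 to 0.799 ± 0.120 FPKM (-3.11, SE 0.16, adjusted p = 5.27e-08), and Magea4, a germ cell antigen on the X chromosome, from 5.89 ± 0.0435 to 0.752 ± 0.0206 (-2.81, SE 0.14, adjusted p = 4.27e-08).

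Of 28 genes that p53 activates, a list set like all others before the data were examined, 21 rose and none fell (23 rose when adjusted over the list alone). Perp, an effector of p53-dependent cell death, rose from 0.486 ± 0.194 to 9.59 ± 0.122 FPKM (4.09, SE 0.20, adjusted p = 3.74e-08), and Btg2, an antiproliferative gene, from 3.36 ± 0.370 to 20.9 ± 0.0646 (2.60, SE 0.14, adjusted p = 1.23e-07). The test of the list by camera gave an adjusted p of 1.52e-15 at the preset correlation of 0.01 and an adjusted p = 0.949 with an estimated correlation. With 2 libraries in each group that correlation is poorly estimated. Even the markers of the 2-cell embryo, 37 of 38 of them higher, then gave adjusted p = 0.892. Here and below, that setting cannot decide whether a list changed. The 3 detected Y-linked genes also rose, as did 4 of 8 detected fibroblast markers, of which 2 fell. Ddx3y, on the Y chromosome, stood at 2.70 ± 0.192 FPKM in the high-ΔΨm and 8.72 ± 0.768 in the low-ΔΨm samples (1.65, SE 0.14, adjusted p = 7e-06), and the fibroblast gene Fbn1 at 0.161 ± 0.0135 and 0.458 ± 0.0429. The number of higher fibroblast markers was 2 without high-ΔΨm replicate 1, low-ΔΨm replicate 1 or low-ΔΨm replicate 2, and that of lower ones 1 with any 1 library left out. Scaling each library to its median gene (median of ratios) gave 4089 higher and 3584 lower genes. That is 53.3% higher among the calls, against 68.4% on the deposited scale. The rescaled counts were 544 to 2653 higher and 250 to 2339 lower with 1 library left out.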

Expression of cell cycle genes (e.g., *Cdk1, Ccnb1, Ccnd3, Pdk1*) was significantly downregulated in the qESCs as expected (Fig. 1b, left and Supplementary Fig. 3c). 

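Genes of G2 and mitosis fell in the qESCs. Of 34 G2/M genes, 25 were lower and none was higher (27 lower when adjusted over the list alone). Of 27 S-phase genes, only Dbf4, which activates the Cdc7 kinase, was lower (log2 fold change of -0.52, SE 0.14, adjusted p = 0.0252), and when adjusted over the list alone limma called none (1 higher and 2 lower at an unadjusted p under 0.05). Scaled to the median gene, 2 S-phase genes were higher and 10 lower (2 and 11 when adjusted over the list alone), and 33 G2/M genes lower. Plk1, a mitotic kinase, fell from 61.0 ± 7.86 to 29.6 ± 2.63 FPKM (SD, n = 2; -1.03, SE 0.17, adjusted p = 0.00103), and Aurka, another, from 48.1 ± 6.03 to 22.5 ± 2.24 (-1.09, SE 0.17, adjusted p = 0.000625). Cdk1, the kinase of mitotic entry, lies on chromosome 10 from 69335146 to 69352938 in GRCm38 (ENSMUSG00000019942). It stood at 23.6 ± 1.69 FPKM in high-ΔΨm ESCs and 13.8 ± 1.55 in qESCs (-0.77, SE 0.15, adjusted p = 0.00382). Its cyclin partner Ccnb1 stood at 16.3 ± 1.72 and 9.54 ± 1.30 FPKM (-0.77, SE 0.16, adjusted p = 0.00442), and Ccnd3, a G1 cyclin, at 12.6 ± 1.64 and 8.80 ± 0.712 (-0.51, SE 0.15, adjusted p = 0.0362). Pdk1, a kinase that restrains pyruvate dehydrogenase, stood at 5.20 ± 0.319 FPKM in high-ΔΨm ESCs and 6.45 ± 0.336 in qESCs. Its log2 fold change of 0.30 (SE 0.14) did not pass the test (adjusted p = 0.158), and after scaling to the median gene it was 0.26 (adjusted p = 0.0128).

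The number of lower G2/M genes was 14 without low-ΔΨm replicate 1 and 6 without low-ΔΨm replicate 2. Cdk1 did not pass without low-ΔΨm replicate 2 (-0.66), nor did Ccnb1 (-0.63). With 1 library left out, Ccnd3 and Dbf4 passed only without high-ΔΨm replicate 1. Ccnd3 had log2 fold changes of -0.37 without high-ΔΨm replicate 2, -0.59 without low-ΔΨm replicate 1 and -0.42 without low-ΔΨm replicate 2, and Dbf4 of -0.44 without high-ΔΨm replicate 2, -0.58 without low-ΔΨm replicate 1 and -0.45 without low-ΔΨm replicate 2. With the ERCC factor as a covariate, Cdk1 (-0.69), Ccnb1 (-0.67), Ccnd3 (-0.45) and Dbf4 (-0.47) did not pass.

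Among 17 G1 cyclins and CDK inhibitors, 7 rose and 2 fell, with 8 and 3 when adjusted over the list alone (9 higher and 6 lower when rescaled). The count of those lower was 0 without high-ΔΨm replicate 2, low-ΔΨm replicate 1 or low-ΔΨm replicate 2. Rb1, the retinoblastoma gene, rose from 0.393 ± 0.0769 to 2.10 ± 0.00630 FPKM (2.17, SE 0.16, adjusted p = 2.08e-06), and the CDK inhibitor Cdkn2b from 1.56 ± 0.0788 to 3.20 ± 0.245 (0.99, SE 0.14, adjusted p = 0.000451). Of 32 MYC targets and genes of ribosome biogenesis, limma called none (1 higher and 1 lower at an unadjusted p under 0.05). Scaled to the median gene, 2 rose and 14 fell. By camera the G2/M list was lower (adjusted p = 2.12e-15, and adjusted p = 0.949 with an estimated correlation).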

While the pluripotency genes (e.g., *Oct4, Nanog, Sox2*) were expressed at similar levels in the quiescent and cycling ESCs (Supplementary Fig. 3d), endogenous retroviruses (e.g., *MERVL*, *RLTR20C, RLTR6B_Mm, ETnERV3-int*) and 2C-specific genes (e.g., *Zscan4*, *Dux*, *Gm4340*)^19^ were expressed at significantly elevated levels in the qESCs (Fig. 1b, c, Supplementary Fig. 3e and Supplementary Data 1). 

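Genes of the 2-cell embryo rose in the qESCs. Of 38 detected 2C markers, 37 were higher in the qESCs and none lower, with a median log2 fold change of 4.86 (the same count when adjusted over the list alone). Zscan4f (ENSMUSG00000070828), a zinc finger gene of the 2-cell stage on chromosome 7 from 11397915 to 11402318 in GRCm38, rose from 0.260 ± 0.0155 to 37.5 ± 2.14 FPKM (SD, n = 2; 6.71, SE 0.14, adjusted p = 6.84e-11). Gm4340 (ENSMUSG00000090854), on chromosome 10 from 104194042 to 104196522, rose from 0.129 ± 0.0306 to 24.9 ± 1.83 FPKM (6.78, SE 0.15, adjusted p = 6.84e-11). Duxf3, the Dux gene that activates the 2C program, was listed at 0 and 0.00778 FPKM in the high-ΔΨm libraries and at 0.345 and 0.399 in the low-ΔΨm libraries (2.18, SE 0.23, adjusted p = 4.43e-05). The 145 genes of the paper's 2C signature that were tested all rose. They were chosen in the paper from these samples, so that count is not independent evidence. The camera test of the 2C markers gave an adjusted p of 1.51e-53, and adjusted p = 0.892 with an estimated correlation.

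Among repeat families, whose values are means of FPKM over their loci, the endogenous retrovirus MERVL-int (2600 loci) rose 10.2-fold. It went from 0.0426 ± 8.58e-04 to 0.434 ± 0.0348 FPKM per locus (3.08, SE 0.09, adjusted p = 0.0095 on log2(FPKM + 0.01)). Its long terminal repeat MT2_Mm also rose (1.59, adjusted p = 0.0286), and so did ORR1A3-int (1.98, adjusted p = 0.018). RLTR6B_Mm (1.13, adjusted p = 0.0286) and ETnERV3-int (0.96, adjusted p = 0.0286) rose on the deposited scale and lost the call after scaling to the median gene, with folds near the same (1.10, adjusted p = 0.0511, and 0.92, adjusted p = 0.0699). RLTR20C did not pass (0.25, adjusted p = 0.461). IAPEy-int, another retrovirus, fell (-1.52, adjusted p = 0.0181). In all, 5 of 1386 families rose and 3 fell. These calls rest on all 4 libraries: MERVL-int passed without low-ΔΨm replicate 2 and otherwise lay at 3.06 without high-ΔΨm replicate 1, 3.09 without high-ΔΨm replicate 2 and 2.99 without low-ΔΨm replicate 1, and none of the other families named here passed with 1 library fewer. MT2_Mm then lay at 1.51 to 1.68, ORR1A3-int at 1.92 to 2.04, RLTR6B_Mm at 1.09 to 1.17, ETnERV3-int at 0.96 and IAPEy-int at -1.55 to -1.48.

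Of the paper's 16 pluripotency genes, only Klf4 changed, from 47.5 ± 4.27 to 78.1 ± 4.63 FPKM (0.72, SE 0.17, adjusted p = 0.00986). Pou5f1, which encodes OCT4, stood at 158 ± 21.9 FPKM in high-ΔΨm ESCs and 156 ± 14.1 in qESCs (-0.01, SE 0.20, adjusted p = 0.981). Nanog stood at 120.3 ± 13.1 and 146 ± 10.4 (0.29, SE 0.19, adjusted p = 0.334), and Sox2 at 88.1 ± 13.9 and 121 ± 7.92 (0.47, SE 0.19, adjusted p = 0.107). After scaling to the median gene, 7 of the 16 passed, 4 higher and 3 lower, among them Nanog (0.24, adjusted p = 0.0211) and Sox2 (0.42, adjusted p = 0.0148). Klf4 did not pass without low-ΔΨm replicate 1 or 2 (0.66 to 0.78) or with the ERCC factor as a covariate (0.76), and Sox2 passed without high-ΔΨm replicate 2 (0.63). From the likeness of the transcriptomes of spontaneous qESCs and 2C embryos, the paper proposes that these cells may have unrestricted developmental potential.

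**Figure D1:**
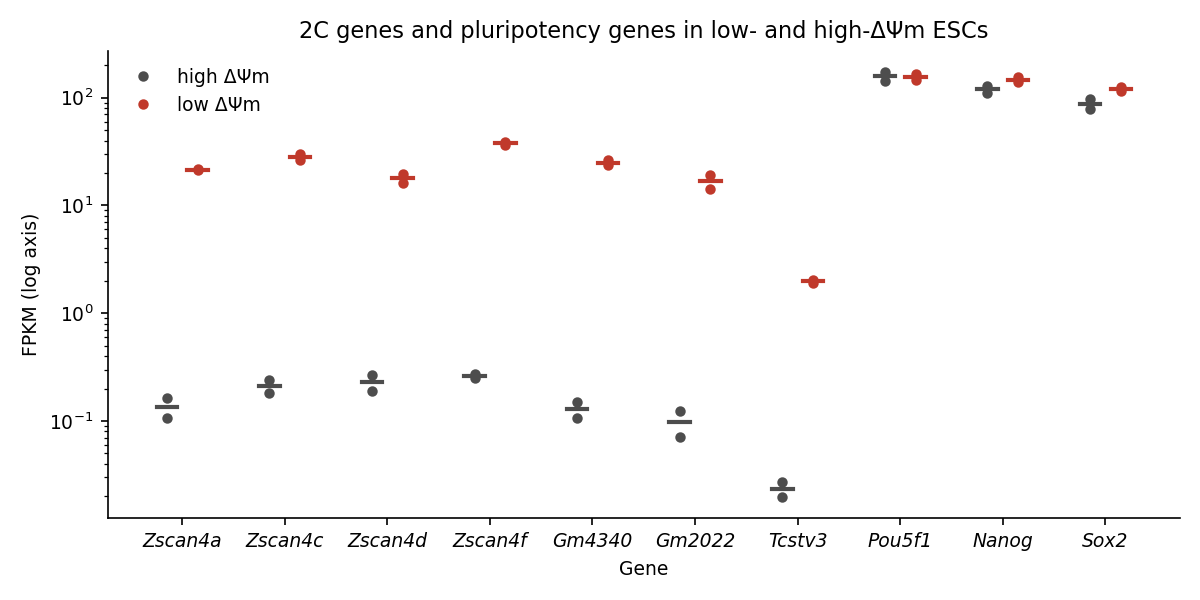
FPKM (log axis) of 7 genes of the 2-cell stage and 3 pluripotency genes in each of the 2 high-ΔΨm and 2 low-ΔΨm libraries, with bars at the group means. Zscan4f lies near 0.260 in high-ΔΨm ESCs and 37.5 in qESCs, while Pou5f1 lies near 158 and 156.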

The RNA-seq results for the 2C gene signatures^19^ were validated by reverse-transcription and real-time PCR (RT-qPCR) (Fig. 1d). Importantly, increased expression of *MERVL* and 2C genes was also observed in naive ESCs treated with Carbonyl Cyanide 3-chlorophenylhydrazone (CCCP) or complex I electron transport chain inhibitor Phenformin, both of which reduce the MMP^20,21^ (Fig. 1e, f and Supplementary Fig. 3f, g). Elevated expression of 2C genes in the spontaneous qESCs was confirmed in two independent naive ESC lines, Oct4-GiP^22^ and V6.5 2i/LIF ESCs (Supplementary Fig. 3h). Consistently, the spontaneous qESCs isolated from the MERVL-2C::EGFP^23^ and Oct4-GiP naive ESC lines had higher levels of 2C::EGFP reporter signals and lower levels of OCT4-GFP signals, respectively (Supplementary Fig. 4a, b). ESCs cultured under the serum/LIF condition do not enter quiescence when mitochondrial function is blocked^5,24^ and therefore, did not show changes in 2C gene expression (Supplementary Fig. 3h).

Hierarchical clustering analysis showed that transcriptome of the spontaneous qESCs closely correlated with that of early-stage blastomeres (e.g., zygote, early 2C, 2C)^25^ as well as transient or genetically induced 2-cell-like cells (2CLCs) with expanded pluripotency^19,26–33^ (Fig. 1g, green-shaded area). Interestingly, the spontaneous qESCs were more closely associated with zygote and early 2C embryos as compared to the transient *MERVL*-tdTomato^+^ 2CLCs^19^ (Fig. 1g). Notably, the extraembryonic placenta development pathways were among the top ranked gene ontology (GO) terms upregulated in the spontaneous qESCs (Fig. 1h and Supplementary Data 1). 

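Genes of the placenta and of trophoblast derivatives were more often higher than lower in the qESCs. Of 31 detected genes of the list, 14 rose and 2 fell (16 and 2 when adjusted over the list alone), and 15 and 4 when scaled to the median gene. Itm2a, a membrane protein gene on chromosome X from 107397099 to 107403376 in GRCm38 (ENSMUSG00000031239), rose from 1.91 ± 0.119 to 6.54 ± 0.826 FPKM (SD, n = 2; 1.72, SE 0.15, adjusted p = 6.42e-06). St14, which encodes the epithelial protease matriptase, rose from 3.49 ± 0.551 to 9.73 ± 0.319 (1.46, SE 0.15, adjusted p = 3.3e-05), and Cdh3, placental cadherin, from 0.386 ± 0.0508 to 1.36 ± 0.0623 (1.59, SE 0.16, adjusted p = 3.07e-05). Stox1 rose as well, from a level near the pseudocount, 0.0336 ± 0.0129 FPKM, to 0.711 ± 0.172 (2.59, SE 0.23, adjusted p = 6.73e-06). Regulators of trophoblast stem cells went both ways: of 17, 5 rose and 3 fell, with the same counts when adjusted over the list alone (the number higher was 3 without high-ΔΨm replicate 1). Cldn4, a tight junction gene, rose from 11.7 ± 1.18 to 27.9 ± 1.22 FPKM (1.25, SE 0.15, adjusted p = 0.000113), whereas Plet1 (-1.36, SE 0.18, adjusted p = 0.000255) and Tfap2a (-0.89, SE 0.15, adjusted p = 0.00127) fell. Cdx2, the master regulator of the trophectoderm, stood at 1.27 ± 0.255 FPKM in high-ΔΨm ESCs and 0.977 ± 0.0348 in qESCs and did not pass (-0.33, SE 0.17, adjusted p = 0.197), except without high-ΔΨm replicate 1, where it was lower (-0.53). The camera test of the placenta list gave an adjusted p of 0.000734, and adjusted p = 0.949 with an estimated correlation. The gene ontology analysis of the paper was not repeated here.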

As expected, transcriptome of the cycling ESCs (high ΔΨ_m_/MMP) resembled that of the inner cell mass and 2C-negative cells (e.g., Zscan4^low^, *MERVL*-tdTomato^-^) (Fig. 1g, unshaded area).

### The spontaneous qESCs exhibit unrestricted developmental potential

The transcriptomic similarity between the spontaneous qESCs and 2C embryos suggests that the spontaneous qESCs may have unrestricted developmental potential. To test this, we subjected the cycling ESCs and qESCs to trophoblast stem cell (TSC) differentiation in vitro. The E14 qESCs exhibited a very high TSC induction efficiency, as denoted by around 40% of CDX2^+^/OCT4^−^ cells at day 7 post TSC induction, whereas the cycling ESCs still maintained robust OCT4 expression with little to no expression of trophoblast marker CDX2 (Fig. 2a). The qESCs expressing the iCdx2 Elf5-2A-mCherry reporter^34^ gave rise to stable TSC lines with ~77% efficiency (Fig. 2b, c) (referred to as iTSCs herein). The iTSCs demonstrated robust proliferation and exhibited expression levels of the canonical TSC markers *Cdx2, Elf5, Eomes*, *and Tfap2c* comparable to those derived directly from blastocysts (Fig. 2d). Similar to TSCs, the iTSCs also lacked expression of the pluripotent gene *Oct4* (Fig. 2d). Immunofluorescence analysis confirmed elevated levels of CDX2 and EOMES proteins in these cells, while OCT4 or the primitive endoderm marker GATA6 were not detected (Fig. 2e and Supplementary Fig. 4c). Furthermore, the CpG sites within the *Elf5* promoter were hypomethylated in iTSCs when compared to ESCs^35^ (Fig. 2f). Upon differentiation, the iTSCs underwent morphological alterations, characterized by enlarged and flattened cells, along with the emergence of trophoblast giant cells (TGCs) (Fig. 2g). Furthermore, iTSCs demonstrated the capability to differentiate into all subtypes of trophoblast lineages. Gene markers for the terminally differentiated TGCs, spongiotrophoblasts and labyrinthine trophoblasts, such as *Ctsq, Prl3b1, Prl3d1, Prl2c2, Tpbpa, Cdh3*, and *Itm2a*, were significantly upregulated (Fig. 2h). These data strongly support that the spontaneous qESCs have unrestricted cell fate in vitro.

**Fig. 2:**
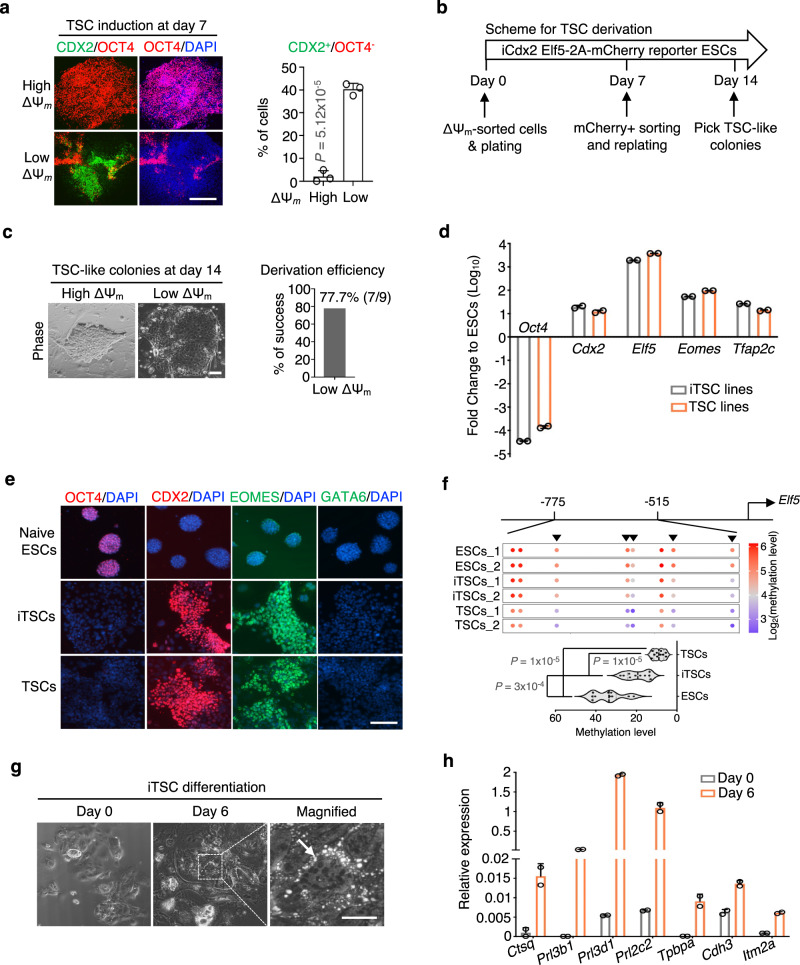
The spontaneous qESCs give rise to extraembryonic trophoblast stem cells. **a** Left, immunofluorescence of OCT4 (red), CDX2 (green) and nuclei (DAPI blue) at day 7 post TSC differentiation. Scale bar, 200 µm. Right, quantification of CDX2^+^/OCT4^−^ cells. Data were presented as mean ± SEM from three independent experiments. *P* values were calculated using the two-sided Student’s *t* test. TSC trophoblast stem cell. **b** Scheme for TSC derivation. **c** Left, representative images of typical TSC-like colonies at day 14. The TSC-like colonies were only observed from low ΔΨ_m_ ESCs, but not from high ΔΨ_m_ ESCs. Scale bar, 200 µm. Right, efficiency of TSC derivation. The success rate was calculated by dividing the number of successfully derived iTSC lines from total number of picked colonies. **d** RT-qPCR analysis for indicated genes in ESCs, TSCs and iTSCs. Relative mRNA expression was normalized against that in naive ESCs. Data from two independent cell lines were presented as mean ± SEM in the form of Log_10_ (fold change). **e** Immunofluorescence of indicated proteins in indicated cell types. Nuclei were co-stained with DAPI (blue). Scale bar, 200 µm. Images were representatives from two independent experiments. **f** Top, heatmap showing DNA methylation level at the upstream region of *Elf5* promoter. The heatmap score (Log_2_) was shown on the right. Each dot indicates a methylated CpG site. Dark arrowheads denote five CpG sites that exhibit substantial differences in methylation levels between ESCs and TSCs. Bottom, quantification of methylation level for five CpG sites shown from the top. Violin plots show the median, 1st and 3rd quartiles. Data from two independent cell lines were presented. *P* values were determined by a two-tailed, nonparametric Mann-Whitney test. **g** Representative images from two independent iTSC lines at day 6 of differentiation. The white arrow indicates the trophoblast giant cells. Scale bar, 200 µm. **h** RT-qPCR analysis for indicated genes in the iTSCs at day 0 and 6 of differentiation. Relative mRNA expression was normalized against that of *β-actin*. Data from two independent iTSC lines were presented as mean ± SEM. Source data are provided as a Source Data file.

### The spontaneous qESCs have distinct cellular metabolism

We performed untargeted metabolomics analysis for naive ESCs with bottom or top 5% MMP (Fig. 3a). A total of 68 metabolites consistently displayed significant reductions in the qESCs across four independent experiments, with cystine being the sole metabolite showing a notable increase (Fig. 3a and Supplementary Data 2). Specifically, the qESCs demonstrated decreased levels of ATP and metabolites associated with the glycolysis, TCA cycle, pentose phosphate pathway, purine and pyrimidine metabolism (Fig. 3b, Supplementary Fig. 5a–c and Supplementary Data 2). Particularly striking was the marked downregulation of metabolites linked to one-carbon (1C) metabolism in the qESCs (Fig. 3a–c). The 1C metabolic pathway (encompassing folate and methionine cycles) recycles 1C units from glucose, vitamins and amino acid catabolism or through de novo synthesis via serine synthesis pathway (SSP) to fuel important cellular processes^36^ (Fig. 3c). As shown in Fig. 3b, the glycine, serine, threonine and methionine metabolic pathways were all significantly downregulated in the qESCs. Consistently, the levels of 1C metabolites such as L-homocysteine, SAM, and SAH, as well as SPP metabolites L-Serine and O-Phospho-L-Serine were notably reduced in the qESCs compared to the control cells (Fig. 3d). The metabolic changes in the qESCs were consistent with diminished expression of key genes in the 1C metabolic pathway (Fig. 3e), including *Gldc, Phgdh, Psat1, Shmt2, Mthfd1l*, and *Mthfd2*^36^.

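The 6 genes of the 1C pathway that the paper names were each lower in the qESCs, by log2 fold changes between -1.18 and -0.56, and all 6 passed when adjusted over the list alone. Psat1, of serine synthesis, lies on chromosome 19 from 15904678 to 15947337 in GRCm38 (ENSMUSG00000024640) and fell from 59.3 ± 6.72 FPKM in high-ΔΨm ESCs to 26.2 ± 3.15 in qESCs (SD, n = 2; -1.18, SE 0.17, adjusted p = 0.000427). Gldc, a subunit of the glycine cleavage system (ENSMUSG00000024827, chromosome 19 from 30098447 to 30175429), fell from 15.2 ± 1.47 to 6.84 ± 0.885 (-1.15, SE 0.15, adjusted p = 0.000264). Phgdh, the entry enzyme of serine synthesis, fell from 6.96 ± 0.799 to 3.32 ± 0.546 (-1.05, SE 0.16, adjusted p = 0.00064), and the mitochondrial folate enzyme Mthfd2 from 16.2 ± 2.01 to 8.34 ± 0.839 (-0.94, SE 0.15, adjusted p = 0.00108). Shmt2, which passes the carbon of serine to folate in mitochondria, stood at 48.6 ± 6.14 and 30.8 ± 2.55 FPKM (-0.66, SE 0.17, adjusted p = 0.0151), and Mthfd1l, which releases formate, at 21.7 ± 2.12 and 14.7 ± 1.25 (-0.56, SE 0.15, adjusted p = 0.0226). Shmt2 and Mthfd1l did not pass without high-ΔΨm replicate 2, low-ΔΨm replicate 1 or low-ΔΨm replicate 2, at log2 fold changes of -0.74 to -0.53 and -0.64 to -0.46, nor with the ERCC factor as a covariate, at -0.60 and -0.50.

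In the wider list of 32 one-carbon genes, 7 were lower and 2 higher, also when adjusted over the list alone, and the rest did not pass. Mat2a, which makes SAM from methionine, stood at 36.1 ± 2.60 FPKM in high-ΔΨm ESCs and 29.2 ± 2.78 in qESCs (-0.30, SE 0.16, adjusted p = 0.214). On the values scaled to the median gene, its fold change of -0.35 passed (adjusted p = 0.00586), and 15 genes of the list were lower and 3 higher. Genes of the integrated stress response, which ATF4 drives and which share targets with serine synthesis, were also more often lower than higher: 11 of 26 fell and 3 rose (13 and 4 when adjusted over the list alone, 17 and 5 when rescaled). The number of lower genes was 4 without high-ΔΨm replicate 2 in the wider list and 5 without high-ΔΨm replicate 2 and 3 without low-ΔΨm replicate 1 or 2 among the stress response genes. Camera gave adjusted p values of 6.01e-06 for the 6 genes and 0.0253 for the wider list, which was not called with any 1 library left out (adjusted p = 0.063 to 0.221), and adjusted p = 0.949 with an estimated correlation for each.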

**Fig. 3:**
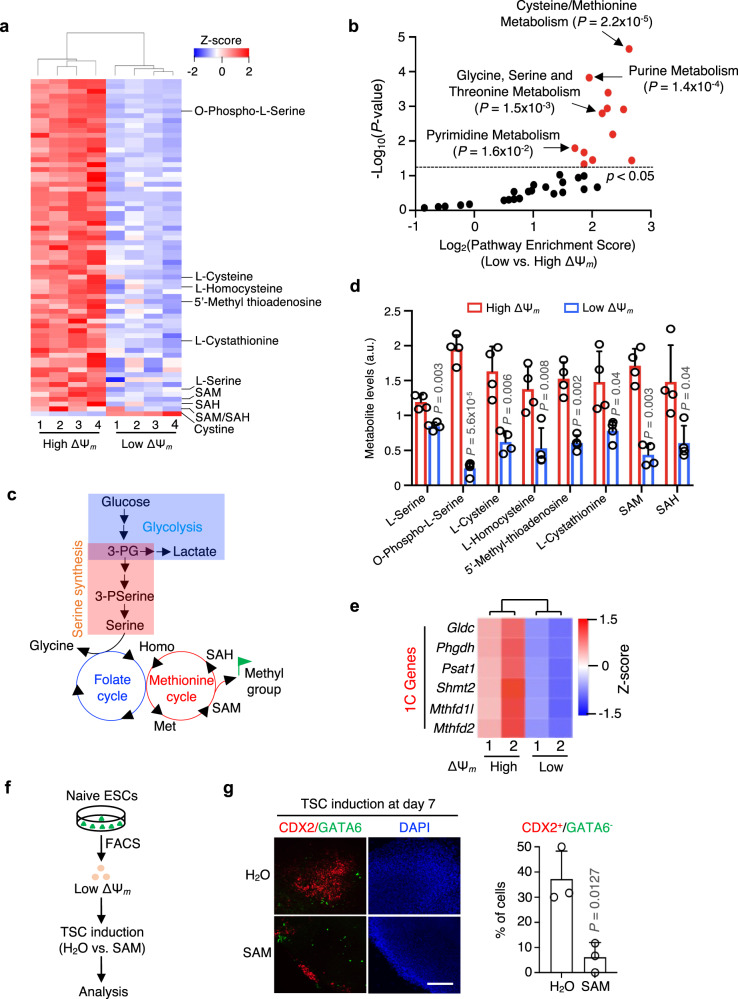
Low one-carbon metabolism confers unrestricted cell fate of the spontaneous qESCs. **a** Heatmap (Z-score) showing significantly changed metabolites in high and low ΔΨ_m_ ESCs. Metabolites with *P* < 0.05 were selected. Data from four biological replicates were presented as mean ± SEM. *P* values were determined by the two-sided Student’s *t* test. Metabolites, except Cystine, involved in one-carbon (1C) metabolism were highlighted on the right. **b** Pathway analysis for metabolites significantly decreased in the low ΔΨ_m_ qESCs. *P* < 0.05, determined by the Fisher’s Exact Test, was used as the cutoff for significantly enriched pathways. Selected pathways were highlighted. **c** An overview of 1C metabolism. 3-PG 3-phosphoglycerate, Homo homocysteine, Met methionine, SAM *S*-adenosylmethionine, SAH *S*-adenosylhomocysteine. **d** Levels of 1C-related metabolites as indicated at the bottom. Data were presented as mean ± SEM from four biological replicates. a.u. arbitrary unit. *P* values were determined by the two-sided Student’s *t* test. **e** Heatmap (Z-score) showing expression levels of 1C-related genes in high and low ΔΨ_m_ ESCs. RNA-seq data from biological duplicates with [FDR] < 0.05 were shown. **f** Scheme for TSC induction in the low ΔΨ_m_ qESCs treated with H_2_O or SAM. **g** Left, immunofluorescence of CDX2 (red), GATA6 (green) and nuclei (DAPI blue) at day 7 post TSC differentiation. Scale bar, 200 µm. Right, quantification of CDX2^+^/GATA6^−^ cells for data shown from the left. *P* values were calculated using the two-sided Student’s *t* test from three independent experiments. Source data are provided as a Source Data file.

SAM supplement is widely used to reverse low levels of intracellular SAM^37,38^. Upon SAM supplementation (Fig. 3f), the efficiency of iTSC induction decreased sixfold, as evidenced by the percentage of CDX2^+^/GATA6^−^ cells at day 7 post-induction (Fig. 3g). SAM supplementation also resulted in a global shift of the transcriptome from that of qESCs/2CLCs to conventional ESCs (see below). These results suggest that lower level of 1C metabolite SAM may contribute to increased cell fate plasticity in the qESCs.

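SAM-treated low-ΔΨm cells held levels of most 2C markers between those of untreated qESCs and high-ΔΨm ESCs. Low-ΔΨm cells kept for 24 h with 25 or 50 µM SAM, 2 samples each, were sequenced and deposited as a table of FPKM of their own, with 41.1 and 38.9 M fragments over genes at 25 µM and 40.2 and 35.1 M at 50 µM. Untreated cells stand in another table, normalized separately, so levels are set side by side across tables without a test. No low-ΔΨm cells cultured for 24 h without SAM were sequenced, so an effect of SAM cannot be told from that of the culture. The summed FPKM of 1972 olfactory and vomeronasal receptor genes, which ESCs hardly use, was 38.5 to 42.3 in the SAM libraries and 8.48 to 9.41 in those of the untreated sorted cells, so that part of a level above the high-ΔΨm ESCs may be background. Zscan4c stood at 11.1 ± 2.88 FPKM (SD, n = 2) at 25 µM and 8.29 ± 2.83 at 50 µM, against 28.3 in untreated qESCs and 0.212 in high-ΔΨm ESCs. In other tables, control cultures held it at 6.63 with control siRNA, 2.37 with water and 2.33 with DMSO. Gm4340 stood at 3.42 ± 0.915 and 2.57 ± 0.911, and Tcstv3, another gene of the 2-cell stage, at 0.213 ± 0.105 and 0.222 ± 0.0495, against 1.98 in untreated qESCs.

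Over the 38 detected 2C markers, the median log2 level lay -1.51 from the qESCs at 25 µM and -1.90 at 50 µM, and 3.46 and 3.02 above the high-ΔΨm ESCs. At both doses 37 of the 38 were below the qESCs and 38 above the high-ΔΨm ESCs. Scaled to the median gene over all tables, the distances from the qESCs were -2.09 and -2.08. The paper's 2C signature, chosen in the spontaneous qESCs, lay closer to the qESCs, at -0.48 and -0.88 (-1.02 and -1.09 when rescaled). Of its 145 tested genes, 92 at 25 µM and 109 at 50 µM were below the qESCs, and 133 and 119 above the high-ΔΨm ESCs. The 34 G2/M genes lay 1.02 and 0.47 above the qESCs, or 0.39 and 0.26 on the rescaled values. Ccnb1 stood at 41.6 ± 5.40 FPKM at 25 µM and 30.4 ± 9.56 at 50 µM. Between the doses, within one table, 93 of 23911 genes were higher and 118 lower at 50 µM, most of them small RNAs and unnamed gene models, and limma called none after scaling to the median gene (960 higher and 489 lower at an unadjusted p under 0.05). That scaling moved the median of all genes by 0.41. With the replicate number as a block, 546 genes were higher and 12282 lower as deposited. With the block and that scaling limma again called none (2296 higher and 1164 lower at an unadjusted p under 0.05). On the deposited scale the number of higher genes was 61 without 50 µM replicate 2, and that of lower genes 62 without 25 µM replicate 1.

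**Figure D2:**
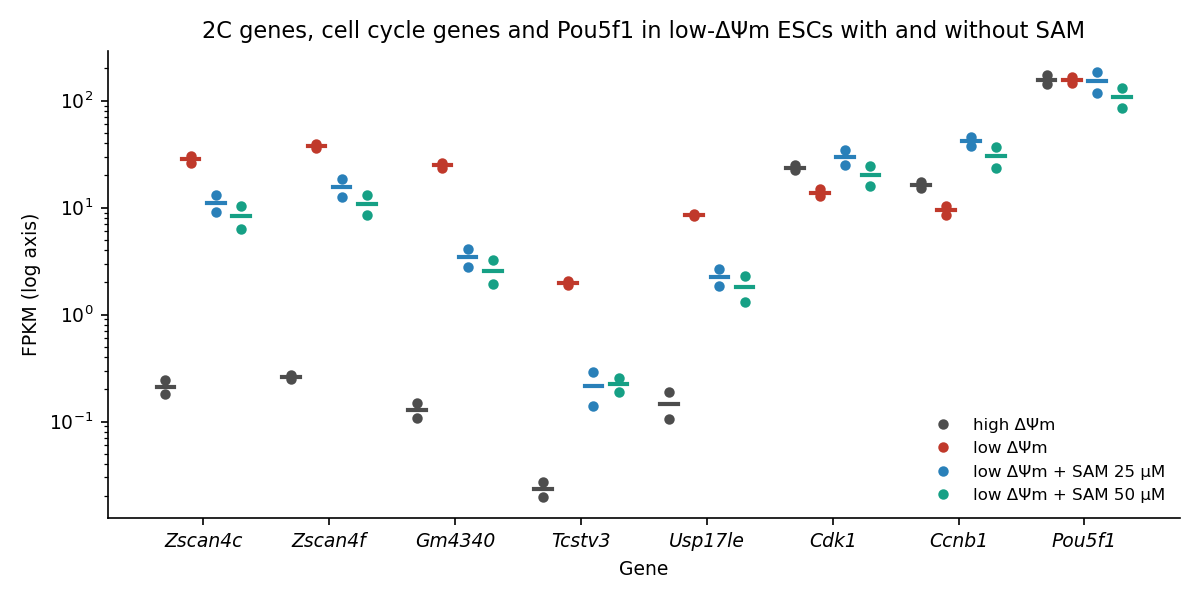
FPKM (log axis) of 5 genes of the 2-cell stage, 2 cell cycle genes and Pou5f1 in each library of high-ΔΨm ESCs, qESCs and qESCs with 25 or 50 µM SAM, 2 libraries each with bars at the means. The SAM-treated libraries come from a separately normalized table, and their Zscan4c values of 6.29 to 13.2 lie between those of the other groups.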

### The spontaneous qESCs have global reduction of H3K27me3 and higher chromatin accessibility at genes important for the extraembryonic development

The 1C metabolite SAM is a universal methyl donor for histone/DNA methylases^39^. To examine whether the qESCs have a distinct epigenetic landscape, we assessed chromatin accessibility in qESCs by performing the Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) (Supplementary Data 3). Chromatin accessibility was modestly reduced at 8768 gene loci in the qESCs, many of which were involved in development of three embryonic germ layers (Supplementary Fig. 6a, b, bottom). Interestingly, increase of chromatin accessibility was found at 2183 chromatin loci in the qESCs, which were enriched for genes important for extraembryonic development (Supplementary Fig. 6a, b, top).

We performed Cleavage Under Targets and Release Using Nuclease (CUT&RUN) analysis for H3K4me3 and H3K27me3 marks, given their prominent functions in naive ESCs^40,41^. While expression of the core subunits (*Suz12, Eed, Ezh1, Ezh2*) of PRC2 complex^42^ remained unchanged (Supplementary Fig. 8a), there was a drastic global reduction of H3K27me3 in the qESCs (Fig. 4a and Supplementary Data 4). This was further confirmed by the immunofluorescence analysis (Fig. 4b). In contrast, the H3K4me3 level had no discernable difference in the qESCs (Supplementary Fig. 6c, d, and Supplementary Data 5). 

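None of the 4 core subunits of PRC2, the complex that methylates H3K27, differed between qESCs and high-ΔΨm ESCs at an adjusted p under 0.05 in limma, 0 of 4 also at an unadjusted p under 0.05 and when adjusted over the list alone. Suz12, a scaffold of the complex on chromosome 11 from 79993106 to 80034123 in GRCm38 (ENSMUSG00000017548), stood at 36.0 ± 2.18 FPKM in high-ΔΨm ESCs and 37.0 ± 3.04 in qESCs (SD, n = 2; 0.04, SE 0.16, adjusted p = 0.902). Eed, which binds H3K27me3, stood at 13.6 ± 1.9 and 13.7 ± 0.558 (0.02, SE 0.15, adjusted p = 0.952). The methyltransferase Ezh2 stood at 12.5 ± 1.38 and 10.7 ± 0.875 (-0.22, SE 0.15, adjusted p = 0.364), and its paralog Ezh1 at 2.47 ± 0.0834 and 2.34 ± 0.0621 (-0.08, SE 0.14, adjusted p = 0.759). The 95% intervals of the log2 fold changes were -0.31 to 0.38 for Suz12, -0.32 to 0.35 for Eed, -0.38 to 0.23 for Ezh1 and -0.55 to 0.11 for Ezh2, so changes of that size are not excluded. Scaled to the median gene, Ezh2 was lower (-0.26, adjusted p = 0.0126) and the other 3 subunits again did not pass. Among 11 accessory subunits and H3K27 demethylases, only Uty, a Y-linked relative of the demethylase Kdm6a, was higher (1.40, SE 0.16, adjusted p = 6.67e-05), and it moved with the other Y-linked genes; rescaled, 3 were higher and 0 lower.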

Reduction of H3K27me3 in the qESCs mostly occurred at intergenic or intron regions in the genome (Supplementary Fig. 7a). These regions were enriched for the consensus sequences for CDX2 and ELF5^43^ by Motif analysis (Supplementary Fig. 7b) and were associated with multi-tissue development, including the placenta development pathways (Fig. 4c). Representative H3K27me3 occupancy at *Cdx2* and *Tfap2c* was shown in Supplementary Fig. 7c.

**Fig. 4:**
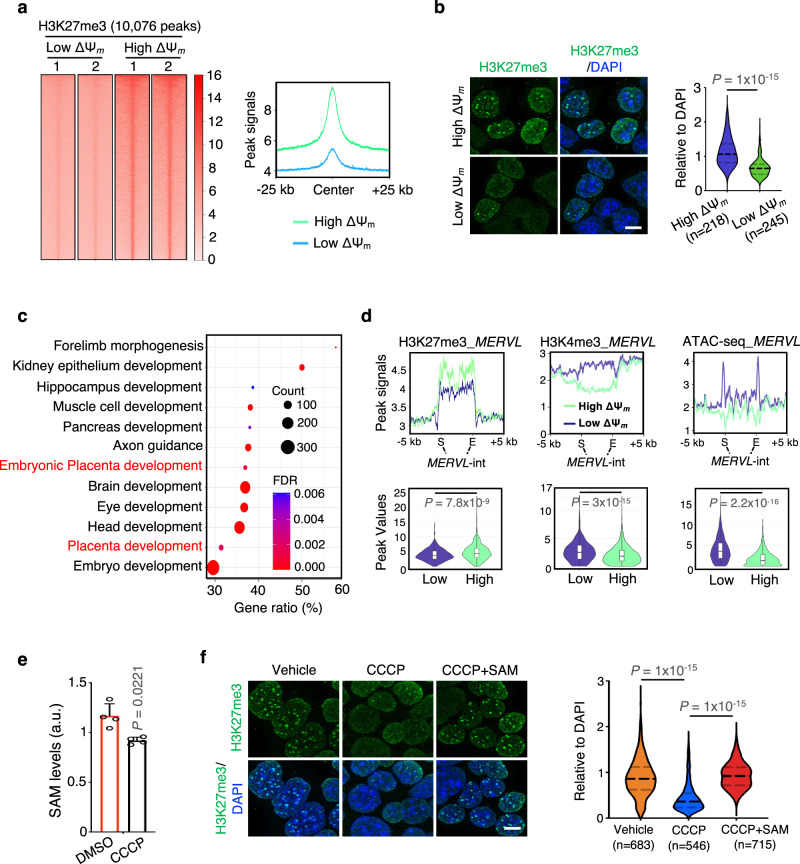
Global reduction of H3K27me3 enables unrestricted cell fate of the spontaneous qESCs. **a** Left, heatmaps of H3K27me3 CUT&RUN signals from biological duplicates. The number of differential peaks was shown on top. Right, line plots showing H3K27me3 peak signals from the left. **b** Left, immunofluorescence of H3K27me3 (green) and nuclei (DAPI blue) in high and low ΔΨ_m_ ESCs. Scale bar, 10 µm. Right, quantified H3K27me3 fluorescence signals of polycomb bodies (foci) relative to DAPI. Violin plots show the median, 1st and 3rd quartiles. Data from three biological replicates were presented. *P* values were determined by a two-tailed, nonparametric Mann-Whitney test. *n* number of foci. **c** GO analysis for H3K27me3 peaks that were decreased in the low ΔΨ_m_ qESCs. “Count” denotes the number of genes found in each GO term. **d** Top, line plots showing changes of H3K27me3, H3K4me3, and ATAC-seq signals at 662 *MERVL* elements in low and high ΔΨ_m_ ESCs. Bottom, violin box plots representing the peak values of the top plots show the median, 1st, 3rd quartiles, lower adjacent value, upper adjacent value, and outside points. *P* values were determined by a nonparametric Mann-Whitney test. **e** Levels of intracellular SAM in naive ESCs treated with DMSO or CCCP. Data were presented as mean ± SEM from four biological replicates. a.u. arbitrary unit. *P* values were determined by the two-sided Student’s *t* test. **f** Left, immunofluorescence of H3K27me3 (green) and nuclei (DAPI blue) at indicated conditions. Scale bar, 10 µm. Right, quantification of the left. Violin plots denote quantified H3K27me3 fluorescence signals of foci relative to DAPI. Data were from three biological replicates. *P* values were determined by a two-tailed, nonparametric Mann-Whitney test. *n* number of foci. Source data are provided as a Source Data file.

We next examined chromatin changes at the long terminal repeat (LTR) sequences of endogenous retrovirus *MERVL* elements. The LTRs evolve as functional promoters to regulate transcription of nearby genes (e.g., 2C genes), leading to generation of chimeric transcripts in ESCs and early embryos^19,44^. Consistent with elevated expression of *MERVL* (Fig. 1c, d), H3K27me3 was significantly downregulated in 662 *MERVL* elements in the qESCs, with concomitant increase of H3K4me3 and chromatin accessibility (Fig. 4d). Epigenomic and transcriptomic features at a representative *MERVL* locus were shown in Supplementary Fig. 7d. In contrast, only modest changes in H3K27me3, H3K4me3 and ATAC-seq signals were found at other 2C gene loci in the qESCs (Supplementary Fig. 7e–g), suggesting a specific and non-redundant function of H3K27me3 in de-repressing *MERVL* expression in qESCs.

### CCCP treatment and MAT2A depletion lead to unrestricted cell fate in naive ESCs

To examine whether reducing MMP alters the metabolic and epigenetic states (Fig. 3a, d), we treated naive ESCs with CCCP for 9 h (Fig. 1e). Metabolomics analyses showed a decrease in the SAM level (Fig. 4e) while almost all TCA cycle metabolites, except alpha-ketoglutaric acid, remained unchanged in ESCs after CCCP treatment (Supplementary Fig. 8b and Supplementary Data 6). The CCCP treatment led to elevated expression of 2C gene signature, *MERVL* and the trophoblast master regulators (e.g., *Cdx2, Tfap2c, Eomes)* (Fig. 1e, f and Supplementary Fig. 8c). We also observed global reduction of H3K27me3, which was fully restored by SAM supplementation (Fig. 4f). H3K9me3 and DNA methylation marks were not affected by the CCCP treatment (Supplementary Fig. 8d, e).

We next examined whether blocking SAM biosynthesis in naive ESCs affects H3K27me3 and de-repression of 2C gene signature. The methionine adenosyltransferase (MAT) family proteins, consisting of three isoforms MAT1A, MAT2A and MAT2B^45^, are the rate-limiting enzymes that catalyze SAM synthesis from methionine and ATP in mammals^45,46^. Among them, *Mat2a* was expressed at the highest level in naive ESCs (Fig. 5a). Knockdown of *Mat2a* by siRNA in naive ESCs resulted in global reduction of H3K27me3 levels (Fig. 5b, c). Notably, *Mat2a* knockdown significantly upregulated the expression of *MERVL* and 2C genes, as revealed by RNA-seq analysis and validated by RT-qPCR (Fig. 5d, e and Supplementary Data 7). Similarly, MERVL-2C::EGFP naive ESCs had over 20-fold increase in GFP signals after *Mat2a* knockdown (Fig. 5f). Additionally, the *MERVL*^*+*^ cells exhibited a loss of chromocenters, indicated by the absence of DAPI-dense regions, and reduced levels of OCT4 (Fig. 5g). 

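Mat2a, the gene targeted by the siRNA, was lower in both knockdown libraries than in both controls. It encodes the catalytic subunit of the enzyme that makes SAM and lies on chromosome 6 from 72432799 to 72439558 in GRCm38 (ENSMUSG00000053907). Its FPKM was 48.5 and 45.1 with control siRNA and 13.5 and 9.44 with Mat2a siRNA (log2 fold change of -2.04, SE 0.43, adjusted p = 3.62e-05; -1.29 after scaling each library to its median gene). 2C genes rose together. Of 39 detected 2C markers, 37 were higher after knockdown and 1 lower, also when adjusted over the list alone, with a median log2 fold change of 2.75. Zscan4c rose from 6.63 ± 0.255 to 71.0 ± 28.5 FPKM (SD, n = 2; 3.34, SE 0.43, adjusted p = 1.03e-12), Usp17le, of a deubiquitinase family, from 1.24 to 34.7 ± 11.0 (4.66, SE 0.40, adjusted p = 2.34e-28), and Gm2022 from 0.735 ± 0.133 to 14.4 ± 7.20 (4.03, SE 0.38, adjusted p = 4.58e-24). Duxf3 rose from 0.113 ± 0.0250 to 0.350 ± 0.161 (1.03, SE 0.32, adjusted p = 0.00523). The retrovirus MERVL-int rose 5.08-fold, from 0.327 ± 0.00310 to 1.66 ± 0.429 FPKM (2.28, SE 0.21, adjusted p = 0.0441), and its promoter MT2_Mm also rose (1.61, adjusted p = 0.0441). Of the paper's own 2C signature, chosen in the spontaneous qESCs, 54 of 144 genes rose and 21 fell (54 and 22 when adjusted over the list alone). After scaling to the median gene, 82 were higher and 14 lower (83 and 14 over the list alone). The number lower on the deposited scale was 0 to 72 with any 1 library left out. Mat2a kept a log2 fold change of -2.09 to -1.99 without control replicate 1 or 2 but did not pass. Duxf3 did not pass without control replicate 1, control replicate 2 or knockdown replicate 1 (0.66 to 1.15). The same held for MERVL-int (2.27 to 2.55) and MT2_Mm (1.59 to 1.85) without control replicate 1, control replicate 2 or knockdown replicate 2.

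More genes were lower than higher, a balance that changes with the scale. Naive ESCs received 40 nM control or Mat2a siRNA, and total RNA of 2 samples each was sequenced and turned by the authors into FPKM as for the sorted cells, with 43.0 and 40.8 M fragments over genes in the controls and 39.7 and 34.3 M in the knockdown libraries. Of 24939 genes tested, 3258 were higher and 9186 lower, so that 26.2% of the calls were higher. The median gene lay at -0.63 in log2, and scaling to it moves the median of all genes by 0.7, which leaves 5744 higher and 4930 lower (53.8% higher; 3052 to 5758 higher and 1161 to 6064 lower with 1 library left out). The 2C markers were then 37 higher and 0 lower. On the deposited scale the number of higher genes was 1994 without control replicate 1 and 1866 without control replicate 2, and that of lower genes 799 without control replicate 1 and 792 without control replicate 2. The authors' table holds Ensembl genes, NONCODE transcripts and repeat loci together, and genes made up 18.4% and 18.1% of the summed FPKM in the controls against 13.1% and 9.42% after knockdown.

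Glycolysis and cholesterol synthesis fell as groups under both scales. All 20 cholesterol synthesis genes and 19 of 20 glycolysis genes were lower and none higher (20 and 20 lower when adjusted over the list alone). After the rescaling, 20 and 18 were lower and none higher. The number of lower genes was 1 without control replicate 1 or 2 for cholesterol synthesis and 3 without control replicate 1 or 2 for glycolysis. Tpi1, triosephosphate isomerase, fell from 93.0 ± 1.69 to 12.7 ± 4.46 FPKM (-2.90, SE 0.45, adjusted p = 3.12e-09; -2.15 rescaled) and did not pass without control replicate 1 or 2 (-2.92 to -2.89). Some fibroblast markers also rose, 5 of 11, with 3 lower (7 higher and 2 lower when rescaled). The number higher was 2 without control replicate 1 and 3 without knockdown replicate 1, and that lower 1 without control replicate 1. The summed FPKM of 1972 olfactory and vomeronasal receptor genes, which ESCs hardly use, rose by 0.9 in log2 in this table, so that a rise of weak genes of this size is not told from background. Col1a2 stood at 0.0732 ± 0.0163 and 0.292 ± 0.0982 FPKM (1.16, SE 0.32, adjusted p = 0.00157; 1.06 without control replicate 1, not passing). By camera, adjusted p was 2.65e-50 for the 2C markers, 2.51e-07 for glycolysis and 6.73e-06 for cholesterol synthesis, and adjusted p = 0.88 with an estimated correlation for each. In this table limma took each gene's spread wholly from its expression level, and in the simulated data 88% of increases by a log2 fold of 2 were recovered but 4% of those by 1.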

RNA-seq analyses revealed a close correlation between the transcriptome of *Mat2a*-depleted naive ESCs and that of spontaneous qESCs and early-stage blastomeres (Fig. 5h), distinct from qESCs with SAM supplementation and conventional ESCs (Fig. 5h). These findings underscore the importance of low MMP and SAM homeostasis in regulating the fate plasticity of qESCs.

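Genes higher after Mat2a knockdown and in the spontaneous qESCs overlapped. Over 20483 genes tested in both, log2 fold changes had a Spearman correlation of 0.204 (0.217 rescaled); genes are not independent replicates. 766 genes were higher in both, where independent lists of the same sizes would share 227, and 525 were lower in both, against 535. On the rescaled values, the lower genes in common were 1275, against 826. The 2C markers rose in both, by a larger fold in the qESCs: in the test of the difference, 26 of 38 had a larger fold change there and none a smaller, or 22 and 3 on the rescaled values. The controls were unlike: Duxf3 stood at 0 and 0.00778 FPKM in high-ΔΨm ESCs but at 0.0955 and 0.131 with control siRNA. In qESCs it stood at 0.345 and 0.399, and after knockdown at 0.464 and 0.236. Levels were not tested across these tables, so the larger fold does not show a higher 2C level in qESCs. G2/M genes were lower in both, 31 of 34 after knockdown (31 when adjusted over the list alone), among them Ccnb2, a mitotic cyclin (-1.73, SE 0.45, adjusted p = 0.000955). Of the S-phase genes, 25 of 27 were lower after knockdown (26 when adjusted over the list alone); rescaled, 27 G2/M genes were lower and 1 higher, and 24 S-phase genes lower. Pluripotency genes were lower as well, 16 of 26 (17 when adjusted over the list alone, 14 lower and 3 higher when rescaled), with Nanog at 231 ± 8.03 and 93.5 ± 33.2 FPKM (-1.35, SE 0.49, adjusted p = 0.0166). Without control replicate 1 or 2, limma called 0 genes of these 3 lists lower, with Nanog at -1.39 to -1.32 and Ccnb2 at -1.74 to -1.71; at an unadjusted p under 0.05 all libraries together gave 31 G2/M, 26 S-phase and 19 pluripotency genes lower.

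Hierarchical clustering was made of the 10 groups of ESC libraries apart from the Eed lines, on mean log2 levels over all tables. Their tables were normalized separately, and blastomere data are not used here. Mat2a-depleted cells joined the FAOi and MYCi cells at a distance of 0.649, SAM-treated qESCs at 25 µM joined the control ESCs at 0.606, and those at 50 µM joined the branch of Mat2a-depleted, FAOi and MYCi cells at 0.790. Spontaneous qESCs joined high-ΔΨm ESCs first, at 0.271, and that pair joined the same branch at 1.09. The place of the 50 µM cells was not stable. Over genes with an FPKM of at least 1, they joined the 25 µM cells at 0.323 and with them the controls at 0.854, and the pair of qESCs and high-ΔΨm ESCs joined last, at 1.33. In a clustering of single libraries, 50 µM replicate 2 joined Mat2a knockdown replicate 2 at 0.506, but 50 µM replicate 1 joined 25 µM replicate 2 at 0.325 and with it the branch of the controls at 0.798. The Spearman correlation of levels, centred over all groups, of qESCs and Mat2a-depleted cells was 0.0830, and -0.0830 to 0.201 over pairs of single libraries. Over genes with an FPKM of at least 1 it was -0.224. High-ΔΨm ESCs and Mat2a-depleted cells gave -0.078 (-0.27 to 0.101 over pairs of single libraries), and -0.497 over genes with an FPKM of at least 1. On both gene sets the qESCs thus lay nearer to Mat2a-depleted cells than the high-ΔΨm ESCs did, though the ranges over library pairs overlapped. The paper states that low MMP and SAM homeostasis are important for the fate plasticity of qESCs.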

**Fig. 5:**
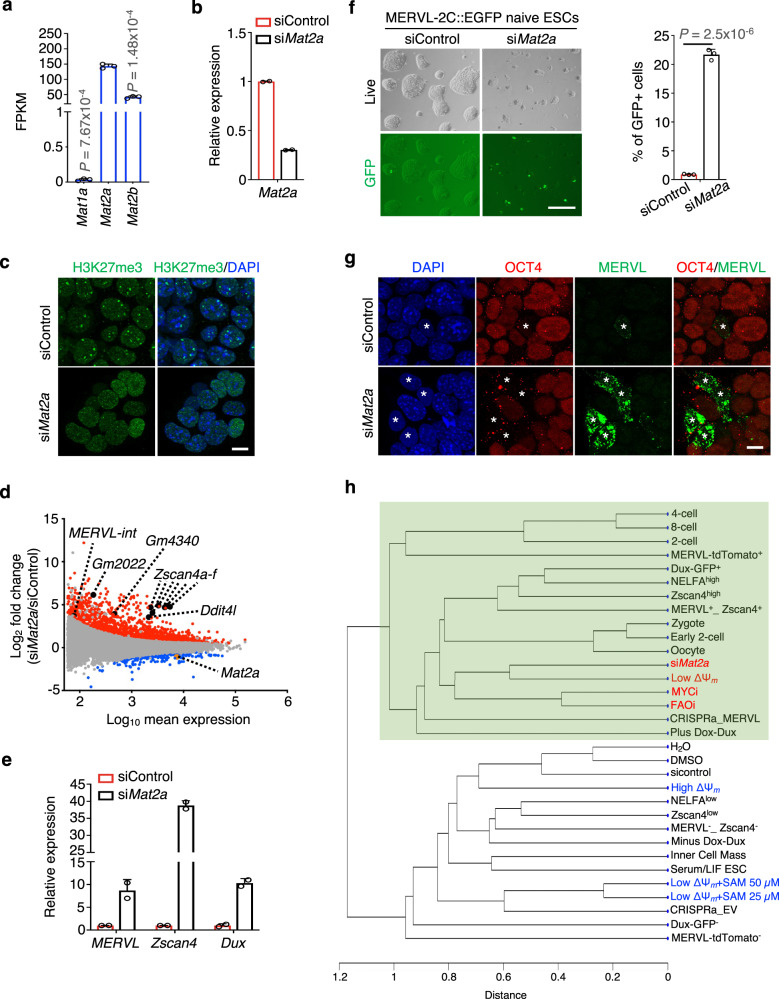
Knockdown of *Mat2a* induces 2C-like features in naive ESCs. **a** mRNA expression levels of *Mat1a, Mat2a and Mat2b* in naive ESCs. FPKM values were from RNA-seq data^7^. Data from three biological replicates were presented as mean ± SEM*. P* values were calculated using the two-sided Student’s *t* test. FPKM, fragments per kilobase of transcript per million. **b** RT-qPCR validation for *Mat2a* knockdown. Relative mRNA expression was normalized against that in the siControl naive ESCs, which was arbitrarily set 1. Data from two biological replicates were presented as mean ± SEM. **c** Confocal images of H3K27me3 (green) and nuclei (DAPI blue) immunofluorescence at indicated conditions. Scale bar, 10 µm. Representative images from two independent experiments were shown. **d** MA plots showing up- (red) and down-regulated (blue) genes in si*Mat2a* versus siControl naive ESCs. Selected 2C genes, *Mat2a*, and *MERVL* were highlighted. RNA-seq data from biological duplicates were used to determine differential gene expression ([FDR] < 0.05). **e** RT-qPCR validation for upregulated 2C gene signature in si*Mat2a* naive ESCs. Relative mRNA expression was normalized against that in siControl naive ESCs, which was arbitrarily set 1. Data were presented as mean ± SEM of two biological replicates. **f** Left, representative live and GFP images of MERVL-2C::EGFP naive ESCs at indicated conditions. Scale bar, 200 µm. Right, quantification of GFP + cells (%) for data shown from the left. Data from three independent experiments were presented as mean ± SEM. *P* values were calculated using the two-sided Student’s *t* test. **g** Immunofluorescence of OCT4 (red), MERVL (green) and nuclei (DAPI blue). Scale bar, 10 µm. Asterisks indicate MERVL^+^ cells that lose chromocenters and OCT4 protein. Note that chromocenters were marked by DAPI-dense regions in the MERVL^−^ cells, which become spread in the MERVL^+^ cells. Images were representatives from two independent experiments. **h** Unsupervised clustering using transcriptome data of indicated samples (see method). Green-shaded area denotes the close transcriptome correlation of samples highlighted in red with other datasets. Source data are provided as a Source Data file.

### Inducing quiescence in naive ESCs is sufficient to confer unrestricted cell fate

To examine whether inducing quiescence is sufficient to confer unrestricted cell fate, we performed RNA-seq analysis for the qESCs induced by FAO^5^ or MYC^6^ inhibitor (referred to as FAOi or MYCi herein). 

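RNA of 4 groups of naive ESCs was sequenced for this question, with 2 samples in each. FAOi cells were kept for 4 days with 100 µM etomoxir, which blocks the carnitine palmitoyltransferase that brings fatty acids into mitochondria, beside cells with water. MYCi cells were kept for 3 days with 64 µM of an inhibitor that blocks the pairing of MYC with MAX, beside cells with DMSO. Genes of proliferation were lower under both treatments. Of 34 G2/M genes, 34 were lower in FAOi and 34 in MYCi cells, and of 27 S-phase genes, 26 and 27, with none higher; adjusted over the list alone, all were lower in both, and 34 and 34 G2/M genes also after scaling to the median gene. Ccnb2 fell from 78.6 ± 21.4 to 10.2 ± 0.129 FPKM in FAOi cells (SD, n = 2; -2.91, SE 0.31, adjusted p = 5.63e-19) and from 69.6 ± 4.77 to 17.4 ± 2.67 in MYCi cells (-2.0, SE 0.17, adjusted p = 3.38e-05). All 32 MYC targets and ribosome biogenesis genes were lower in both on the deposited scale, also when adjusted over the list alone, and 31 in FAOi and 31 in MYCi cells when rescaled (32 and 32 over the list alone). Odc1, the MYC target of polyamine synthesis, had a log2 fold change of -1.68 in MYCi cells (SE 0.17, adjusted p = 4.59e-05). Myc itself fell from 5.92 ± 0.730 to 1.27 ± 0.165 FPKM in MYCi cells (-2.13, SE 0.17, adjusted p = 2.73e-05; -1.40 rescaled). Cpt1b, a form of the enzyme that etomoxir blocks, rose from 0.839 ± 0.0560 to 3.53 ± 0.209 in FAOi cells (1.95, SE 0.28, adjusted p = 1.03e-10). In FAOi cells the number of lower S-phase genes was 17 without FAOi replicate 2, and that of lower MYC targets 6 without FAOi replicate 1 and 5 without FAOi replicate 2. By camera the G2/M genes were lower at an adjusted p of 7.56e-13 in FAOi and 3.62e-07 in MYCi cells, and with an estimated correlation at adjusted p = 0.985 and 0.994.

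On the deposited scale, most genes were lower in both. Of 25421 genes tested in FAOi cells, 3524 were higher and 13053 lower, and of 24335 in MYCi cells, 1921 were higher and 14055 lower. The authors made the FPKM values as for the other tables, over genes and repeat loci together. Genes held 14.3% and 18.0% of the summed FPKM with water, 8.54% and 7.92% in FAOi cells, 15.0% and 14.1% with DMSO, and 7.41% and 8.62% in MYCi cells. The median gene lay at -0.66 in FAOi and -0.65 in MYCi cells in log2, and scaling to it moves the median of all genes by 0.74 and 0.72. It leaves 7858 higher and 7942 lower genes in FAOi cells, and 6186 and 6923 in MYCi cells, where 626 genes turn from lower to higher. With 1 library left out these rescaled counts are 4200 to 7363 and 4702 to 7394 in FAOi cells and 3317 to 4428 and 4670 to 5909 in MYCi cells. The share of higher genes among the calls goes from 21.3% to 49.7% in FAOi and from 12% to 47.2% in MYCi cells. On the deposited scale, the number of higher genes in FAOi cells was 2240 without FAOi replicate 1 and 2131 without FAOi replicate 2, and that of lower genes 3606 without FAOi replicate 1 and 3167 without FAOi replicate 2. In MYCi cells the number of higher genes was 1142 without MYCi replicate 1 and 1067 without MYCi replicate 2. Depth over genes was 40.0 and 39.6 M fragments with water, 30.9 and 33.4 M in FAOi cells, 35.0 and 40.2 M with DMSO and 32.2 and 35.2 M in MYCi cells. Of simulated increases by a log2 fold of 1, limma recovered 46% in the FAOi table and 94% in the MYCi table. As deposited, limma took each gene's spread wholly from its expression level in the FAOi table but not in the MYCi table. Very small p-values of FAOi cells rest on that, and their size does not compare with those of MYCi cells.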

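Fold changes of FAOi and MYCi cells ran together across genes. Their log2 fold changes, each against its own control, had a Spearman correlation of 0.836 over 23717 genes (0.810 rescaled). 1199 genes were higher in both, against 207 for independent lists, and 11505 lower in both, against 7534. Gpnmb, a glycoprotein gene of lysosomes, was among the 10 largest increases of each: it went from 0.677 ± 0.0232 to 40.0 ± 1.16 FPKM in FAOi (SD, n = 2; 5.69, SE 0.28, adjusted p = 5e-84) and 0.340 ± 0.0134 to 10.7 ± 1.20 in MYCi cells (4.62, SE 0.16, adjusted p = 1.47e-06). Tlx2 (-5.53 and -4.84) and Cdx1 (-4.68 and -3.96), homeobox genes of the primitive streak and gut, were among the 10 largest decreases of each. With the spontaneous qESCs the correlation was 0.279 for FAOi and 0.262 for MYCi cells, and with Mat2a-depleted cells 0.659 and 0.608. Genes are not independent replicates, and no control library is shared between these comparisons.

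The 2C markers were not higher in either. In FAOi cells, 23 of 25 detected 2C markers were lower and none higher (18 lower and 0 higher when rescaled), and in MYCi cells 16 of 25 (8 lower and 0 higher when rescaled); adjusted over the list alone the counts were 23 and 16. The paper's 2C signature, chosen in the spontaneous qESCs, changed with the scale: 16 of 123 genes were higher and 56 lower in FAOi cells as deposited (15 and 55 when adjusted over the list alone), but 62 higher and 37 lower when rescaled. In MYCi cells 7 of 122 were higher and 70 lower, also when adjusted over the list alone, and 54 and 22 when rescaled. Zscan4c fell from 2.37 ± 0.589 to 0.292 ± 0.0141 FPKM in FAOi (-2.63, SE 0.29, adjusted p = 3.43e-18; -1.95 rescaled) and from 2.33 ± 0.120 to 0.857 ± 0.118 in MYCi cells (-1.35, SE 0.17, adjusted p = 0.000109; -0.63, adjusted p = 0.00589 rescaled). In the test of the difference, all 25 had a larger fold change in the spontaneous qESCs than in FAOi cells, and all 25 than in MYCi cells, on both scales. MERVL-int stood at 0.337 ± 0.00580 and 0.344 ± 0.0120 FPKM with water and in FAOi cells (0.03, adjusted p = 0.778) and at 0.343 ± 2.51e-04 and 0.356 ± 0.0106 with DMSO and in MYCi cells (0.05, adjusted p = 0.297). Relative to the median gene it was higher in both (0.80, adjusted p = 0.00137, and 0.80, adjusted p = 7.97e-07), as were 1163 of 1449 and 1270 of 1444 repeat families.

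Some genes of the trophectoderm rose in FAOi cells: of 20 trophoblast stem cell regulators, 11 were higher and 6 lower, also when adjusted over the list alone (14 higher and 4 lower when rescaled). Krt18, a keratin of the trophectoderm, rose from 1.40 ± 0.123 to 10.2 ± 0.247 FPKM (2.79, SE 0.28, adjusted p = 8.34e-21), and Gata3, a trophectoderm transcription factor, had a log2 fold change of 1.93 (SE 0.29, adjusted p = 5.39e-10). Cdx2 fell, from 3.67 ± 0.229 to 0.148 ± 0.0280 (-3.93, SE 0.29, adjusted p = 8.62e-40). In MYCi cells 5 of 17 were higher and 8 lower as deposited (also when adjusted over the list alone), and 9 and 2 relative to the median gene. Pluripotency genes fell in both, 25 of 26 in FAOi and 25 of 26 in MYCi cells, with 0 and 1 higher, also when adjusted over the list alone (23 and 20 lower and 1 and 2 higher when rescaled). The number of lower trophoblast regulators in FAOi cells was 2 without FAOi replicate 1 and 1 without FAOi replicate 2, and that of higher ones in MYCi cells 3 without DMSO replicate 2 or MYCi replicate 2. Lower pluripotency genes numbered 3 without FAOi replicate 1 or 2 in FAOi cells. In the clustering of the ESC groups, FAOi joined MYCi cells at a distance of 0.359, and DMSO joined water at 0.285. The camera test of the 2C markers gave an adjusted p of 1.06e-06 in FAOi and 0.308 in MYCi cells. It passed in FAOi cells neither without water replicate 1 (adjusted p = 0.0978) nor without water replicate 2 (adjusted p = 0.0972), and in MYCi cells it passed without DMSO replicate 2 (adjusted p = 0.0355). The values were adjusted p = 0.985 and 0.994 with an estimated correlation.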

Hierarchical clustering analysis showed that the transcriptome of FAOi and MYCi-induced qESCs was closely clustered with that of early stage blastomeres (Fig. 5h), akin to the clustering pattern observed in the spontaneous qESCs and *Mat2a*-depleted naive ESCs. RT-qPCR analysis confirmed a significant increase in *MERVL* expression in the FAOi and MYCi-induced qESCs (Fig. 6a). In contrast, mTOR inhibition-mediated ESC growth arrest^7^ (Supplementary Fig. 9a, b), which does not induce quiescence, did not upregulate the *MERVL* expression (Fig. 6a). Both FAOi- or MYCi-induced qESCs exhibited efficient differentiation into TSCs, yielding a high percentage of CDX2^+^/GATA6^−^ cells by day 7 post-induction (Fig. 6b, c).

**Fig. 6:**
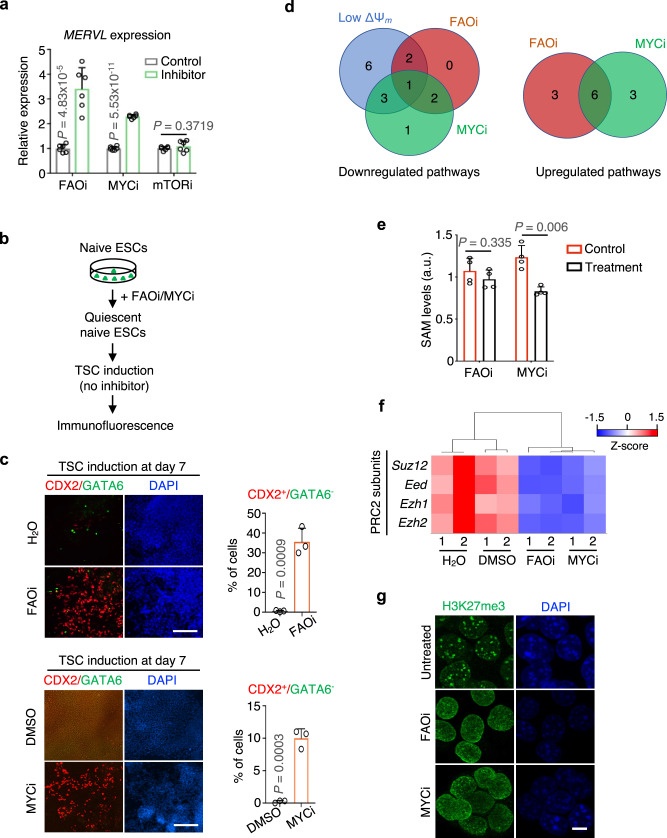
Induction of quiescence in naive ESCs is sufficient to unlock the unrestricted developmental potential via downregulating H3K27me3 and metabolic modulation. **a** RT-qPCR analysis for *MERVL* in naive ESCs treated with FAO, MYC or mTOR inhibitor (see method). Relative mRNA expression was normalized against that of the control cells, which was arbitrarily set 1. Data were presented as mean ± SEM from six biological replicates. *P* values were calculated using the two-sided Student’s *t* test. **b** Scheme for TSC induction in FAOi or MYCi induced quiescent naive ESCs. **c** Left, immunofluorescence of CDX2 (red), GATA6 (green) and nuclei (DAPI blue) at day 7 post TSC differentiation at indicated conditions. Scale bar, 200 µm for FAOi and 400 µm for MYCi. Right, quantification of CDX2^+^/GATA6^−^ cells for data shown from the left. Data were presented as mean ± SEM from three independent experiments. *P* values were determined by the two-sided Student’s *t* test from three independent experiments. **d** Venn diagram comparing downregulated (left) and upregulated (right) pathways for metabolites that showed significant changes in low ΔΨ_m_, FAOi and MYCi (see Supplementary Data 6 for more details). **e** Levels of intracellular SAM in naive ESCs treated with FAOi or MYCi as compared to control. Data were presented as mean ± SEM from four biological replicates. a.u. arbitrary unit. *P* values were determined by the two-sided Student’s *t* test. **f** Heatmap (Z-score) showing expression levels of the PRC2 core subunits in indicated conditions. RNA-seq data from biological duplicates were shown. **g** Confocal images of H3K27me3 (green) and nuclei (DAPI blue) immunofluorescence at indicated conditions. Scale bar, 10 µm. Representative images from three independent experiments were shown. Source data are provided as a Source Data file.

The untargeted metabolomics analyses conducted on the spontaneous and induced qESCs showed that FAOi or MYCi-induced qESCs had significantly lower levels of TCA metabolites, such as alpha-ketoglutaric acid, as well as metabolites within the purine and pyrimidine metabolism pathways (Fig. 6d, left, Supplementary Figs. 5c,9c, d and Supplementary Data 6), mirroring the metabolic profiles observed in spontaneous qESCs. However, FAOi or MYCi-induced qESCs also displayed significant upregulation in glycerolipid, pentose phosphate and glutathione metabolism pathways (Fig. 6d, right and Supplementary Data 6). 

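All 4 core subunits of PRC2, Suz12, Eed, Ezh1 and Ezh2, were lower in FAOi and in MYCi cells than in their controls on the deposited scale, and all 4 passed when adjusted over the list alone. Suz12 fell from 102 ± 23.4 to 37.4 ± 1.64 FPKM in FAOi cells (SD, n = 2; -1.43, SE 0.33, adjusted p = 5.64e-05) and from 86.0 ± 5.69 to 45.4 ± 5.57 in MYCi cells (-0.92, SE 0.18, adjusted p = 0.0012). Ezh2 fell from 22.4 ± 5.00 to 7.90 ± 0.258 (-1.47, SE 0.30, adjusted p = 3.23e-06) and from 20.6 ± 1.25 to 8.64 ± 1.01 (-1.25, SE 0.16, adjusted p = 0.000102). Eed fell from 22.0 ± 4.93 to 9.20 ± 0.0785 (-1.23, SE 0.30, adjusted p = 0.000106) and from 20.6 ± 1.67 to 10.6 ± 0.956 (-0.95, SE 0.16, adjusted p = 0.000403), and Ezh1 from 9.69 ± 1.78 to 4.87 ± 0.221 (-0.97, SE 0.29, adjusted p = 0.00173) and from 7.92 ± 0.104 to 4.86 ± 0.672 (-0.70, SE 0.16, adjusted p = 0.00263). Ezh2 lies on chromosome 6 from 47530139 to 47595341 in GRCm38 (ENSMUSG00000029687). Relative to the median gene of each table, the fold changes in FAOi cells were -0.64 for Suz12, -0.68 for Ezh2, -0.44 for Eed and -0.18 for Ezh1 (adjusted p = 0.0387), and all 4 passed. In MYCi cells Ezh2 was at -0.48 (adjusted p = 0.00182), Eed at -0.19 (adjusted p = 0.0281) and Suz12 at -0.15 (adjusted p = 0.0491), while Ezh1 turned to 0.06 and did not pass (adjusted p = 0.465). Camera, which sets a list against all other genes, did not call the 4 genes in either (adjusted p = 0.311 and 0.261). Of 12 accessory subunits and H3K27 demethylases, 7 were lower in FAOi and 9 in MYCi cells, and none was higher as deposited, also when adjusted over the list alone; rescaled, 5 rose and 5 fell in FAOi and 4 rose and 5 fell in MYCi cells. The number of lower core subunits was 0 without FAOi replicate 1 or 2 in FAOi cells by limma, with Ezh2 at -1.50 to -1.44, where all 4 had an unadjusted p under 0.05 with all libraries. It was 2 without DMSO replicate 1 in MYCi cells, and that of lower accessory genes 1 without FAOi replicate 1 or 2 in FAOi cells. Whether FAOi and MYCi cells differ in these folds was not tested.

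**Figure D3:**
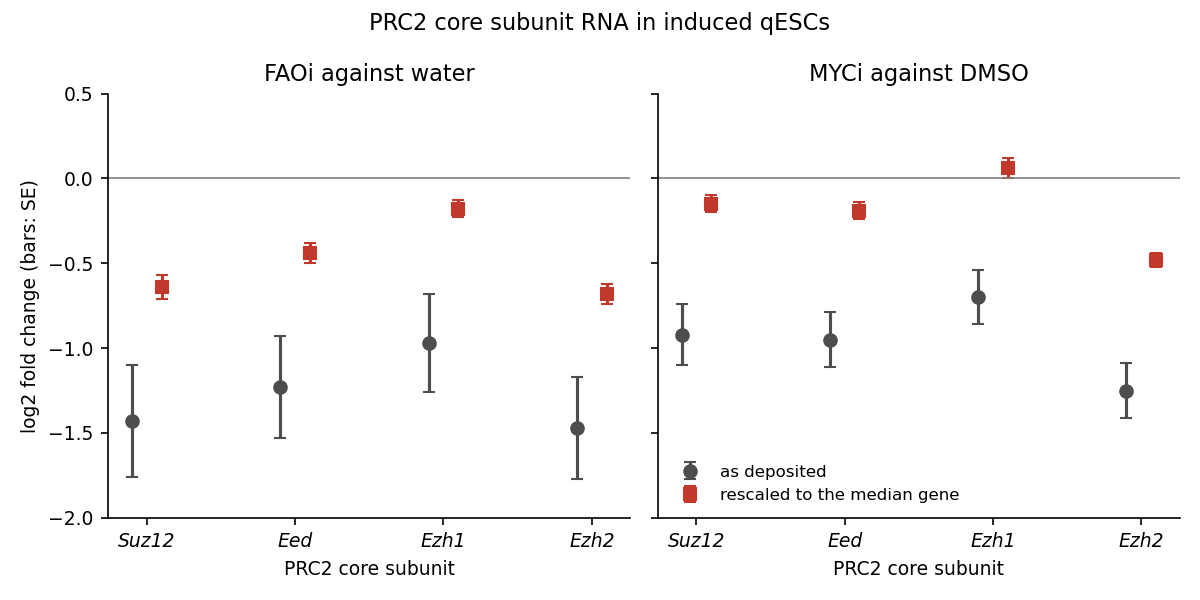
Log2 fold change with its SE of the 4 PRC2 core subunits in FAOi cells against water (left) and MYCi cells against DMSO (right), as deposited (circles) and relative to the median gene (squares). Suz12 in FAOi cells lies at -1.43 and -0.64, and Ezh1 in MYCi cells at -0.70 and 0.06.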

Importantly, MYCi and to a lesser degree, FAOi, led to a decrease in SAM levels (Fig. 6e), downregulation of the PRC2 subunits (Fig. 6f) and reduction of global H3K27me3 (Fig. 6g). Together, these results suggest that inducing quiescence in naive ESCs results in a convergent change on H3K27me3.

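The spontaneous and the induced qESCs were also compared for PRC2 itself, by tests of the difference between their fold changes. All 4 core subunits had a lower fold change in FAOi cells than in the spontaneous qESCs, by a median of -1.25 in log2, and all 4 in MYCi cells, by -0.97. Relative to the median gene of each table, 3 of the 4 had a lower fold change in FAOi cells and 1 in MYCi cells. From the lower PRC2 subunits, SAM and H3K27me3 in the induced cells, the paper proposes that quiescence brings a convergent change on H3K27me3.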

### Genetic deletion of *Eed* promotes unrestricted ESC fate

Given the observed reduction of H3K27me3 in both spontaneous and induced qESCs, we investigated whether the genetic deletion of *Eed* (embryonic ectoderm development), the core subunit of the PRC2 complex^47^, could remove the developmental constraints in naive ESCs. To this end, we derived naive ESCs from the *Eed*^*−*^^*/−*^ (null) and *Eed*^*fl/−*^ (heterozygous) mouse embryos and maintained them continuously in 2i/LIF medium (Fig. 7a, b and Supplementary Fig. 10a, b, see method). 

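Eed RNA was lower in the null line, with a log2 fold change of -2.03. Its FPKM was 11.4 and 11.6 in the 2 heterozygous libraries and 2.72 and 2.78 in the 2 null libraries (SE 0.09, adjusted p = 0.000995). The gene lies on chromosome 7 from 89954654 to 89980983 in GRCm38 (ENSMUSG00000030619). The deletion takes out exon 7 alone, and FPKM is over the whole gene, so that the value does not test exon 7 itself. The other PRC2 core genes did not pass: Suz12 had a log2 fold change of -0.03 (adjusted p = 0.805), Ezh2 of -0.05 (adjusted p = 0.677) and Ezh1 of 0.33 (adjusted p = 0.0543). Adjusted over the list alone, 1 of the 4 core genes, Ezh1, was higher and 1, Eed, lower, and rescaled 0 and 1. Feeder fibroblasts were used in deriving and expanding these lines. Of 15 detected fibroblast markers, 8 were higher and 5 lower in the null cells (9 and 5 when adjusted over the list alone): Col1a1 stood at 6.24 ± 0.784 FPKM in heterozygous and 0.666 ± 0.0216 in null cells (SD, n = 2; -3.04, SE 0.14, adjusted p = 0.00102), and the pericyte and fibroblast receptor Pdgfrb rose (2.52, SE 0.14, adjusted p = 0.00128). The Y-linked genes Ddx3y (-0.42, SE 0.09, adjusted p = 0.0247), Kdm5d (-0.89, SE 0.12, adjusted p = 0.00677) and Uty (-1.04, SE 0.10, adjusted p = 0.00347) were lower in the null line. The number of higher fibroblast markers was 5 without heterozygous replicate 1, 2 or null replicate 2. Ddx3y did not pass with any 1 library left out (-0.48 to -0.36), and Kdm5d did not without heterozygous replicate 2 (-0.85).

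Total RNA of the null and heterozygous lines, both male and in 2i/LIF, was sequenced from 2 samples each. The paper gives 2 independent biological replicates and does not say whether they are separate lines. The p-values therefore measure the spread between these samples, and a difference between lines cannot be told from that of the genotype. The authors processed these 4 libraries as the others, and the deposited FPKM values show 40.5 and 42.8 M fragments over genes in heterozygous and 41.0 and 64.2 M in null libraries. The deeper null library detects more weak genes, 27029 at an FPKM of at least 0.1 against 26341 in the other null library. Tests were run with limma on log2(FPKM + 0.1) as for the sorted cells, and in simulated data of this table they recovered 88% of increases and 78% of decreases by a log2 fold of 1.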

The *Eed*^*−/−*^ naive ESCs exhibited global loss of H3K27me3 (Fig. 7b). 

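More genes were higher than lower in Eed-null naive ESCs. Of 27016 genes tested, 6535 were higher and 3266 lower than in heterozygous cells at an adjusted p under 0.05, and 4000 and 924 of these changed at least 2-fold. Scaled to the median gene, which moves the median of all genes by -0.11, 6830 were higher and 6077 lower, and the share of higher genes among the calls went from 66.7% to 52.9%. With 1 library left out the rescaled counts were 4501 to 5645 higher and 2458 to 5992 lower. On the deposited scale the number of higher genes was 4288 without heterozygous replicate 1 and 3717 without null replicate 2, and that of lower genes 1269 without heterozygous replicate 1, 1064 without heterozygous replicate 2 and 1881 without null replicate 1. Among the 10 largest increases was Dmkn, an epidermal gene, from 0.251 ± 0.0134 to 12.5 ± 2.88 FPKM (SD, n = 2; 5.15, SE 0.19, adjusted p = 0.000956), beside germ cell genes of the X chromosome, Tex13b (5.30, SE 0.22, adjusted p = 0.000956) and Pramel3 (5.05, SE 0.16, adjusted p = 0.000956). Of the 10 largest decreases, most were pseudogenes and unnamed models such as Gm14130 (-6.94, SE 0.25, adjusted p = 0.000956); of the 8 genes lower by a log2 fold of at least 4, 6 were pseudogenes, whose fragments can come from copies elsewhere. Serpina3m, a protease inhibitor, fell from 9.67 ± 0.586 to 0.572 ± 0.0483 (-3.86, SE 0.13, adjusted p = 0.000956).

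Genes of growth were lower: of 32 MYC targets and ribosome biogenesis genes, 20 fell and none rose, also when adjusted over the list alone (27 fell when rescaled), and Mycn, the MYC gene of early embryos, fell from 61.6 ± 4.03 to 21.4 ± 2.30 FPKM (-1.52, SE 0.12, adjusted p = 0.00212). Of 26 pluripotency genes, 5 rose and 12 fell (5 and 13 when adjusted over the list alone; 6 higher and 15 lower when rescaled), and of 34 G2/M genes, 2 rose and 4 fell (0 and 3 when adjusted over the list alone; 2 higher and 16 lower when rescaled). Lower MYC targets numbered 2 without heterozygous replicate 1, 1 without heterozygous replicate 2 and 8 without null replicate 1, lower pluripotency genes 6 without heterozygous replicate 1 or 2, and lower G2/M genes 1 without heterozygous replicate 1 or 2. Higher G2/M genes numbered 0 without heterozygous replicate 1, 2 or null replicate 2. Camera gave an adjusted p of 1.74e-08 for the MYC targets and 0.00757 for the pluripotency genes, and adjusted p = 0.776 with an estimated correlation for each.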

RNA-seq analysis identified 2153 upregulated and 1166 downregulated genes ([FDR] < 0.05) in the *Eed*^*−/−*^ naive ESCs (Fig. 7c). 

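Genes of the 2-cell embryo were higher in the null line. Of 41 2C markers, 40 rose and none fell, also when adjusted over the list alone, with a median log2 fold change of 1.73. When rescaled, 40 were higher and 1 lower. Gm2022 rose from 0.828 ± 0.271 FPKM in heterozygous to 18.5 ± 4.21 in null cells (SD, n = 2; 4.34, SE 0.27, adjusted p = 0.00138), and Tcstv3, on chromosome 13 from 120316878 to 120318178 in GRCm38 (ENSMUSG00000095821), from 0.724 ± 0.0919 to 5.71 ± 1.29 (2.81, SE 0.20, adjusted p = 0.00187). The Zscan4 genes were already high in heterozygous cells: Zscan4c rose from 26.7 ± 0.575 to 68.2 ± 4.1 (1.35, SE 0.10, adjusted p = 0.00181). Duxf3 rose from 0.321 ± 0.0280 to 0.630 ± 0.0560 (0.80, SE 0.17, adjusted p = 0.0251) and did not pass with any 1 library left out (0.72 to 0.87). MERVL-int rose 3.46-fold, from 0.599 ± 0.00204 to 2.08 ± 0.197 FPKM per locus (1.77, adjusted p = 0.0174 on log2(FPKM + 0.01)), and MT2_Mm also rose (1.48, adjusted p = 0.0174). Neither passed with any 1 library left out (1.68 to 1.87 and 1.41 to 1.56). In the test of the difference, 30 of 38 2C markers had a larger fold change in spontaneous qESCs than in Eed-null cells, and none a smaller as deposited (30 and 2 when rescaled). The controls were unlike: Duxf3 stood at 0 and 0.00778 FPKM in high-ΔΨm ESCs, against 0.321 in heterozygous cells. Of the paper's 2C signature, 76 of 145 genes rose and 24 fell (80 and 27 when adjusted over the list alone; 76 higher and 34 lower when rescaled), and the number lower was 9 without heterozygous replicate 1 and 6 without heterozygous replicate 2. The camera test of the 2C markers gave an adjusted p of 2.07e-15, and adjusted p = 0.776 with an estimated correlation.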

Similar to spontaneous qESCs and *Mat2a*-depleted naive ESCs, the *Eed*^*−/−*^ naive ESCs had elevated expression of *MERVL and* 2C genes (such as *Zscan4, Tcstv3 Gm2022)* (Fig. 7c, d and Supplementary Data 7). 

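Endoderm, mesoderm and placental genes rose in Eed-null naive ESCs, and ectoderm genes went both ways. Of 17 detected genes of definitive and primitive endoderm, 15 rose and none fell (16 when adjusted over the list alone). Gata6, which specifies primitive endoderm, lies on chromosome 18 from 11052064 to 11085635 in GRCm38 (ENSMUSG00000005836) and rose from 0.434 ± 0.0444 FPKM in heterozygous to 6.57 ± 0.0833 in null cells (SD, n = 2; 3.64, SE 0.13, adjusted p = 0.000956). Gata4 (3.30, SE 0.23, adjusted p = 0.00166) and Sox17 (2.21, SE 0.20, adjusted p = 0.00285), of the same lineage, rose too. Of 18 mesoderm genes, 11 rose and 2 fell (13 and 2 when adjusted over the list alone); the cardiac factors Nkx2-5 (2.34, SE 0.25, adjusted p = 0.00396) and Tbx5 (2.11, SE 0.17, adjusted p = 0.00228) rose. Of 16 ectoderm genes, 6 rose and 5 fell (7 and 5 when adjusted over the list alone): the epidermal keratin Krt14 rose (4.23, SE 0.23, adjusted p = 0.00118), whereas the neural genes Neurod1 (-3.28, SE 0.17, adjusted p = 0.00118) and Sox1 (-1.48, SE 0.16, adjusted p = 0.00393) fell. The median of the ectoderm list was 0.26 while camera pointed downward without passing (adjusted p = 0.679). Of 40 placental and trophoblast genes, 23 rose and 3 fell (24 and 3 when adjusted over the list alone; 23 higher and 6 lower when rescaled). Plac1, a placental membrane protein gene, rose from 1.48 ± 0.187 to 17.2 ± 2.26 (3.45, SE 0.15, adjusted p = 0.000956), and Syna, the retroviral envelope gene that fuses trophoblast cells, rose as well (3.46, SE 0.13, adjusted p = 0.000956). By camera, adjusted p was 7.08e-07 for endoderm, 0.0052 for mesoderm and 0.000261 for the placental list, and adjusted p = 0.776 with an estimated correlation for each. Fibroblast markers moved both ways in these lines, with Col1a1 among those lower. Higher ectoderm genes numbered 3 without heterozygous replicate 1 or 2, and lower ones 3 without heterozygous replicate 1, 2 or null replicate 1.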

Genes from both embryonic and extraembryonic differentiation pathways were upregulated in the *Eed*^*−/−*^ naive ESCs (Fig. 7e–g). 

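Regulators of the trophectoderm and of trophoblast stem cells rose almost as a group in Eed-null naive ESCs. Of 24 such genes, 21 rose and 1 fell (22 and 1 when adjusted over the list alone). Of the 10 trophectoderm genes that the paper plots, all 10 rose, with a median log2 fold change of 2.34. Cdx2, which sets the trophectoderm apart from the inner cell mass, lies on chromosome 5 from 147300805 to 147307270 in GRCm38 (ENSMUSG00000029646). It rose from 0.619 ± 0.0617 FPKM in heterozygous to 7.00 ± 1.69 in null cells (SD, n = 2; 3.29, SE 0.20, adjusted p = 0.00144). Eomes, a T-box factor of trophoblast stem cells (ENSMUSG00000032446, chromosome 9 from 118478212 to 118486132), rose from 0.835 ± 0.0516 to 5.55 ± 0.396 (2.60, SE 0.13, adjusted p = 0.00107). Elf5, an Ets factor that keeps trophoblast fate, rose from 0.0301 ± 0.0162, below the pseudocount, to 0.622 ± 0.151 (2.46, SE 0.23, adjusted p = 0.00306). Hand1 (3.45, SE 0.14, adjusted p = 0.000956), of giant cells, and Krt7 (3.02, SE 0.19, adjusted p = 0.00144), a trophoblast keratin, rose too, as did Gata3, from 3.12 ± 0.0894 to 9.73 ± 1.59 (1.60, SE 0.14, adjusted p = 0.00271). Tests of the difference gave 13 of 17 trophoblast regulators with a larger fold change in Eed-null cells than in spontaneous qESCs, and 2 with a smaller one. The camera adjusted p was 1.09e-08 for the regulators and 3.06e-06 for the paper's 10 genes, and adjusted p = 0.776 with an estimated correlation for both.

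**Figure D4:**
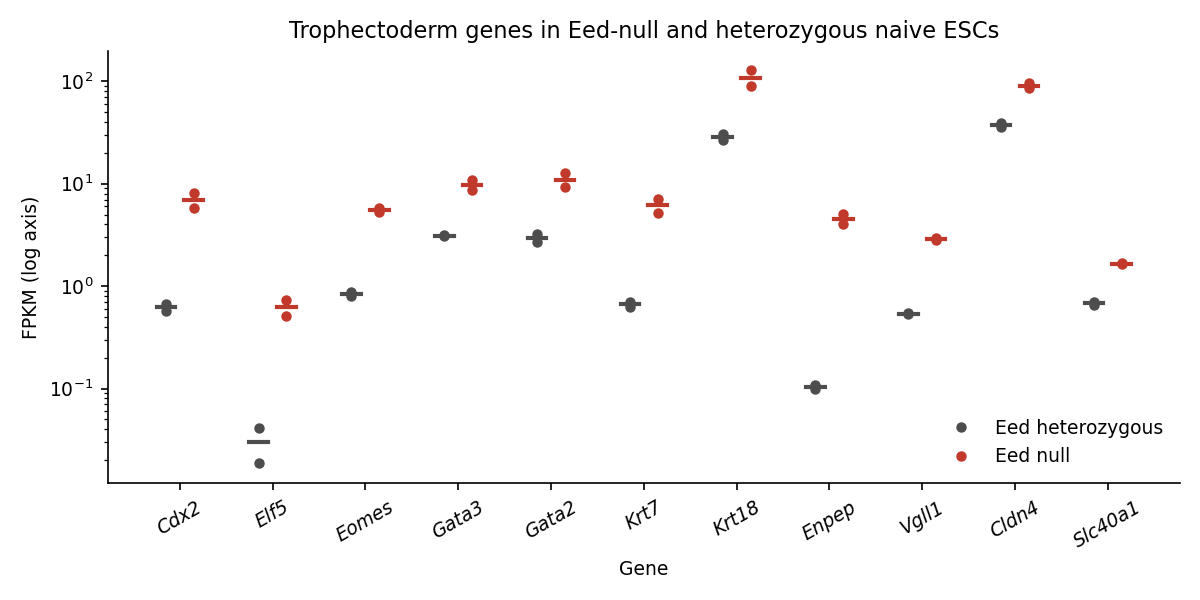
FPKM (log axis) of 11 trophectoderm and trophoblast genes in each of the 2 heterozygous and 2 null libraries, with bars at the means. Cdx2 goes from 0.619 to 7.00 and Eomes from 0.835 to 5.55.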

Strikingly, the *Eed*^*−/−*^ naive ESCs had a significant increase in expression of trophectoderm gene markers (e.g., *Cdx2, Elf5, Eomes*), even without TSC induction (Fig. 7a, b, e). These results imply that the *Eed*^*−/−*^ naive ESCs are different from the spontaneous qESCs, which had minimal changes in expression of ectoderm, mesoderm, and endoderm genes (Fig. 7g).

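Fewer germ layer genes changed in the spontaneous qESCs than in Eed-null cells. Of 24 detected genes of the paper's germ layer panel, 7 rose and 2 fell in the qESCs (7 and 3 when adjusted over the list alone), with a median log2 fold change of 0.18. Of 28 in Eed-null cells, 17 rose and 5 fell (18 and 5; 16 higher and 7 lower when rescaled), with a median of 0.85. The difference itself was tested in 24 genes: the fold change was larger in Eed-null cells for 8, smaller for 4, and not shown to differ for the rest (10 and 6 when rescaled). Nodal, the signal that patterns the early germ layers, rose in the qESCs, from 9.24 ± 0.852 to 21.9 ± 0.913 FPKM (SD, n = 2; 1.24, SE 0.15, adjusted p = 0.000102), and in Eed-null cells had a log2 fold change of -0.17 (SE 0.12, adjusted p = 0.314; -0.28, adjusted p = 0.0139 when rescaled). Gata4 rose in the qESCs from 0.0648 ± 0.0300 to 0.404 ± 0.0294 FPKM (1.62, SE 0.23, adjusted p = 0.000341), and Cebpa, a factor of myeloid and fat cells, from 0.0629 ± 0.00650 to 0.367 ± 0.0983 (1.50, SE 0.23, adjusted p = 0.000753), levels near the pseudocount in high-ΔΨm ESCs. The neural genes Nes (-0.85, SE 0.15, adjusted p = 0.00157) and Pax6 (-1.01, SE 0.22, adjusted p = 0.0065) fell. In Eed-null cells, Gsc, of the organizer (3.80, SE 0.31, adjusted p = 0.0023), and Runx1, of blood (2.04, SE 0.19, adjusted p = 0.00297), rose, while Bmp4 fell (-1.54, SE 0.18, adjusted p = 0.00491). In the longer lists, the qESCs had 4 of 13 endoderm, 3 of 12 mesoderm and 3 of 12 ectoderm genes higher, and 0, 0 and 3 lower. Adjusted over each list alone, 4, 3 and 4 were higher and 1, 2 and 3 lower. The number of lower panel genes in Eed-null cells was 1 to 3 with any 1 library left out. From the rise of trophectoderm genes and this germ layer difference, the paper proposes that Eed-null naive ESCs differ from spontaneous qESCs.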

**Fig. 7:**
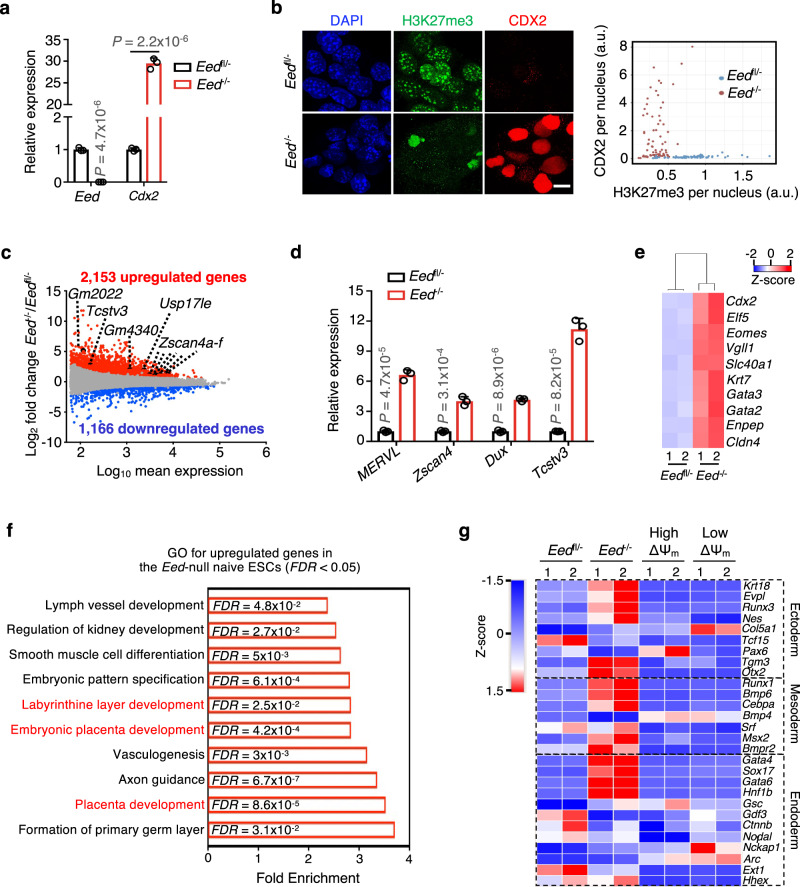
Deletion of *Eed* promotes unrestricted fate potential in naive ESCs. **a** RT-qPCR analysis for *Eed* and *Cdx2* in *Eed*^*fl/−*^ (heterozygous) and *Eed*^*−/−*^ (null) naive ESCs. Relative mRNA expression was normalized against that of the *Eed*^*fl/-*^ naive ESCs, which was arbitrarily set 1. Data were presented as mean ± SEM from three biological replicates. *P* values were calculated using the two-sided Student’s *t* test. **b** Left, confocal images of H3K27me3 (green), CDX2 (red) and nuclei (DAPI blue) immunofluorescence in the *Eed*^*fl/−*^ and *Eed*^*−/−*^ naive ESCs. Scale bar,10 µm. Right, scatter plot showing per-nucleus intensity of CDX2 and H3K27me3 shown from the left. A total of 145 nuclei (69 nuclei for *Eed*^*fl/-*^ and 76 nuclei for *Eed*^*−/−*^) from one representative experiment were shown. **c** MA plots showing up- (red) and down-regulated (blue) genes in the *Eed*^*−/−*^ naive ESCs relative to *Eed*^*fl/−*^ naive ESCs. 2C genes were selectively highlighted. RNA-seq data from biological duplicates were used to determine differential gene expression ([FDR] < 0.05). **d** RT-qPCR analysis showing elevated expression of *MERVL* and 2C genes in the *Eed*^*−/−*^ naive ESCs. Relative mRNA expression was normalized against that in *Eed*^*fl/-*^ naive ESCs, which was arbitrarily set 1. Data were presented as mean ± SEM of three biological replicates. *P* values were calculated by the two-sided Student’s *t* test. **e** Heatmap (Z-score) showing expression levels of trophectoderm genes in the *Eed*^*fl/−*^ and *Eed*^*−/−*^ naive ESCs. RNA-seq data from biological duplicates were shown. **f** GO analysis for genes significantly upregulated in the *Eed*^*−/−*^ naive ESCs. GO terms with fold enrichment > 2 and the [FDR] < 0.05 (defined by the Fisher’s Exact Test) were considered as significant enrichment. **g** Heatmap (Z-score) showing expression of genes associated with ectoderm, mesoderm and endoderm in indicated cell types. RNA-seq data from biological duplicates were shown. Source data are provided as a Source Data file.

### Quiescence endows a dynamic reservoir of naive ESCs with the potential for unrestricted cell fate

Unlike adult stem cells, which predominantly remain quiescent within their niche in vivo, naive ESCs continuously proliferate in vitro. We postulated that quiescence enables naive ESCs to sustain a dynamic reservoir of cells with unrestricted cell fate. Mathematical modeling through simulation supported the notion that stochastic mitochondrial flux in daughter cells during cell division can sustain metabolic heterogeneity in naive ESCs (Supplementary Fig. 11a, b). In line with the modeling predictions, isolated single spontaneous qESCs were capable of generating ESC lines with similar heterogeneity in MMP as the parental cell line (Fig. 8a). Importantly, the low MMP qESCs derived from each newly established naive ESC line displayed unrestricted cell fate. They expressed high levels of *MERVL* and 2C genes (*Zscan4, Dux, Tcstv3*) (Fig. 8b, left) as well as pluripotency markers *Oct4, Nanog*, and *Prdm14* (Fig. 8b, right). These cells efficiently differentiated into TSCs, as evidenced by a high percentage of CDX2^+^/OCT4^−^ cells at day 7 post-induction (Fig. 8c, d). These results suggest that quiescence enables maintenance of the intrinsic unrestricted cell fate in naive ESCs.

**Fig. 8:**
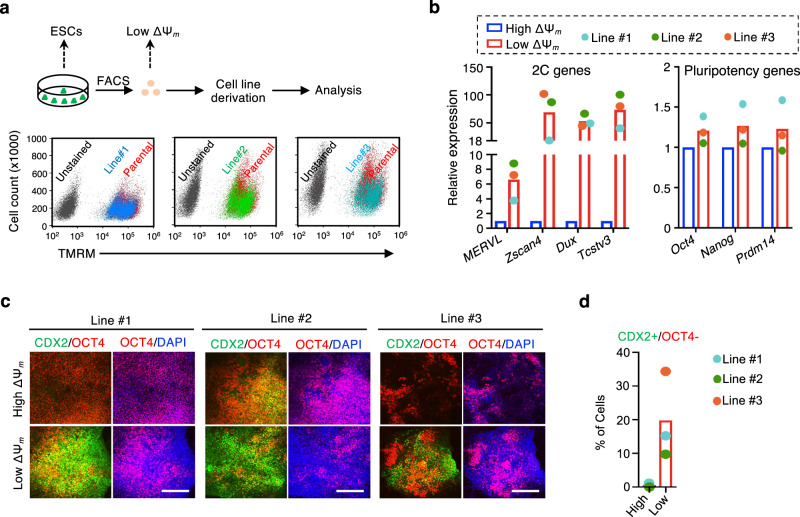
Quiescence preserves innate unrestricted cell fate in naive ESCs. **a** Top, scheme for generating new naive ESC lines from the low ΔΨ_m_ single qESC. Bottom, TMRM staining showing the similarity of ΔΨ_m_ heterogeneity between parental cells and three newly established naive ESC lines. **b** RT-qPCR analysis for genes related to 2C (left) and pluripotency (right) in high and low ΔΨ_m_ ESCs isolated from three single cell derived naive ESC lines. Relative mRNA expression was normalized against that in the high ΔΨ_m_ ESCs, which was arbitrarily set 1. Average values were presented from three single cell derived naive ESC lines. **c** Left, immunofluorescence of OCT4 (red), CDX2 (green) and nuclei (DAPI blue) for TSC induction at day 7 from three single cell derived naive ESC lines. Scale bar, 200 µm. Representative images from three independent experiments for each cell lines were shown**. d** Quantification of CDX2^+^/OCT4^−^ cells for data shown in (**c**). Average values were presented from three single cell derived naive ESC lines. Source data are provided as a Source Data file.

## Discussion

Quiescent stem cells are widely considered to reside in a “dormant” or “idle” state^1,2^. Here we report that spontaneous or induced quiescent ESCs represent a dynamic reservoir of cells endowed with unrestricted differentiation potential. These qESCs exhibit convergent alterations in mitochondrial activity, decreased levels of SAM, and global reduction of H3K27me3. These metabolic and epigenetic alterations accompany the drastic transcriptomic and functional changes in qESCs, including de-repression of the 2C and extraembryonic gene programs, and expanded differentiation potential towards the extraembryonic lineages. Our results strongly argue that stem cell quiescence transcends a mere dormant or inactive state. Instead, the qESCs actively acquire new distinctive metabolic and epigenetic states, enabling unrestricted cell fate determination. Our findings underscore a previously overlooked paradigm wherein quiescence serves as an active strategy employed by the stem cells to maximize cell fate plasticity.

We show that qESCs have convergent changes in PRC2-mediated H3K27me3 along with removal of developmental constraints. Unlike serum/LIF ESCs^40,48^, naive mouse ESCs are devoid of DNA methylation and mostly rely on H3K27me3 to repress lineage-specific gene expression^41,49^. Our study extends the function of PRC2 to direct regulation of endogenous retroviruses, 2C and TSC genes (e.g., *Cdx2, Elf5, Eomes*). Our results contrast to a recent report^41^ indicating that *Eed* deletion in mouse ESCs leads to minimal changes in the expression of TSC genes (Supplementary Data 7). The discrepancy might stem from the method employed in the prior study^41,50^, where *Eed* deletion occurred in serum/LIF ESCs prior to their transfer to 2i/LIF medium. Given that inhibition of PRC2 in naive human ESCs (hESCs) sporadically induces the trophoblast marker GATA3 in about 10% of cells^51,52^, it is plausible that PRC2 plays a conserved role in suppressing extraembryonic cell fate. Future investigations are warranted to explore whether quiescence in hESCs^5^ can expand cell fate and if so, whether it is through modulating PRC2-mediated H3K27me3.

Our study suggests importance of SAM homeostasis in naive ESCs. Cellular metabolites such as SAM, acetyl-CoA and α-ketoglutarate are substrates or cofactors for DNA- and histone-modifying enzymes and may contribute to regulation of the epigenetic landscapes in cells^16,53^. We find that both spontaneous and induced qESCs have lower levels of intracellular SAM. Acute reduction of MMP by CCCP also lead to reduced SAM levels in naive ESCs. Previous studies have indicated that the mitochondrial polarity is essential for transporting charged molecules in and out of mitochondria^17^. How MMP modulates SAM homeostasis in naive ESCs remains to be determined. Nonetheless, we find that blocking SAM biosynthesis by depletion of *Mat2a* is sufficient to induce the unrestricted cell fate. Conversely, SAM supplementation in low MMP ESCs can restrict extraembryonic differentiation. Collectively, these results suggest a potential connection between MMP state and SAM biosynthesis in regulating developmental potential of naive ESCs, which awaits further investigations.

One surprising finding is that low levels of SAM in qESCs correspond to a prominent reduction of global H3K27me3, along with minimal changes in H3K4me3, H3K9me3 or DNA methylation. The mechanism for such specific, rather than general, changes in chromatin modifications remains unclear. Specific regulation of H3K27me3 by intracellular SAM has been reported in naive hESCs^54^. The nonlinear correlation between the cellular SAM level and H3K27me3 could be influenced by various factors, including the overall abundance of enzymes and their antagonists (e.g., demethylases), as well as adaptive epigenetic mechanisms in response to SAM depletion^55^. These aspects merit further investigations in future studies. In contrast to H3K27me3, which emerges as a convergent change in both spontaneous and induced qESCs, the metabolic alterations in these cell types are largely distinct. Induced qESCs exhibit significantly elevated metabolites associated with pyrimidine metabolism and pentose phosphate pathway (Fig. 6d, right and Supplementary Data 6) that were not observed in the spontaneous qESCs. The functional significance of these pathways in cell fate determination awaits further studies.

Finally, our study shows that ESC quiescence can serve as a valuable platform for comprehensive metabolomics and epigenomic characterizations associated with cell fate alteration, which are somewhat limited for the in vivo quiescent adult or cancer stem cells. Bona fide quiescent ESCs can be isolated by FACS after TMRM live stain or stably induced using a single chemical agent (i.e., FAOi or MYCi), offering a more accessible and well-controlled experimental setting. Leveraging qESCs enables the establishment of fundamental principles related to cell metabolism, cell cycle regulation, and epigenetic modifications in stem cell fate determination.

## Methods

### Ethical regulation compliance

The 3–8-week-old female and 2–6-month-old male mice were used for all experiments. Mice were generated and maintained on the 129/S1 background on a 12 h light/dark cycle in the Transgenic Animal Model Core, University of Michigan. All animal procedures were conducted according to the protocols approved by the University Committee on Use and Care of Animals at the University of Michigan (protocol #PRO00004007 and PRO00006455).

### Cell lines and cell culture conditions

Mouse ES cell lines (ESCs) used in this study include: E14tg2a (E14) (ATCC, #CRL-1821TM), Oct4-GiP ESCs^22^, male V6.5 ESCs (Novus Biologicals, #NBP1-41162) and iCdx2 Elf5-2A-mCherry reporter ESCs^34^. All ESCs were routinely cultured on tissue culture plates coated with Geltrex (Thermo Fisher Scientific, #A1413202, 1:100 dilution from stock) at 37 ^o^C and 5% CO_2_. Naive ESCs were maintained under 2i/LIF culture condition, which contains N2B27 basal medium supplemented with PD0325901 (SIGMA ALDRICH, #PZ0162, 1 µM), CHIR99021 (SIGMA ALDRICH, #SML1046, 3 µM) and LIF (Millipore, #ESG1106, 1000 U/ml). N2B27 consists of a 1:1 mix of DMEM/F12 (Thermo Fisher Scientific, #21331-046) and Neurobasal (Thermo Fisher Scientific, #21103-049), N2 (Thermo Fisher Scientific, #17502001, 1:100), B27 (Thermo Fisher Scientific, #17504-044, 1:100), 2 mM Glutamine (Thermo Fisher Scientific, #25030024), Penicillin-Streptomycin (Thermo Fisher Scientific, #15140122, 1:100) and 0.055 mM 2-mercaptoethanol (Thermo Fisher Scientific, #21985023). Cells were routinely plated at the density of 1 × 10^5^ cells per well on the six-well tissue culture plates. Cells were passaged every 2 days by dissociation with StemPro Accutase (Gibco, #A1110501). Where indicated, ESCs were grown in serum/LIF culture condition containing the KnockOut™ DMEM medium (Thermo Fisher Scientific, #10829018) supplemented with 15% fetal bovine serum (FBS) (SIGMA ALDRICH, #F0926), 2 mM Glutamine, 1X Non-essential amino acids (Thermo Fisher Scientific, #11140050), 0.055 mM 2-mercaptoethanol, Penicillin-Streptomycin (1:100) and LIF (1000 U/ml).

Mouse embryonic fibroblasts (MEFs) were isolated from E13.5 embryos of FVB triple transgenic mice at the University of Michigan Transgenic Animal Model Core. Mitomycin-C-treated MEFs were maintained in KnockOut™ DMEM medium containing 15% FBS, 2 mM Glutamine, 1X Non-essential amino acids, Penicillin-Streptomycin (1:100) and 0.055 mM 2-mercaptoethanol. MEFs were prepared at the appropriate density (see below) and used within one week after plating.

TSCs were derived directly from Ẻ.3.5 blastocyst as previously described^56^. TSCs were routinely maintained on top of MEFs (30,000 cells per cm^2^) at 37 ^o^C and 5% CO_2_ in the TSC medium containing 70% MEF-conditioned media (R&D systems, #AR005), 30% base medium (RPMI 1640, Thermo Fisher Scientific, #11875093; sodium pyruvate, Thermo Fisher Scientific, #11360070, 1:100; Penicillin-Streptomycin, 1:100; 0.1 mM 2-mercaptoethanol and 20% FBS), 25 ng/ml FGF4 (Reprotech, #100-31) and 1 µg/ml Heparin (SIGMA ALDRICH, #H3149-10KU). Medium change was performed daily, and cells were passaged by dissociation with Trypsin-EDTA 0.05% (Thermo Fisher Scientific, #25300054).

### Derivation of *Eed*-null naive ESCs

Mouse strain JF1 carries a conditional mutation of *Eed* gene in which its exon 7 was flanked by *loxP* sequences. The *Eed*^*fl/fl*^ mice were generated and maintained on the 129/S1 background as described^47^. E3.5 embryos were obtained from a cross between *Eed* heterozygous females and *Eed* heterozygous males carrying Protamine CRE recombinase. Each E3.5 blastocyst was placed on top of MEF feeder in 2i/LIF culture condition containing the KnockOut™ DMEM base medium, 15% KnockOut™ Serum Replacement (Thermo Fisher #10828028), 5% FBS, 2 mM Glutamine, 1X Non-essential amino acids, 0.055 mM 2-mercaptoethanol and Penicillin-Streptomycin (1:100), PD0325901 (1 µM), CHIR99021 (3 µM) and LIF. At 4–5 days post plating, each inner cell mass was picked, dissociated into single cells and expanded on MEF feeders in the 2i/LIF ESC medium.

### Derivation of ESC lines from single low ΔΨ_m_ qESC

Each single naive ESC with bottom 5% TMRM fluorescence intensity was FACS-sorted directly onto each well of 96-well tissue culture plate. After 5–7 days, each colony was dissociated into single cell by StemPro Accutase, resuspended into 2i/LIF medium and transferred to 48-well tissue culture plates. Cell lines were routinely cultured in 2i/LIF medium.

### Generation of MERVL-2C::EGFP naive ESC lines

About 3 × 10^4^ E14 naive ESCs were seeded on 24-well plates 24 h before transfection. Cells were transfected with the 2C-EGFP plasmid (addgene, #69071)^23^ for 2 h by Lipofectamine^TM^ 2000 (Thermo Fisher Scientific, #11668027). After transfection, fresh medium was added overnight. Transfected cells were dissociated and replated at clonal density in 6-well tissue culture plates. Selection was performed with 250 µg/ml G418 (Thermo Fisher Scientific, #10131035) for one week before individual colonies were manually picked and expanded in 2i/LIF condition.

### Generation of mito-Grx1-roGFP2 naive ESC lines and live-cell imaging

The pPBmitoCOX8-Grx1-roGFP2 was generated by PCR amplification of mitoCOX8-Grx1-roGFP2 cassette using the Forward-GGAAGATCTATGTCCGTCCTGACGCCGC; Reverse-CGACGCGTTAACGTTCGAGGTCGACTC primers. PCR products were cloned into BglII/MluI sites in pPBhCMV1cHApA. E14 naive ESCs (2i/LIF) were transfected with 0.5 µg of pPBCAG-rtTAM2-IN, 0.5 µg of pPBmitoCOX8-Grx1-roGFP2 and 1 µg pCAG-hyPBase transposase by Lipofectamine^TM^ 2000. Individual colonies were manually picked and expanded under 2i/LIF condition after one-week selection with 250 µg/ml G418. Expression of mitoCOX8-Grx1-roGFP2 in the mitochondria (i.e., mito-Grx1-roGFP2 ESCs) was induced by Dox (1 µg/ml) and analyzed on a Nikon X1 Yokogawa Spinning Disk Confocal (Nikon Instruments Inc.). The 60× objective (water immersion) was used for live-cell imaging. The mito-Grx1-roGFP2 sensor was excited by the 405 nm and 488 nm laser line and detected the single emission (~520) through 500–554 nm bandpass filter.

### Generation of induced TSC lines and in vitro differentiation

The naive ESC line with the iCdx2 Elf5-2A-mCherry reporter^34^ was used to generate induced TSC lines (iTSC). About 400 FACS-sorted cells were plated directly onto MEF feeder (10,000 cells per cm^2^) in TSC medium. At day 7, mCherry+ cells were FACS-sorted and plated at clonal density for 7 days before individual TSC-like colonies were picked and expanded. The iTSC lines were routinely cultured at high density on MEF feeders (30,000 cells per cm^2^). To induce differentiation, the iTSCs (after MEF removal) were cultured on gelatin-coated dishes in the absence of FGF4 and Heparin for 6 days before analyses.

### CCCP and phenformin treatment of naive ESCs

To inhibit MMP, carbonyl cyanide 3-chlorophenylhydrazone (CCCP, SIGMA ALDRICH, #C2759, 3 µM) was added 24 h after cell plating. All analyses were performed 9 h after CCCP treatment. To inhibit complex I electron transport chain, naive ESCs were treated with phenformin (Selleck Chemical, #S2542, 1 mM) for 2 days. For *S*-(5′-Adenosyl)-L-methionine chloride dihydrochloride (SIGMA ALDRICH, #A7007, 0.5 mM) supplement, naive ESCs were plated on Lab-Tek II Chamber Coverglass (Thermo Fisher Scientific, #155382). At 24 h post plating, cells were pre-treated with 0.5 mM of SAM or vehicle for 2 h before treatment with CCCP for 6 h. SAM at a final concetration of 25 or 50 µM was used for culturing the spontaneous qESCs for 24 h.

### Induction of quiescence

Naive ESCs were induced to achieve a stable quiescent state by inhibition FAO or MYC (FAOi or MYCi). To inhibit FAO, Etomoxir (SIGMA ALDRICH, #E1905, 100 µM) was added at the time of plating for 4 days^5^. 10058-F4 (SIGMA ALDRICH, #475956) was used at a final concentration of 64 µM for 3 days to inhibit MYC^6^. As a control, naive ESCs were treated with mTOR inhibitor (mTORi) INK128 (Medchem Express, HY13328, 200 nM) for 3 days as described^7^. H_2_O and DMSO were added at the same final volume as FAOi, MYCi or mTORi. The induced qESCs and control cells were then harvested for RT-qPCR, metabolomics analysis and TSC differentiation.

### Mitochondrial membrane potential (ΔΨ_m_) staining and FACS sorting

Fractionation of ESCs with high and low ΔΨ_m_ levels was performed as previously described^5,15^. 25 nM of TMRM (Thermo Fisher Scientific, #T668), was used for staining. To visualize ΔΨ_m_ profile, naive ESCs were stained with 25 nM of TMRM directly on the tissue culture plate at 37 ^o^C, 5% CO_2_ for 15 min. Nuclei was stained with Hoechst 33342 (Thermo Fisher Scientific, #H3570, 1:2000). Live-cell imaging was performed using a Nikon X1 Yokogawa Spinning Disk Confocal (Nikon Instruments Inc.) (see below).

### Embryoid body (EB) differentiation

The EB medium consists of the KnockOut™ DMEM medium, 15% FBS, 2 mM Glutamine, 1X Non-essential amino acids, 0.055 mM 2-mercaptoethanol and Penicillin-Streptomycin (1:100). 2000 FACS-sorted ESCs with high and low ΔΨ_m_ were resuspended into 200 µl EB medium and plated onto each well of the Nunclon^TM^ Sphera^TM^ 96U plate (day 0). EBs were cultured in suspension at 37 ^o^C and 5% CO_2_. Half of medium were replaced on day 1, followed by full medium change every other day from day 2. EBs in suspension at day 3 and 6 were collected for RT-qPCR analysis. At day 7, EBs were transferred to 24-well tissue culture plates coated with Gelatin for additional 7 days. Differentiating cells were then fixed by 4% PFA/PBS for immunostaining to detect ectoderm (TUJ1), mesoderm (SMA) and endoderm (GATA6) markers as described below.

### Mathematical simulation modeling for mitochondrial activity

Flow cytometry data of TMRM staining for bulk naive ESCs were used for curve fitting. The distribution of TMRM fluorescence intensity exhibited multimodal features that are captured by a combination of n gaussian distributions using the R package mixtools^57^. The probability of high ΔΨ_m_ and low ΔΨ_m_ ESCs were obtained using the Gaussian model. To simulate the dynamics of mitochondrial activity through cell divisions, we constructed a mathematical model based on following assumptions: 1) the mitochondrial activity for the parental cells was generated from a normal distribution with the same mean and standard deviation from the bulk ESCs; 2) the range of mitochondrial activities for the progenies was calculated using the following formula, where *a* is the activity for each daughter: *a* = (max(1, a*runif(1,*m*,1)), *a*, a*runif(1,1,*n*)); 3) the activity for each daughter cell had three possible outcomes (I, J, K):

- I: the activity was decreased by multiplying a by a value between *m* and 1 and the lowest value was set to be 1; runif(1, *m*, 1) generated a value from a uniform distribution between *m* and 1;
- J: the activity remained at a;
- K: the activity was increased by multiplying a by a value between 1 and *n*; runif(1, 1, *n*) generated a value from a uniform distribution between 1 and *n*.

Using this model, the experimental data were applied to estimate the activity fluctuation coefficient, *t*. Most low ΔΨ_m_ daughter cells had increased (*Pk* = 0.8) activity and these cells regained the mitochondrial heterogeneity within 2–3 cell divisions. By comparing the difference in absolute value between the mean activity of daughter and parental cell populations, the activity fluctuation coefficient was estimated as 1.25, which means daughter cells regain similar parental ΔΨ_m_ distribution within 3 cell divisions if mitochondrial activity alters ~25% per division.

### Gene knockdown by siRNAs

To ensure the complete knockdown, we used the Dharmacon ON-TARGETplus siRNA SMARTPool that contains a mixture of four different siRNAs to target all transcript/splice variants of *Mat2a*. siRNA transfections were performed with the DharmaFECT 1 Transfection Reagent (Dharmacon) using reverse transfection protocol according to manufacturer’s instructions. Briefly, 2 × 10^4^ naive ESCs per 24-well culture area were transfected with either Dharmacon ON-TARGETplus Mouse *Mat2a* siRNA SMARTPool or ON-TARGETplus Non-targeting Control Pool at a final concentration of 40 nM. 18 h post transfection, medium change was performed, and cells were maintained for another 2 days prior to sample collection for subsequent analyses.

### Cell proliferation and cell cycle analysis

About 5000 FACS-sorted ESCs were replated onto Geltrex-coated 24-well tissue culture plates. Cells were dissociated into single cell by StemPro Accutase, stained with Trypan Blue 0.4% (Thermo Fisher Scientific, #15250061) and counted by hemocytometer every day for 3 consecutive days. For cell cycle analysis, cells were stained with 5 µg of Hoeschst 33342 (Thermo Fisher Scientific, #62249) and 1 µg of Pyronin Y (SIGMA ALDRICH, #213519) as previously described^5^. Stained cells were centrifuged, resuspended in ice-cold staining solution and subjected to flow cytometry analysis using the Propel Bigfoot Cell Sorter. Data were further analyzed by the FlowJo 10.8.1 (FlowJo LLC).

### *Elf5* promoter methylation analysis

Genomic DNA was extracted and 0.5 µg of genomic DNA per sample was subjected to bisulfite conversion using the Methylation-Gold^TM^ Kit (ZYMO RESEARCH, #D5005). About 4 µl cDNA was PCR amplified with primers^35^: Forward-TTTGTAGTTTGAGTATTTTGGTG; Reverse-ACCTTTCCACTCTAAACACCCAAA. Next-generation sequencing was performed at Center for Computational and Integrative Biology (CCIB) DNA Core at Massachusetts General Hospital. The raw paired-end bisulfite sequencing reads were processed using Trim Galore. The refined reads were aligned to the mouse genome (mm10) using Bismark^58^ with default settings. To determine the methylation levels of individual CpG sites within the regions of interest, the “bismark_methylation_extractor” function was employed to calculate the percentage of methylated CpG over the total calls for each specific site. A robust coverage exceeding 100× was attained for each examined CpG sites. The methylation levels were visualized using a violin plot in the ggplot2 package and a nonparametric Mann-Whitney test was employed for statistical analysis.

### Immunofluorescence

Cells were fixed with 4% paraformaldehyde (PFA, Ted Pella Inc. #18505)/PBS for 15 min at room temperature for histone antibodies or 30 min at 4 ^o^C for other antibodies. Cells were then washed three times with PBS, permeabilized in 0.25% Triton X-100/PBS (PBST) for 30 min at 4 ^o^C and blocked in blocking solution (10% Goat serum (Cell Signaling Technology, #5425) or 10% Donkey serum (SIGMA ALDRICH, #D9663), 0.1% BSA and 0.01% Tween20 in PBS) for 1 h at 4 ^o^C. Primary antibody incubation was performed at 4 ^o^C overnight. For detection of 5 mC, fixed cells were permeabilized with 0.4% TritonX-100/PBS for 30 min at 4 ^o^C, denatured with 2 N HCl for 30 min at room temperature, and neutralized with 100 mM *Tris*-HCl (pH 8.0) for 10 min at room temperature. After incubation with primary antibodies, cells were washed with 0.1% PBST three times prior to secondary antibody incubation at room temperature for 1 h, followed by 0.1% PBST wash for three times. Nuclei were stained with DAPI (Thermo Fisher Scientific, #62248, 1:1000) diluted in 0.1% PBST at room temperature for 10 min. Images were captured by the Leica Stellaris 5 Inverted confocal microscope (Leica Microsystems) with a 40× dry, 60× oil or 100× oil objectives across 0.5 µm stacks. Fluorescence was excited with a 405 nm UV laser (DAPI), a 488 nm laser (Alexa Fluor488) and a 561 nm laser (Alexa Fluor555). Images were also captured by the IX73 microscope system (Olympus). Image data were further processed by either Leica software or ImageJ software^59^.

### Antibodies for IF

The following primary antibodies were used: Mouse anti-OCT3/4 (Santa Cruz Biotechnology, Clone C-10, #sc-5279, 1:50), Rabbit anti-CDX2 (BioGenex, Clone EP25, #NU777-5UC, 1:100), Mouse anti-CDX2 (BioGenex, Clone CDX2-88, #MU392A-5UC, 1:100), Rabbit anti-EOMES (Abcam, #ab23345, 1:100), Mouse anti-SMA (SIGMA ALDRICH, Clone 1A4, #A2547, 1:200), Mouse anti-TUJ1 (Biolegend, Clone TUJ1, #801201, 1:200), Goat anti-GATA6 (R&D Systems, #AF1700, 1:100), Mouse anti-5mC (Millipore, Clone 33D3, #MABE146, 1:200), Rabbit anti-H3K27me3 (Millipore, #07-449, 1:100) and Rabbit anti-H3K9me3 (Abcam, #ab8898, 1:100). The secondary antibodies used were: Goat anti-Mouse IgG FITC-conjugated (Thermo Fisher Scientific, #62-6511, 1:50), Goat anti-Mouse IgG Alexa Fluor^R^ 555 (Abcam, #ab150114, 1:1000), Donkey anti-Goat IgG Alexa Fluor^TM^ 488 (Thermo Fisher Scientific, #A11055, 1:1000), Donkey anti-Mouse IgG Alexa Fluor^TM^ 555 (Thermo Fisher Scientific, #A31570, 1:1000), Donkey anti-Rabbit IgG Alexa Fluor^TM^ 555 (Thermo Fisher Scientific, #A31572, 1:1000), and Donkey anti-Rabbit IgG Alexa Fluor^TM^ 488 (Thermo Fisher Scientific, #A21206, 1:1000).

### Quantitative reverse transcription PCR (RT-qPCR) analysis

Total RNAs were extracted by the RNeasy mini kit. cDNA was synthesized using the SuperScriptTM III First-Strand Synthesis System with oligoT primer (Thermo Fisher Scientific, #18080051). qPCR was performed with the Radiant Green Lo-ROX qPCR Kit (Alkali Scientific Inc., #QS1020) on the 7500 Real Time PCR System (Applied Biosystems). The comparative cycling threshold (ΔΔ*Ct*) method was used to analyze the qPCR data. List of primers was shown in the Supplementary Data 8.

### Total RNA sequencing

Total RNAs were extracted by the RNeasy mini kit (QIAGEN). Genomic DNA was removed on-column by RNA-free DNase I for 15 min at room temperature. Total RNA amounts were determined by NANODROP 2000/2000c (Thermo Fisher Scientific) and assessed for quality using the TapeStation (Agilent, #5067-5576). Samples were prepared using the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, #E7760L), NEBNext rRNA Depletion Dit (Human/Mouse/Rat) (NEB, #E6310X), NEBNext Multiplex Oligos for Illumina (NEB, #E6440L) and ERCC RNA Spike-In control Mix (Thermo Fisher Scientific, #4456740). About 400 ng of total RNA was ribosomal depleted and fragmented and reverse transcribed. Samples underwent end repair and dA-Tailing step followed by ligation of NEBNext adapters. The libraries were pooled and sequenced on the Illumina NovaSeq 6000 with paired-end 150 bp at the University of Michigan core facility or AZENTA.

### Untargeted metabolomics analysis

The untargeted metabolomics analyses were performed as previously described^60^ with modifications. All samples were subjected to FACS sorting to isolate 5 × 10^5^ live cells. They were lysed using 1 ml of 80% cold methanol. Since the qESCs have lower biomass than cycling ESCs^5,6^, cell numbers were used to normalize metabolite fractions across samples before metabolite extraction. The extracts were incubated at −80 °C for 10 min and centrifugated at 14,000 rpm for 10 min at 4 °C. The supernatants were speed dried and re-suspended in 35 μl 50:50 MeOH:H2O mixture for LC-MS analysis. LC-MS analyses were performed using an Agilent Technologies Triple Quad 6470 LC-MS/MS system with a 1290 Infinity II LC Flexible Pump (Quaternary Pump), 1290 Infinity II Multisampler, 1290 Infinity II Multicolumn Thermostat with 6 port valve and 6470 triple quad mass spectrometers in both positive and negative acquisition mode as previously described^5,60^. The Agilent MassHunter Workstation Software was used for data acquisition. Agilent MassHunter Quantitative Analysis for QQQ (Version B.10.1.733.0) was used for initial raw data extraction. Results were then exported as CVS file. Metabolite counts were normalized by the total intensity of all metabolites to scale equal sample loading^5^. Finally, abundance of each metabolite in the sample was normalized divided by the median abundance levels across all samples for comparisons, statistical analyses and visualizations among metabolites. The statistical analysis was performed by the two-tailed Student’s *t test* with a significant threshold level of 0.05. Pathway enrichment analysis was performed using the MetaboAnalyst 5.0 (https://www.metaboanalyst.ca)^61^.

### Cleavage under targets and release using nuclease (CUT&RUN)

CUT&RUN analysis was performed with approximately 2 × 10^5^ naive ESCs for each library. Bead-bound cells were incubated overnight at 4 ^o^C with Rabbit anti-H3K4me3 (Millipore, #07-473) or Rabbit anti-H3K27me3 (Millipore, #07-449) antibody diluted in the antibody buffer (EDTA/Digitonin/wash buffer, EMD Millipore, #300410) (1 µg/500 µl). The beads were washed three times and incubated with 200 µl pA-MNase (0.7 ng/µl) for 1 h at 4 ^o^C. 2 mM of CaCl_2_ was added to activate MNase for 30 min on ice. The reaction was quenched by 2× stop buffer containing 340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.02% Digitonin, 50 µg/ml RNase A (QIAGEN, #19101), 50 µg/ml glycogen (Roche, #10901393001) and 2 pg/ml Drosophila spike-in DNA at 37 ^o^C for 10 min. The soluble chromatins were converted to libraries using the NEBNext Ultra^TM^ II DNA library Prep kit (NEB, #E7645L). Libraries were subject to pair-ed sequencing on the Illumina NovaSeq 6000 instrument at the University of Michigan core facility.

### Assay for transposase-accessible chromatin with high-throughput sequencing (ATAC-seq)

Approximately 2 × 10^5^ naive ESCs were used for ATAC-seq analysis. Briefly, FACS-sorted cells were washed in cold D-PBS and resuspended in 50 µl of cold lysis buffer (10 mM *Tris*-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, and 0.1% IGEPAL CA-630). Samples were spun at 500 *g* for 10 min, 4 ^o^C. Each cell pellet was resuspended in 50 µl of transposition reaction mix containing 25 µl of 2X TD buffer (Illumina, #FC-121-1030), 2.5 µl Tn5 transposase (Illumina, #FC-121-1030) and 22.5 µl nuclear free H_2_O. Tagmentation by Tn5 was performed at 37 ^o^C, 30 min. Libraries were sequenced on the Illumina NovaSeq 6000 instrument with paired end reads at the University of Michigan core facility.

### Bioinformatic analysis

*RNA-seq*. To perform data cleaning, the cutadapt (https://cutadapt.readthedocs.org/en/stable/) and FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) tools wrapped in Trim Galore (http://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) were used to trim low quality bases (*Q* < 20) and adapter for raw sequences. RNA-seq data were mapped to the mm10 (GRCm38) genome of mouse and ERCC reference using Tophat2 (2.1.1)^62^. Duplicated reads for pair-end data were removed by SAMtools (v1.9)^63^. The bigwig files for visualization in Integrative Genomics Viewer (IGV)^64^ were generated from BAM files by using “bamCoverage” from deepTools3 (v3.2.1)^65^ with parameters “--outFileFormat bigwig --ignoreForNormalization chrM chrX chrY --skipNAs --bam input.accepted_hits.bam --outFileName output.bigwig --normalizeUsing RPKM --minMappingQuality 30 --binSize 20 --smoothLength 60 --ignoreDuplicates”.

Annotation of mRNA (GRCm38 v99) was downloaded from Ensembl database^66^. LncRNA annotation was downloaded from NONCODE database^67^ and repeat annotation was downloaded from Homer (v4.10)^68^. All three annotations were merged for gene annotation. Fragment (or template) count for each feature was performed by using featureCounts with parameters “-g ‘gene_id’ -p -M -O --fraction -C -F GTF -T 64 -s 0”^69^. Each reported alignment from a multi-mapping read (identified via “NH” tag) carried a fractional count of 1/*x*, instead of 1 (one), where *x* is the total number of alignments reported for the same read. Each overlapping feature received a fractional count of 1/*y*, where *y* is the total number of features overlapping with the read. Briefly, each alignment carried a fractional count of 1/(x*y). Fragment counts were transformed to fragments per kilobase of transcript per million (FPKM) by using edgeR^70^. Genes (or features) have more than three fragment counts in all samples were included. We employed RUVSeq^71^ to perform differential expression analysis by using ERCC as control genes with a likelihood ratio test from DESeq2^72^. Genes (or features) with the adjusted *P* value < 0.05 were reported. The following public datasets were used: GSM2711863 (ESC_2i)^41^, GSM2711865 (ESC_2i_EedKO)^41^, GSM838738 (MERVL-tdtomato^+^ and MERVL-tdtomato^-^)^19^, GSM1966767 (MERVL^+^_Zscan4^+^ and MERVL^+^_Zscan4^+^)^27^, GSM3384433 (CRISPRa_EV and CRISPRa_MERVL)^29^, GSM3110917 (NELFA^high^ and NELFA^low^)^30^, GSM1415501 (Zscan4^high^ and Zscan4^low^)^26^, GSM2279983 (Dux-GFP^+^, Dux-GFP^-^, Plus Dox-Dux, and Minus Dox-Dux)^28^, and GSE66582 (distinct developmental stages of preimplantation embryos)^25^.

To facilitate the comparisons between our and public RNA-seq data, we followed the “batch mean-centering” approach for batch effect removal^73^. Briefly, we have separately mean-centered the log_2_(FPKM + 1) value of each gene by subtracting the mean log_2_(FPKM + 1) across all samples. We used “1 - Spearman” correlation coefficient as the distance in the hierarchical clustering^7^. We computed the dissimilarity values with “as.dist” function in R, which were fed into hclust with “average” algorithm for agglomeration. The dendrogram were plotted by R.

#### CUT&RUN and ATAC-seq

Paired-end raw sequencing reads were trimmed with Trim Galore^74^ to remove adaptors and low-quality reads. Processed read (>20 bp) were mapped against mouse mm10 reference genome using bowtie2 (v2.4.2)^75^ with the following parameters “--local --very-sensitive-local --no-unal --no-mixed --no-discordant -q --phred33 -I 10 -X 700 --threads 12”. PCR duplicated reads were removed using samtools (v1.9)^63^. For H3K4me3, filtered BAM files for each sample were submitted to the callpeak function of MACS2 (v2.2.7.1)^76^ for peak regions calling with parameters “-p 1e-5 -g mm”. For H3K27me3 domains, peak calling was performed using SICER (v1.1)^77^ with default parameters for calling broad peaks. ATAC-seq paired-end raw sequencing reads were trimmed with Trim Galore^74^, then aligned to reference genome (mouse mm10) using Bowtie2 (v2.4.2)^75^ with parameters: “--local --very-sensitive-local --no-unal --no-mixed --no-discordant -q --phred33 -I 10 -X 2000 --threads 12”. The PCR duplicates from each dataset were removed using the rmdup function of samtools (v1.9)^63^. Peak calling was done using MACS2 (v2.2.7.1)^76^ with the parameters: “-B –nomodel –shif 100 –extsize 200”.

Differential binding analyses were performed using the edgeR package DiffBind (v3.4.11)^70,78^. Peaks derived from individual samples were loaded into dba.count function with minOverlap=1 and summits= FALSE.. The annotatePeak.pl script from Homer (v4.11.1)^68^ with default settings was employed for annotation. BAM files were merged for the biological replicates and converted to bigwig files for visualization in Integrative Genomics Viewer (IGV)^64^ by using the command “bamCoververage” of deeptools (v3.5.1)^79^ with parameters “-ignoreDuplicates -normalUsing RPKM -skipNonCoveredRegions -binSize 20”. Heatmaps were plotted using “computeMatrix” and “plotHeatmap” in deepTools (v3.5.1)^79^. Violin plots were performed by R package ggplot2.

De novo motifs were identified by the EPIGRAM^80^ pipeline. For H3K27me3, peaks with higher signals in high ΔΨ_m_ group were extracted as the target set and all the other H3K27me3 peaks were treated as the background set. Motifs were identified with following command line “perl epiplay-P.pl h3k27me3.target.bed h3k27me3.backgroup.bed 4 mm10 both 4G both”. TOMTOM (v5.4.1) (https://meme-suite.org/meme/tools/tomtom), an online motif comparison tool from the MEME suite^81^ was employed to identify the most matched motifs.

To determine the epigenome profiles near *MERVL*, deepTools computeMatrix was executed in the scale-region mode to calculate the signal density at each *MERVL* element using following parameters: “computeMatrix scale-regions -m 5000 -a 5000 -b 5000 -S bigwig.files -R bed.files”. For 2C genes, the signal density was also computed with computeMatrix in the scale-region mode in a normalized region 25 kb plus the 5 kb upstream to 5 kb downstream. DeepTools profiler was employed to generate the line plot to display the average values across the region. The violin plot was generated to show the intensity distribution by R package ggplot2, and a nonparametric Mann-Whitney test was used.

### Statistical analysis

Statistical analyses were performed by the two-tailed Student’s *t* test using GraphPad Prism 7.0 and 9.0 software. Data were presented as standard error of the mean (SEM). *P* values of less than 0.05 were considered statistically significant. GO term enrichment analysis for RNA-seq data was conducted using DAVID (https://david.ncifcrf.gov)^82^. GO terms with fold enrichment > 2 and the adjusted *P* value < 0.05 (Benjamini-Hochberg method) were considered as significant enrichment. GO analysis for CUT&RUN peaks was conducted using Panther Classification System Version 17.0 (http://pantherdb.org/). Statistical overrepresentation test was performed with “default settings”. Fisher’s Exact with false discovery rate (FDR < 0.05) multiple test correction was employed. GO terms (FDR < 0.05) for ATAC-seq used GREAT software with the Mouse Phenotype Single KO annotation^83^. Rules for the region-gene association included 5 kb upstream and 1 kb downstream of each gene.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Peer Review File

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

### Source data

Source Data

## Data Availability

The raw data from RNA-seq, ATAC-seq, CUT&RUN for H3K4me3, and H3K27me3, and bisulfite sequencing for the *Elf5* promoter have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE210915. The previous published data used in this study are available in the GEO under the accession numbers GSM2711863 (ESC_2i), GSM2711865 (ESC_2i_EedKO), GSM838738 (MERVL-tdtomato^+^ and MERVL-tdtomato^-^), GSM1966767 (MERVL^+^_Zscan4^+^ and MERVL^+^_Zscan4^+^), GSM3384433 (CRISPRa_EV and CRISPRa_MERVL), GSM3110917 (NELFA^high^ and NELFA^low^), GSM1415501 (Zscan4^high^ and Zscan4^low^), GSM2279983 (Dux-GFP^+^, Dux-GFP^-^, Plus Dox-Dux and Minus Dox-Dux), and GSE66582 (distinct developmental stages of preimplantation embryos). All source and processed data generated in this study, along with individual replicate values, are provided in the Supplemental Information and Source Data file. Source data are provided with this paper.

# Supplementary material for: Quiescence enables unrestricted cell fate in naive embryonic stem cells
**Source:** Nat Commun. 2024 Feb 26;15:1721. doi: 10.1038/s41467-024-46121-1
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Quiescence Enables Unrestricted Cell Fate in Naive Embryonic Stem Cells

Le Tran Phuc Khoa<sup>1, #</sup>, Wentao Yang<sup>1</sup>, Mengrou Shan<sup>2</sup>, Li Zhang<sup>2</sup>, Fengbiao Mao<sup>3</sup>, Bo Zhou<sup>4</sup>, Qiang Li<sup>5</sup>, Rebecca Malcore<sup>4</sup>, Clair Harris<sup>4</sup>, Lili Zhao<sup>6</sup>, Rajesh Rao<sup>5</sup>, Shigeki Iwase<sup>4</sup>, Sundeep Kalantry<sup>4</sup>, Stephanie L. Bielas<sup>4</sup>, Costas A. Lyssiotis<sup>2</sup> and Yali Dou<sup>1\*</sup>

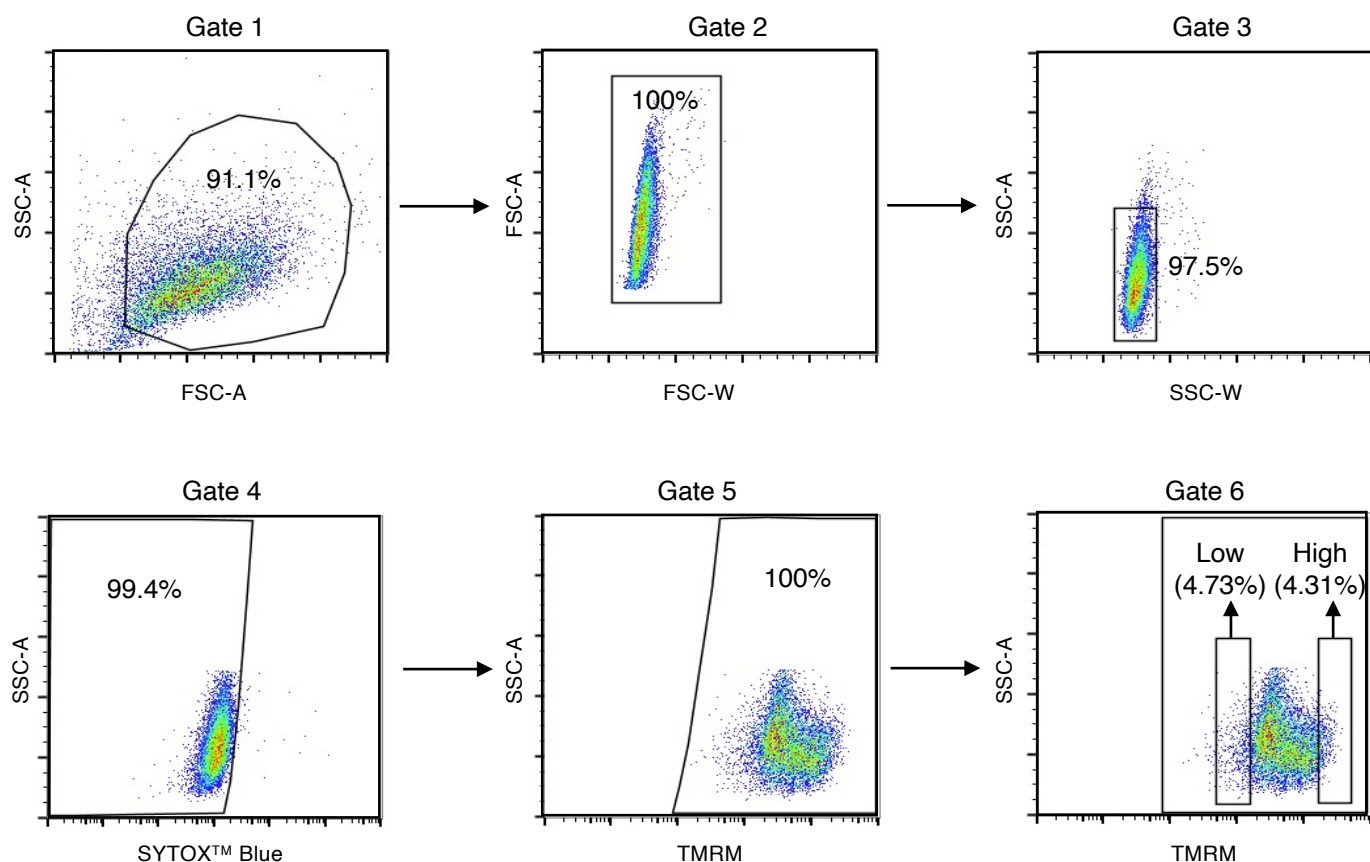

**Supplementary Fig. 1: A representative gating strategy for flow cytometry.** Cell population was defined by the SSC-A vs. FSC-A plot (Gate 1), followed by doublet removal by the FSC-A vs. FSC-W and SSC-A vs. SSC-W plots (Gate 2 and 3). Dead cells were then removed by SYTOX™ Blue (Gate 4). SYTOX™ Blue-negative cell population was used to gate for TMRM (Gate 5). Cell population with low and high TMRM signals were set for subsequent analyses (Gate 6).

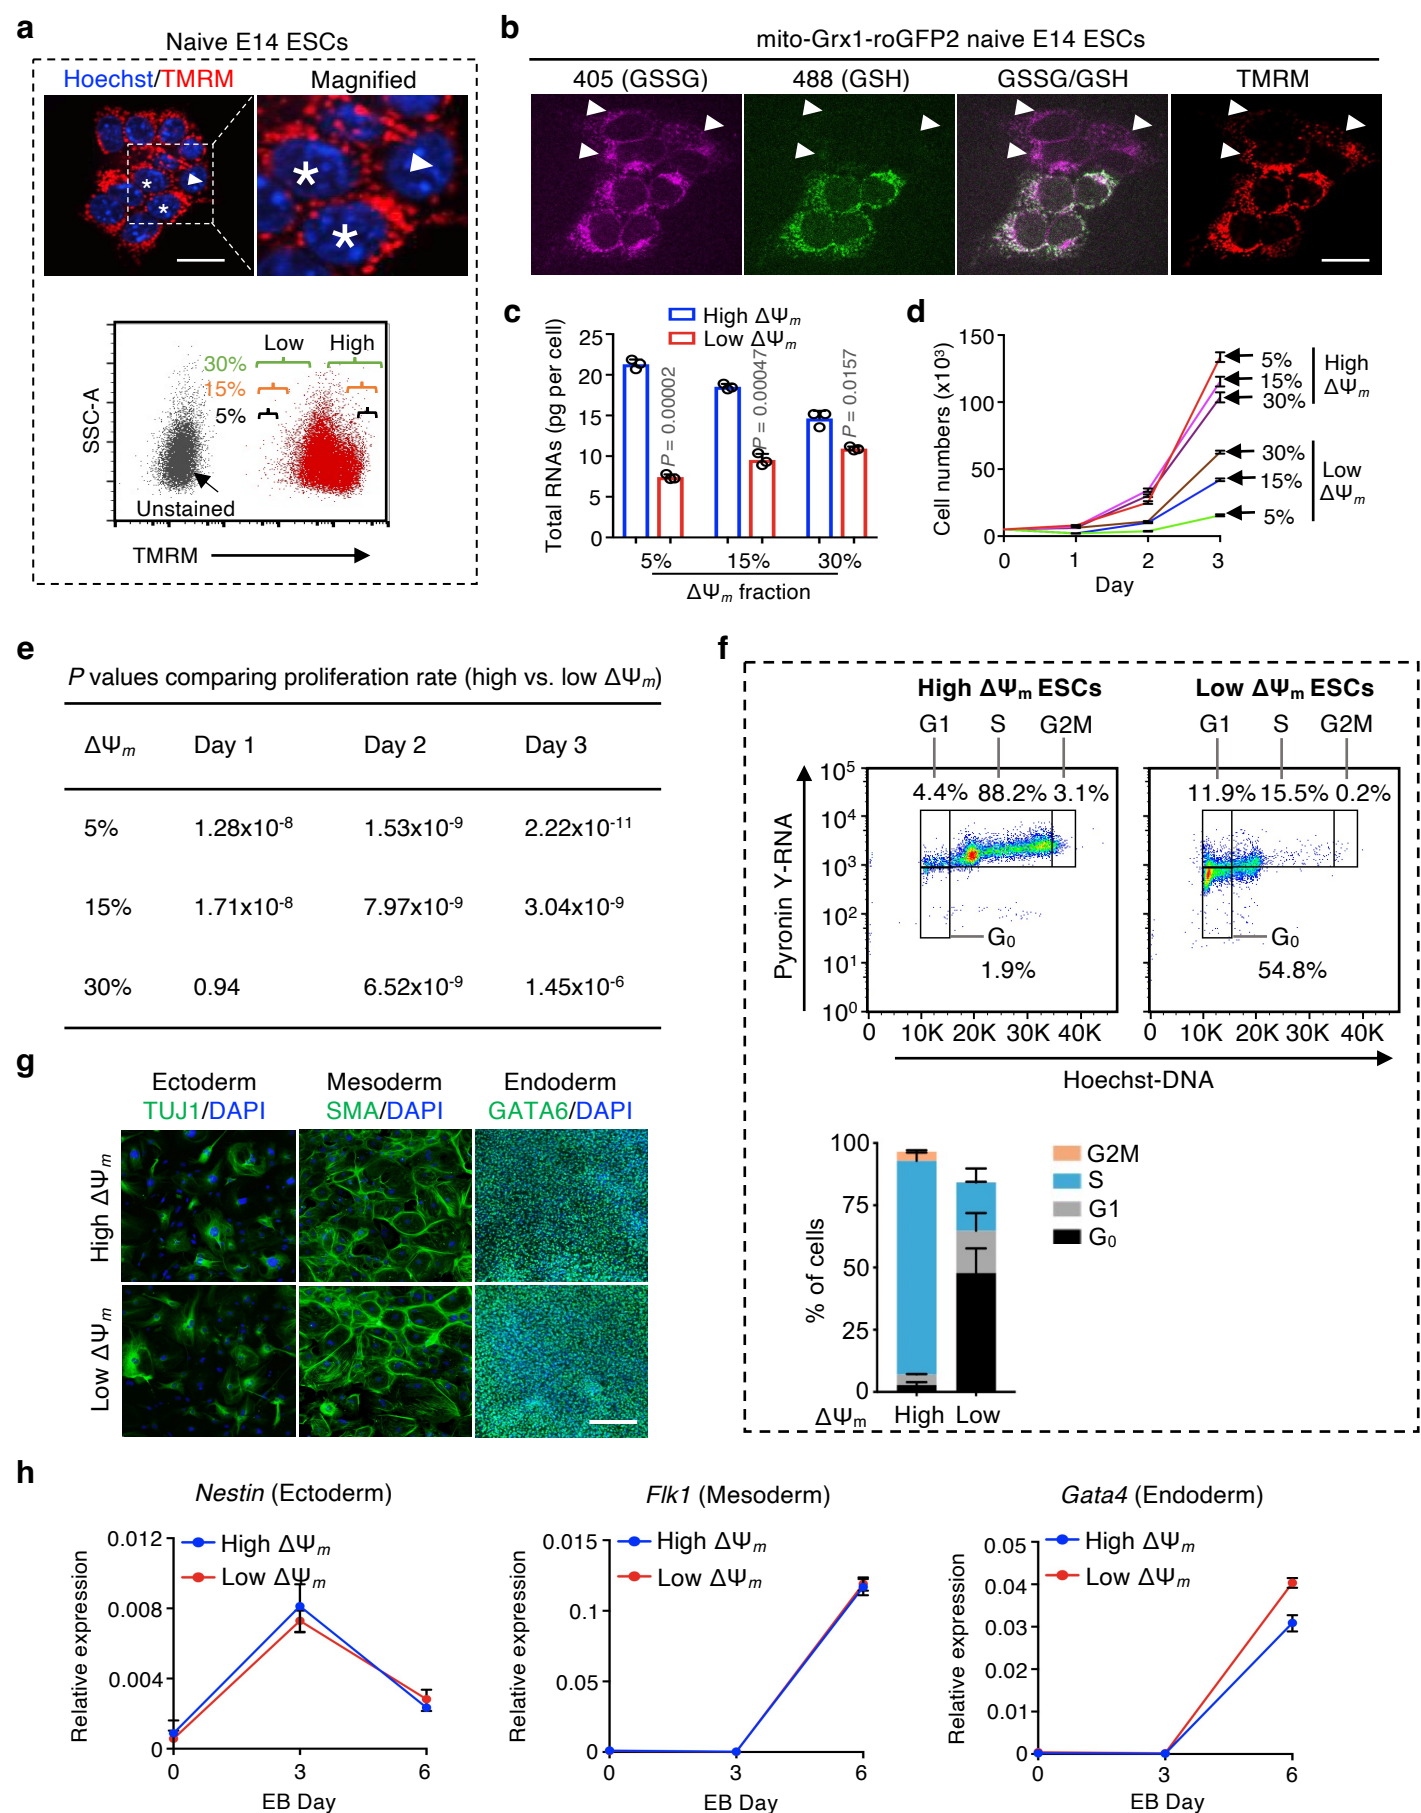

**Supplementary Fig. 2: The spontaneous qESCs are pluripotent.** **a** Top, live cell staining of naive ESCs with TMRM (red) and nuclei (Hoechst blue). Scale bar, 20  $\mu$ m. Asterisk and closed arrowhead indicate high and low TMRM ( $\Delta\Psi_m$ ) cells, respectively. Bottom, FACS plot showing  $\Delta\Psi_m$  profile and the strategy for sorting naive ESCs with distinct TMRM fluorescence intensity. Images and FACS plots were representatives from three independent experiments. **b** Live-cell staining of mito-Grx1-roGFP2 naive E14 ESCs with TMRM. Scale bar, 20  $\mu$ m. Closed arrowheads indicate cells that have an increase of GSSG/GSH ratio with concurrent decrease of TMRM signals. Images were representatives from three independent experiments. **c** Total RNAs/cell in naive ESCs with distinct

$\Delta\Psi_m$  fractions as denoted in **(a)**. Data were presented as mean  $\pm$  SEM from three independent FACS sorting. *P* values were calculated using the two-sided Student's *t*-test. **d** Growth curves of naive ESCs with distinct  $\Delta\Psi_m$  states. Data were presented as mean  $\pm$  SEM from 6 biological replicates. See Supplementary Fig. 1e for statistical analysis. **e** *P* values of data shown in Supplementary Fig. 1d. The *P* values were determined by the two-sided Student's *t*-test. **f** Top, representative FACS plots showing cell cycle analysis in high and low  $\Delta\Psi_m$  ESCs. Bottom, quantification of data shown from the top. Data were mean  $\pm$  SEM from two independent FACS sorting samples. **g** Immunofluorescence of three-germ layer markers for embryoid body (EB) outgrowth derived from high and low  $\Delta\Psi_m$  ESCs. Scale bar, 200  $\mu\text{m}$ . Images were representatives from three independent experiments. **h** RT-qPCR analysis for representative genes as indicated on top. Relative mRNA expression was normalized against that of *H2A*. Data were presented as mean  $\pm$  SEM from three technical replicates. Source data are provided as a Source Data file.

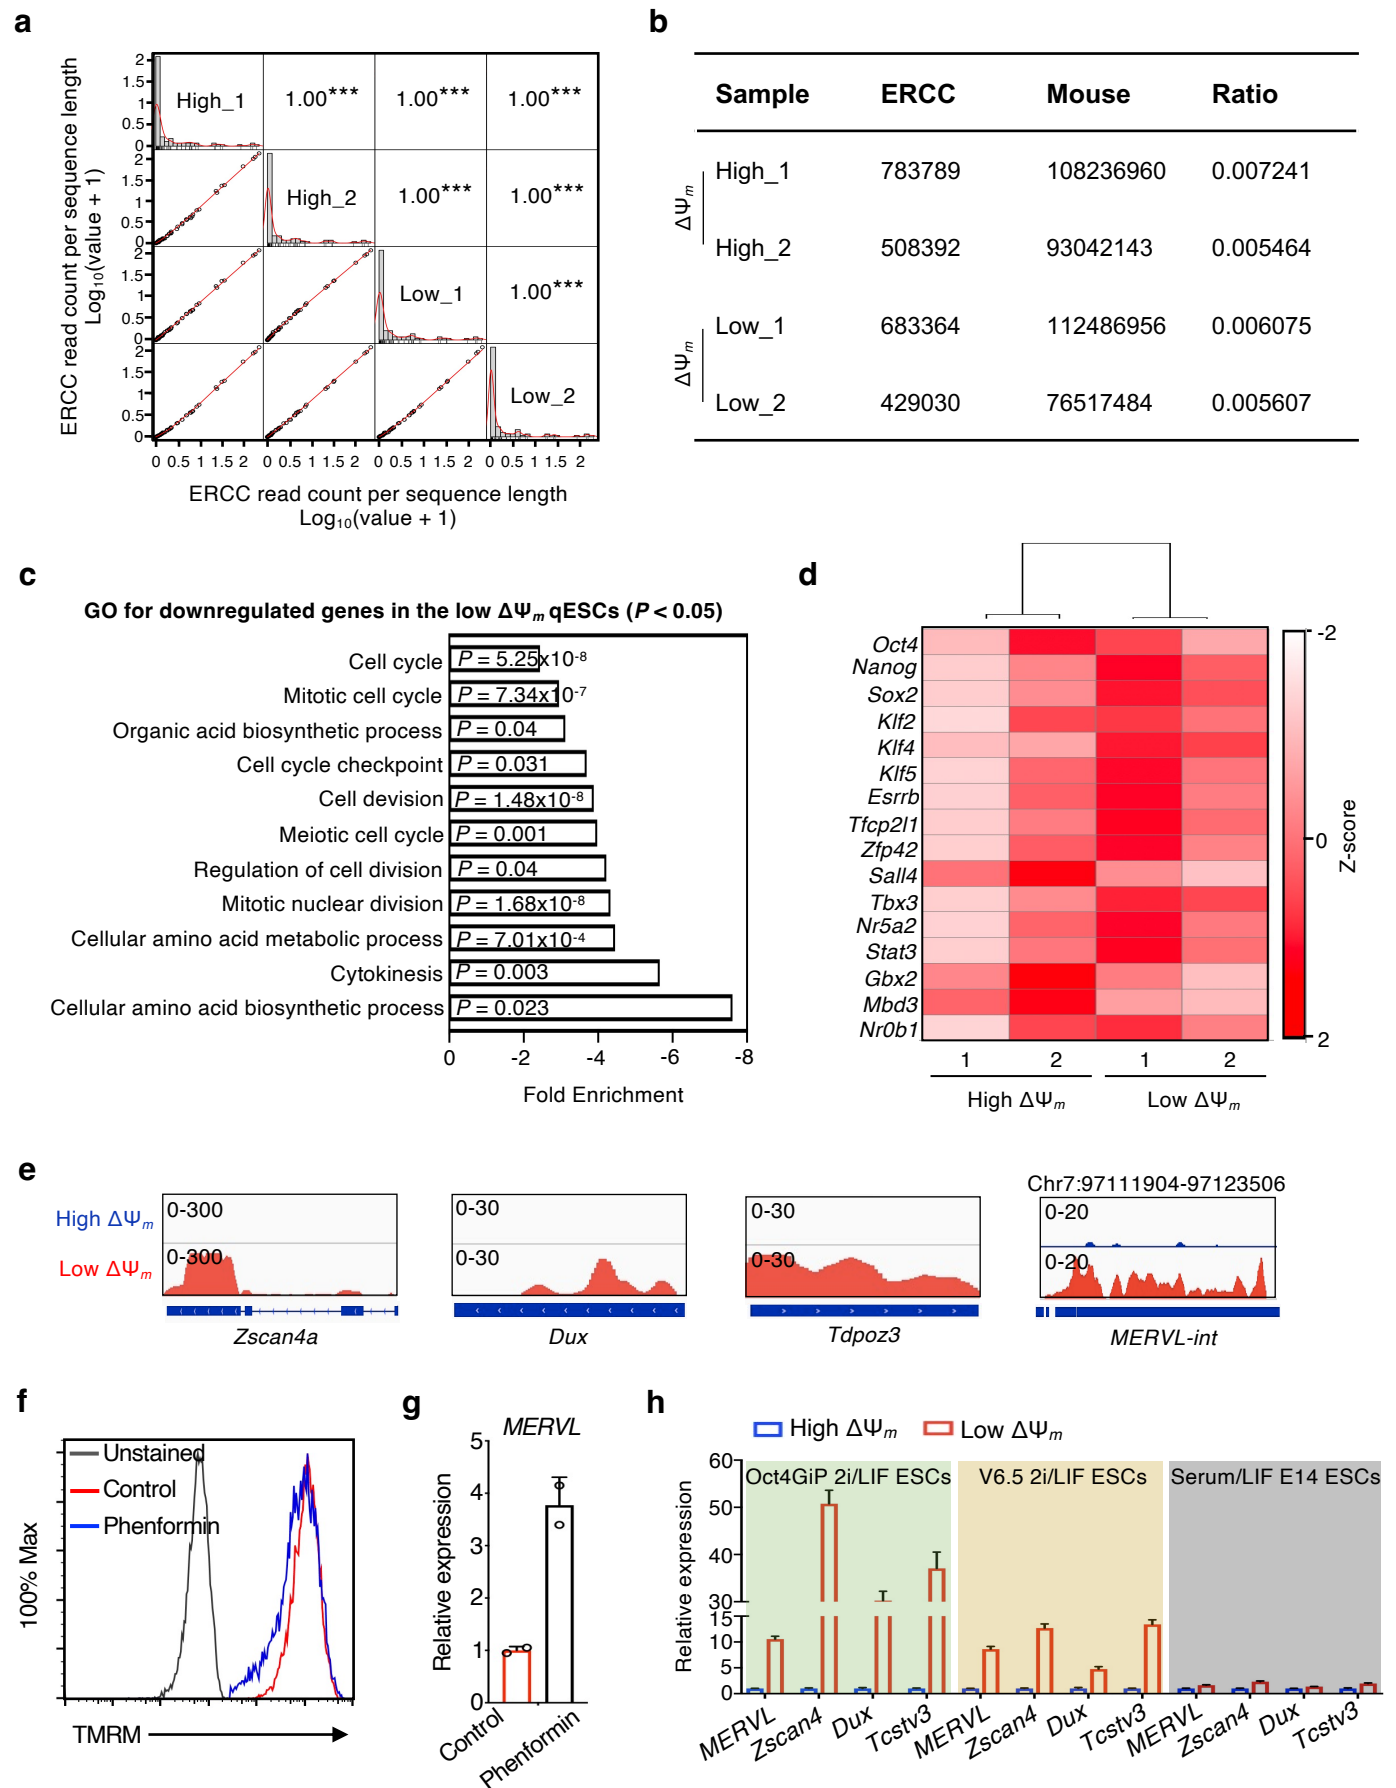

**Supplementary Fig. 3: Transcriptome analysis for high and low  $\Delta\Psi_m$  ESCs.** **a** ERCC sequence abundance showing a highly linear trend across the samples. Diagonal entries in the figure matrix denote the density of read counts. **b** Ratio of ERCC/Mouse genome sequence reads across the samples. **c** Gene ontology (GO) analysis for genes significantly downregulated in the low  $\Delta\Psi_m$  qESCs. GO terms with fold enrichment  $> 2$  and the  $P$  value  $< 0.05$  (defined by the Benjamini-Hochberg method) were considered as significant enrichment. **d** Heatmap showing unchanged expression levels of pluripotency genes. FPKM values were from RNA-seq data of biological duplicates. **e** Integrative Genomics Viewer (IGV) of RNA-seq for 2C genes and *MERVL* in high and low  $\Delta\Psi_m$

ESCs. **f** A representative FACS plot from two biological replicates showing TMRM staining in naive ESCs treated with control or Phenformin. **g** RT-qPCR analysis for *MERVL* in control versus Phenformin-treated naive ESCs. Relative mRNA expression was normalized against that in the control naive ESCs, which was arbitrarily set 1. Data were presented as mean  $\pm$  SEM from two biological replicates. **h** RT-qPCR analysis for *MERVL* and 2C genes in high and low  $\Delta\Psi_m$  ESCs under 2i/LIF or Serum/LIF culture condition. Relative mRNA expression from three technical replicates was normalized against that in high  $\Delta\Psi_m$  ESCs, which was arbitrarily set 1. Data were presented as mean  $\pm$  SEM from one representative FACS sorting for each cell line. Source data are provided as a Source Data file.

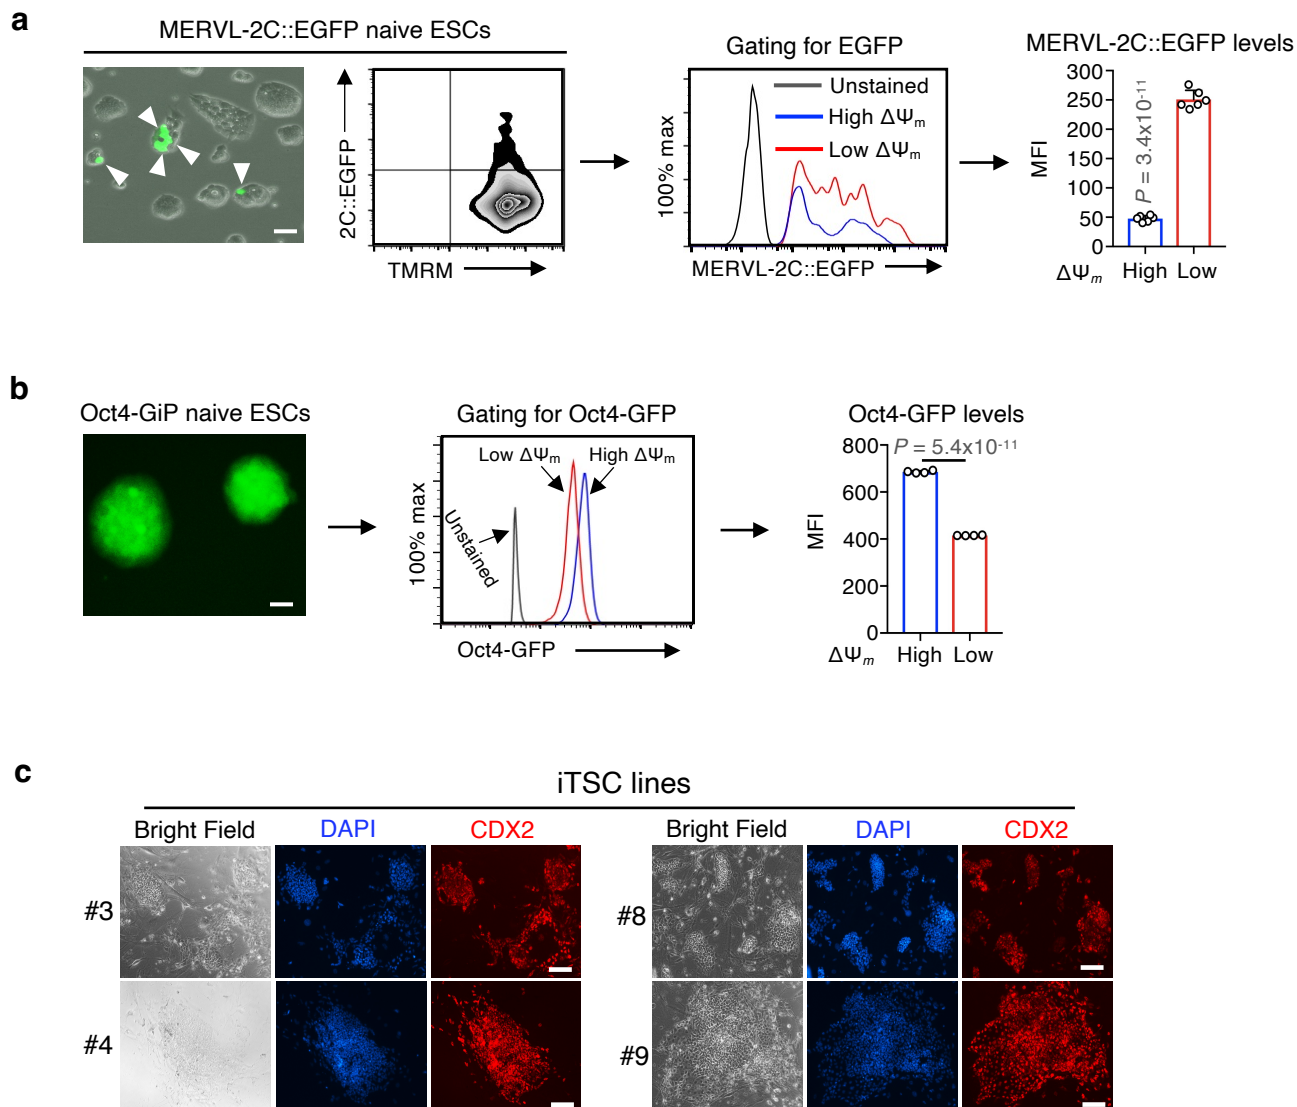

**Supplementary Fig. 4: The spontaneous qESCs exhibit defined features of unrestricted cell fate. a** Left, representative images of MERVL-2C::EGFP naive ESCs. Closed arrowheads denote GFP+ cells. Scale bar, 200  $\mu\text{m}$ . Middle, FACS plots showing gating strategy for determining MERVL expression in naive ESCs with top or bottom 5% of TMRM fluorescence intensities. Right, quantified GFP signal intensities were mean  $\pm$  SEM of 6 biological replicates. MFI, mean fluorescence intensity. **b** Left, representative images of Oct4-GiP naive ESCs. Scale bar, 200  $\mu\text{m}$ . Middle, FACS plot showing OCT4 expression in naive ESCs with top or bottom 5% of TMRM fluorescence intensities. Right, quantified GFP signal intensities were mean  $\pm$  SEM of 4 biological replicates. **c** Bright-field and immunofluorescence images of CDX2 (red) and Nuclei (DAPI blue) in the iTSC lines. Scale bar, 200  $\mu\text{m}$ . Images were representatives from two independent experiments. The numbers on the left indicate the cell lines.  $P$  values for **(a)** and **(b)** were analyzed with the two-sided Student's  $t$ -test. Source data are provided as a Source Data file.

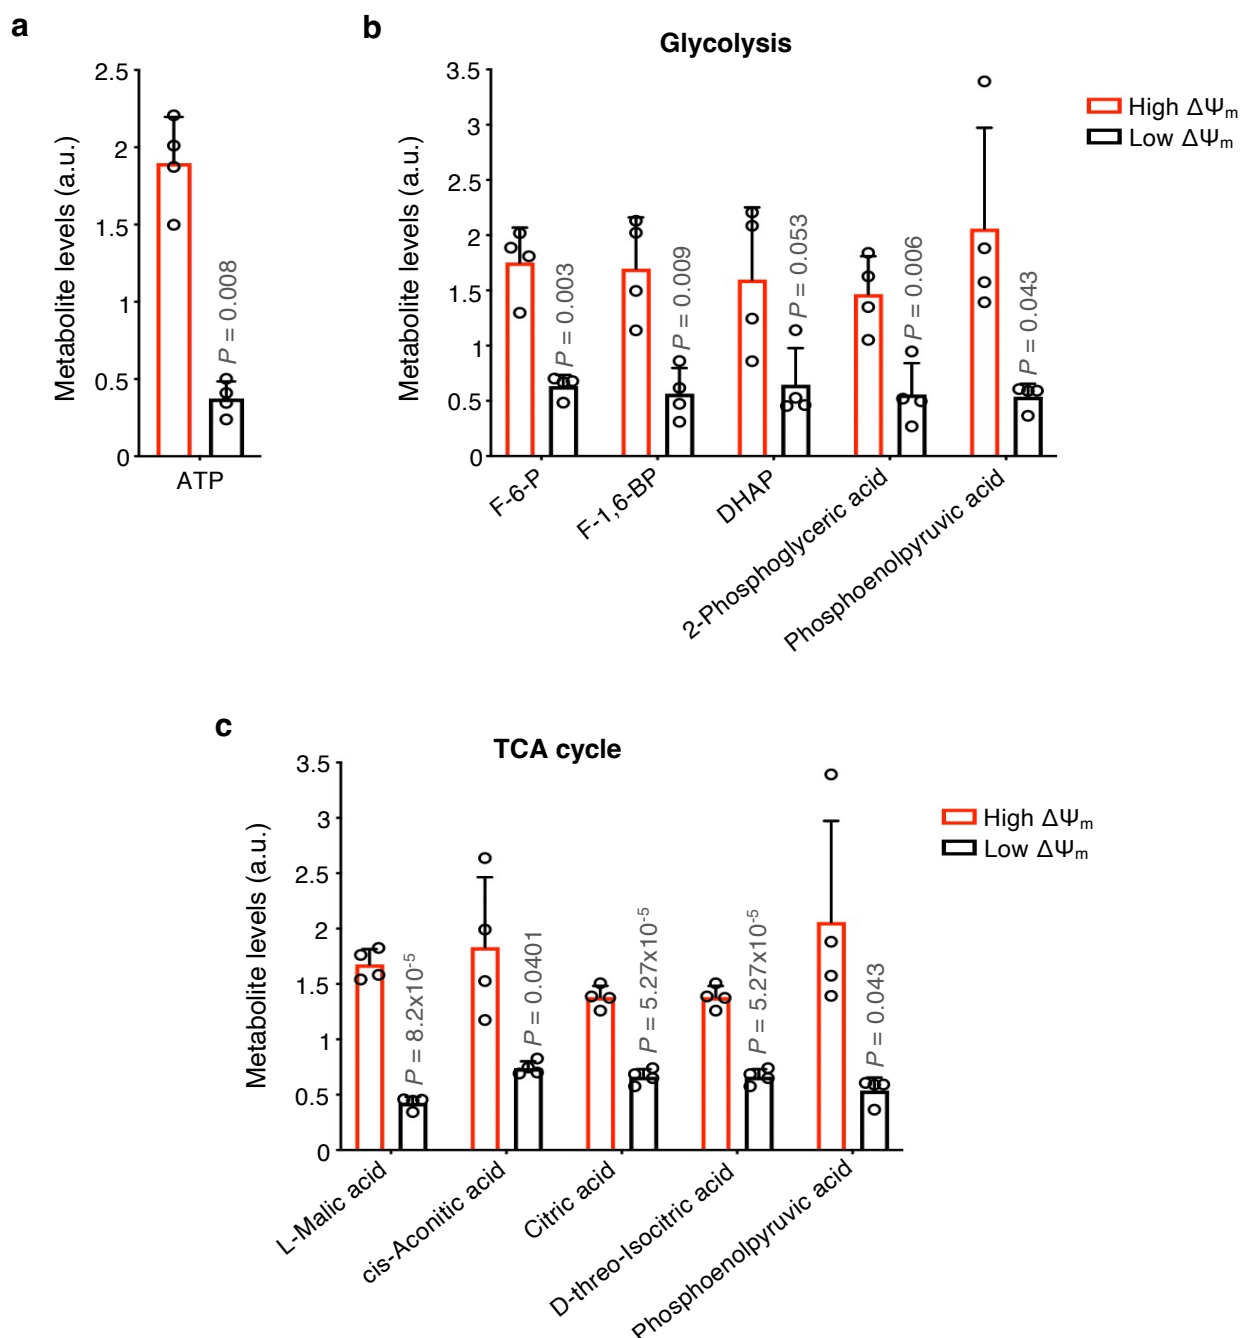

**Supplementary Fig. 5: Metabolomics analysis in high and low  $\Delta\Psi_m$  ESCs.** a, b, c Levels of ATP (a) and metabolites associated with glycolysis (b) and TCA cycle (c) were presented as mean  $\pm$  SEM from four biological replicates. a.u., arbitrary unit.  $P$  values were determined by the two-sided Student's  $t$ -test. F-6-P, Fructose-6-phosphate; F-1,6-BP, Fructose-1,6-biphosphate; DHAP, Dihydroxyacetone phosphate. Source data are provided as a Source Data file.

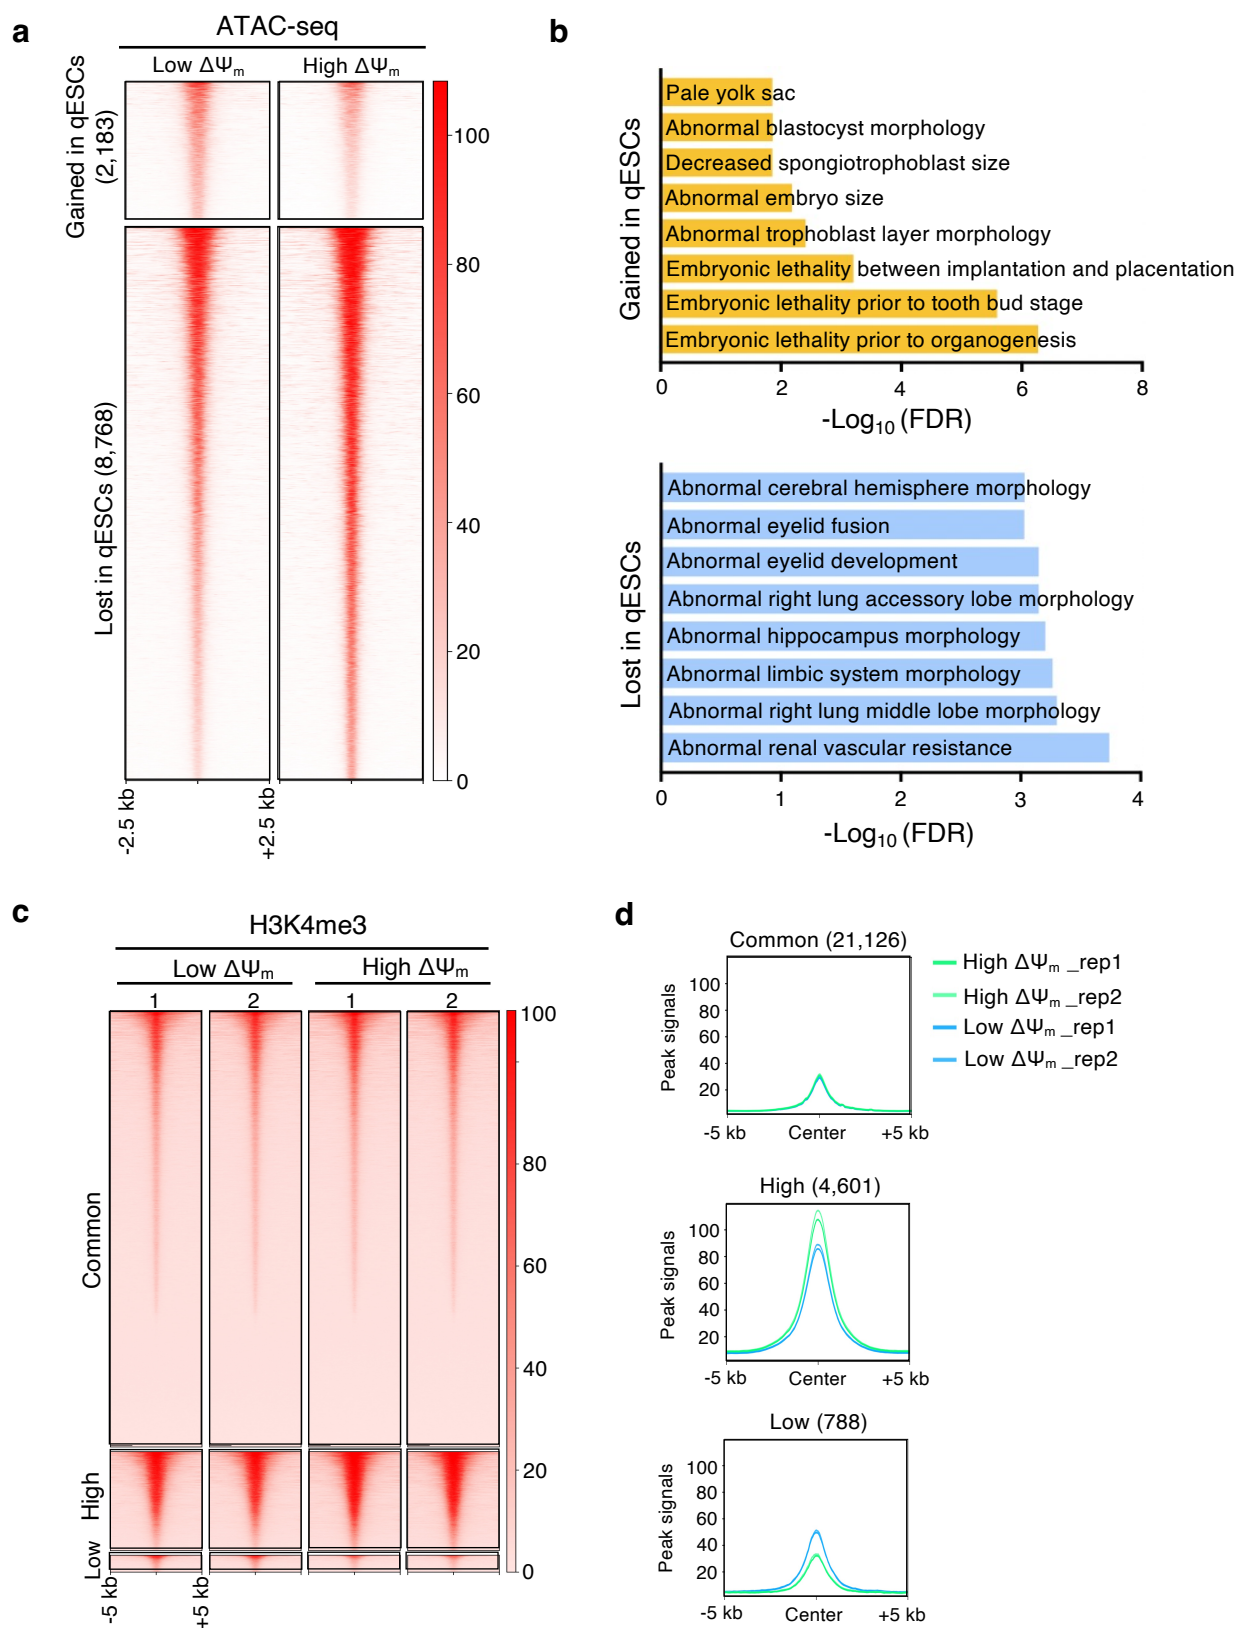

**Supplementary Fig. 6: Epigenetic analysis of high and low  $\Delta\Psi_m$  ESCs.** **a** Heatmaps of ATAC-seq signals in high and low  $\Delta\Psi_m$  ESCs from biological duplicates. Peaks were categorized as those gained or lost in the low  $\Delta\Psi_m$  qESCs relative to high  $\Delta\Psi_m$  ESCs. The number of peaks called in each category was shown on left. **b** GO term analysis for peaks called in **(a)**. GO analysis was performed using GREAT software with Mouse Phenotype Single KO annotation. GO terms with [FDR] < 0.05 were selected. **c** Heatmaps of H3K4me3 CUT&RUN signals in high and low  $\Delta\Psi_m$  ESCs from biological duplicates. Peaks were categorized as common peaks (equal signals in high and low  $\Delta\Psi_m$  ESCs), high or low-specific peaks (higher signals in high or low  $\Delta\Psi_m$  ESCs). **d** Line plots showing averaged peak signals for peak categories in **(c)**. The numbers above each plot represent the number of peaks called in each category.

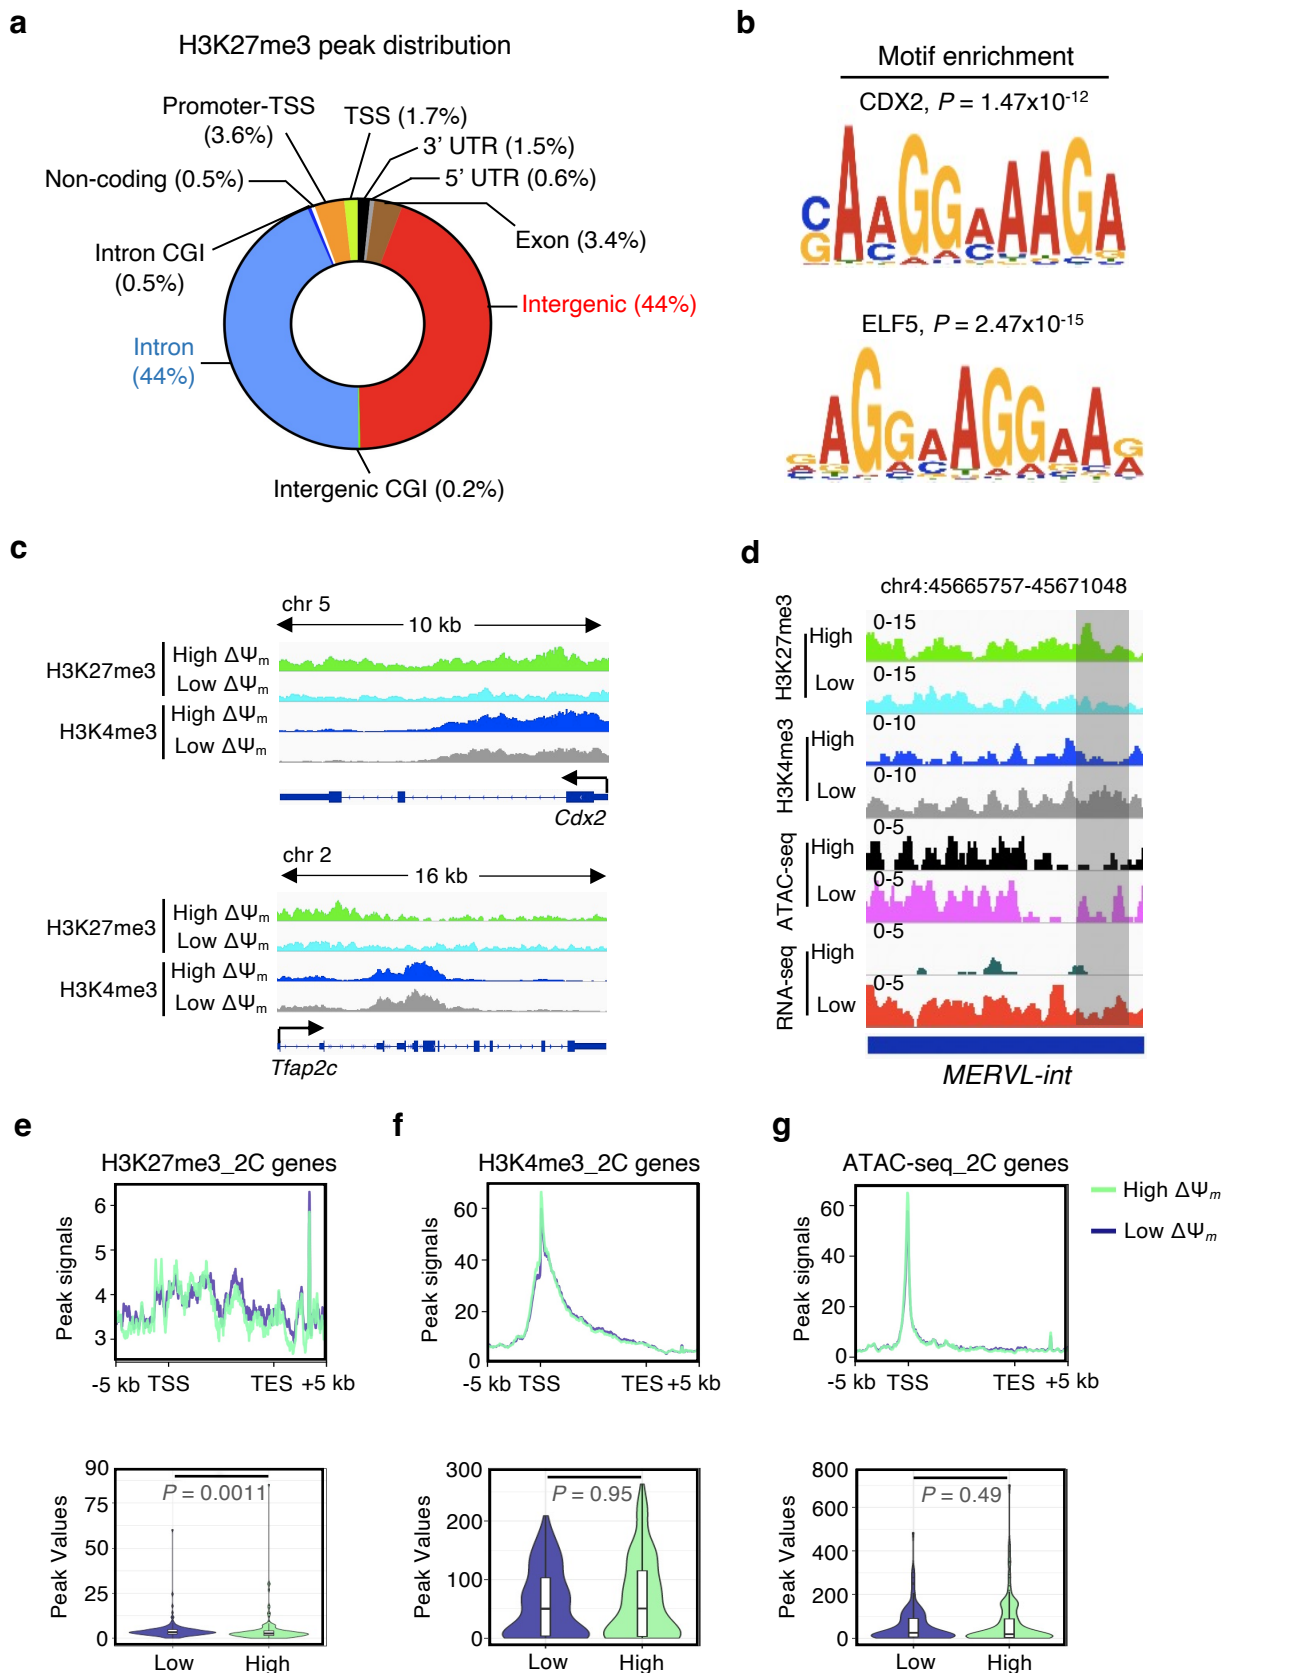

**Supplementary Fig. 7: CUT&RUN analysis for H3K27me3 in high and low  $\Delta\Psi_m$  ESCs.** **a** Pie charts illustrating genomic distribution of 10,076 peaks called in Fig. 5a. **b** Motif analysis for chromatin regions with H3K27me3 peak reduction in the low  $\Delta\Psi_m$  qESCs. **c** IGV of H3K27me3 and H3K4me3 CUT&RUN at indicated genes in high and low  $\Delta\Psi_m$  ESCs. Decrease of H3K27me3 signals at the trophoblast lineage gene loci (*Cdx2* and *Tfap2c*) were detected. The signals of H3K4me3 at the same loci remained relatively unchanged. **d** IGV of H3K27me3, H3K4me3, ATAC-seq and RNA-seq at a representative *MERV1-int* locus. **e**, **f**, **g** Top, line plots showing slight decrease of H3K27me3 but unaltered levels of H3K4me3 and ATAC-seq signals at 145 2C genes in the low  $\Delta\Psi_m$  ESCs relative to high  $\Delta\Psi_m$  ESCs. The 2C gene list used in this analysis was similar to that shown in Fig. 1b. Bottom, violin box plots representing the peak values of the top plots, which show the median, 1<sup>st</sup>, 3<sup>rd</sup> quartiles, lower adjacent value, upper adjacent value, and outside points.  $P$  values were determined by a non-parametric Mann-Whitney test.

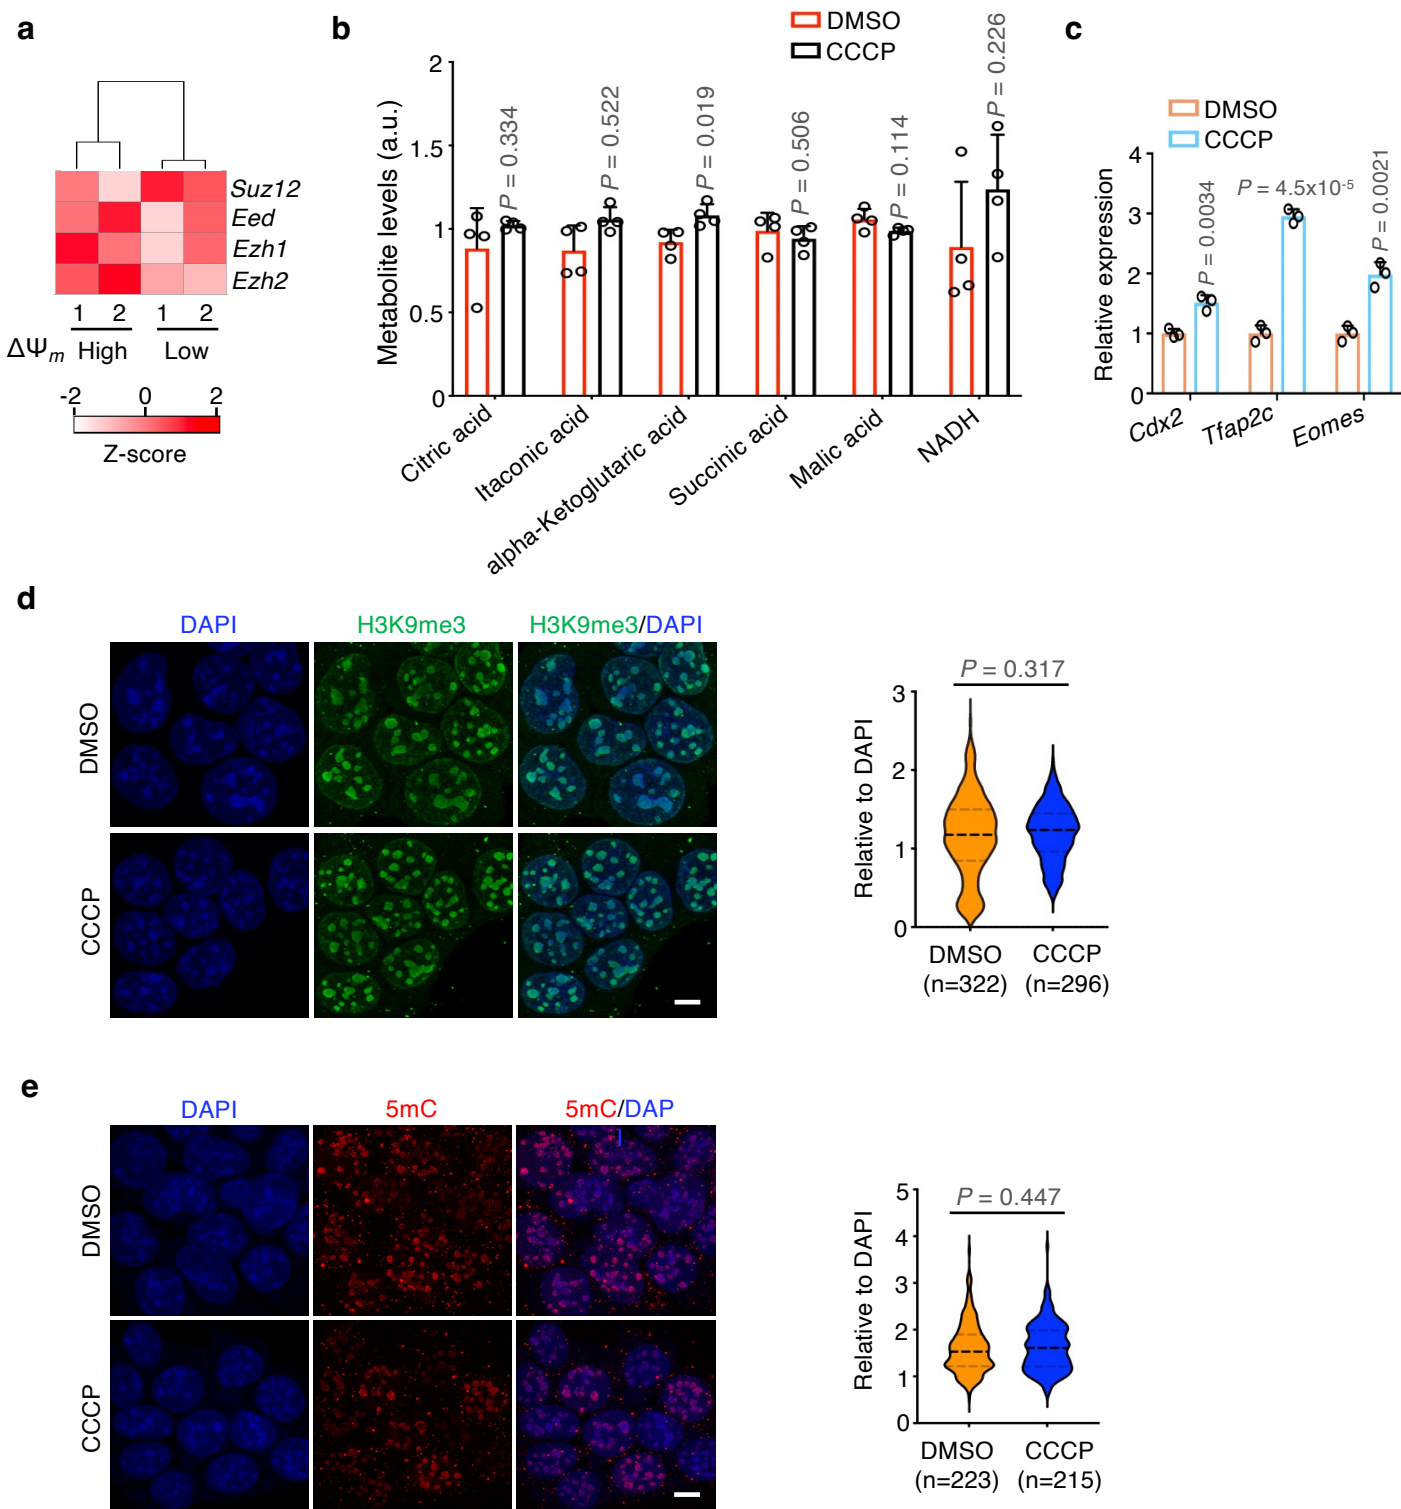

**Supplementary Fig. 8: Multi-omics analysis in CCCP-treated naive ESCs.** **a** Heatmap (Z-score) showing expression levels of the indicated PRC2 core subunits in high and low  $\Delta\Psi_m$  ESCs. RNA-seq data from biological duplicates were shown. **b** Levels of TCA cycle metabolites in naive ESCs treated with DMSO or CCCP. Data were presented as mean  $\pm$  SEM from four biological replicates. a.u., arbitrary unit. *P* values were determined by the two-sided Student's *t*-test. **c** RT-qPCR analysis for trophoblast genes in naive ESCs treated with DMSO or CCCP. Data were mean  $\pm$  SEM from three biological replicates. *P* values were calculated using the two-sided Student's *t*-test. **d** Left, immunofluorescence of H3K9me3 (green) and nuclei (DAPI blue) in naive ESCs treated with DMSO or CCCP. Scale bar, 10  $\mu$ m. Right, H3K9me3 fluorescence signals at foci were quantified relative to DAPI from three biological replicates. n, number of foci. Violin plots show the median, 1<sup>st</sup> and 3<sup>rd</sup> quartiles. **e** Left, immunostaining of 5mC (red) and nuclei (DAPI blue) in naive ESCs treated with DMSO or CCCP. Scale bar, 10  $\mu$ m. Right, 5mC fluorescence signals at foci were quantified relative to DAPI from three biological replicates. n, number of foci. Violin plots show the median, 1<sup>st</sup> and 3<sup>rd</sup> quartiles. *P* values for **(d)** and **(e)** were calculated by a non-parametric Mann-Whitney test. Source data are provided as a Source Data file.

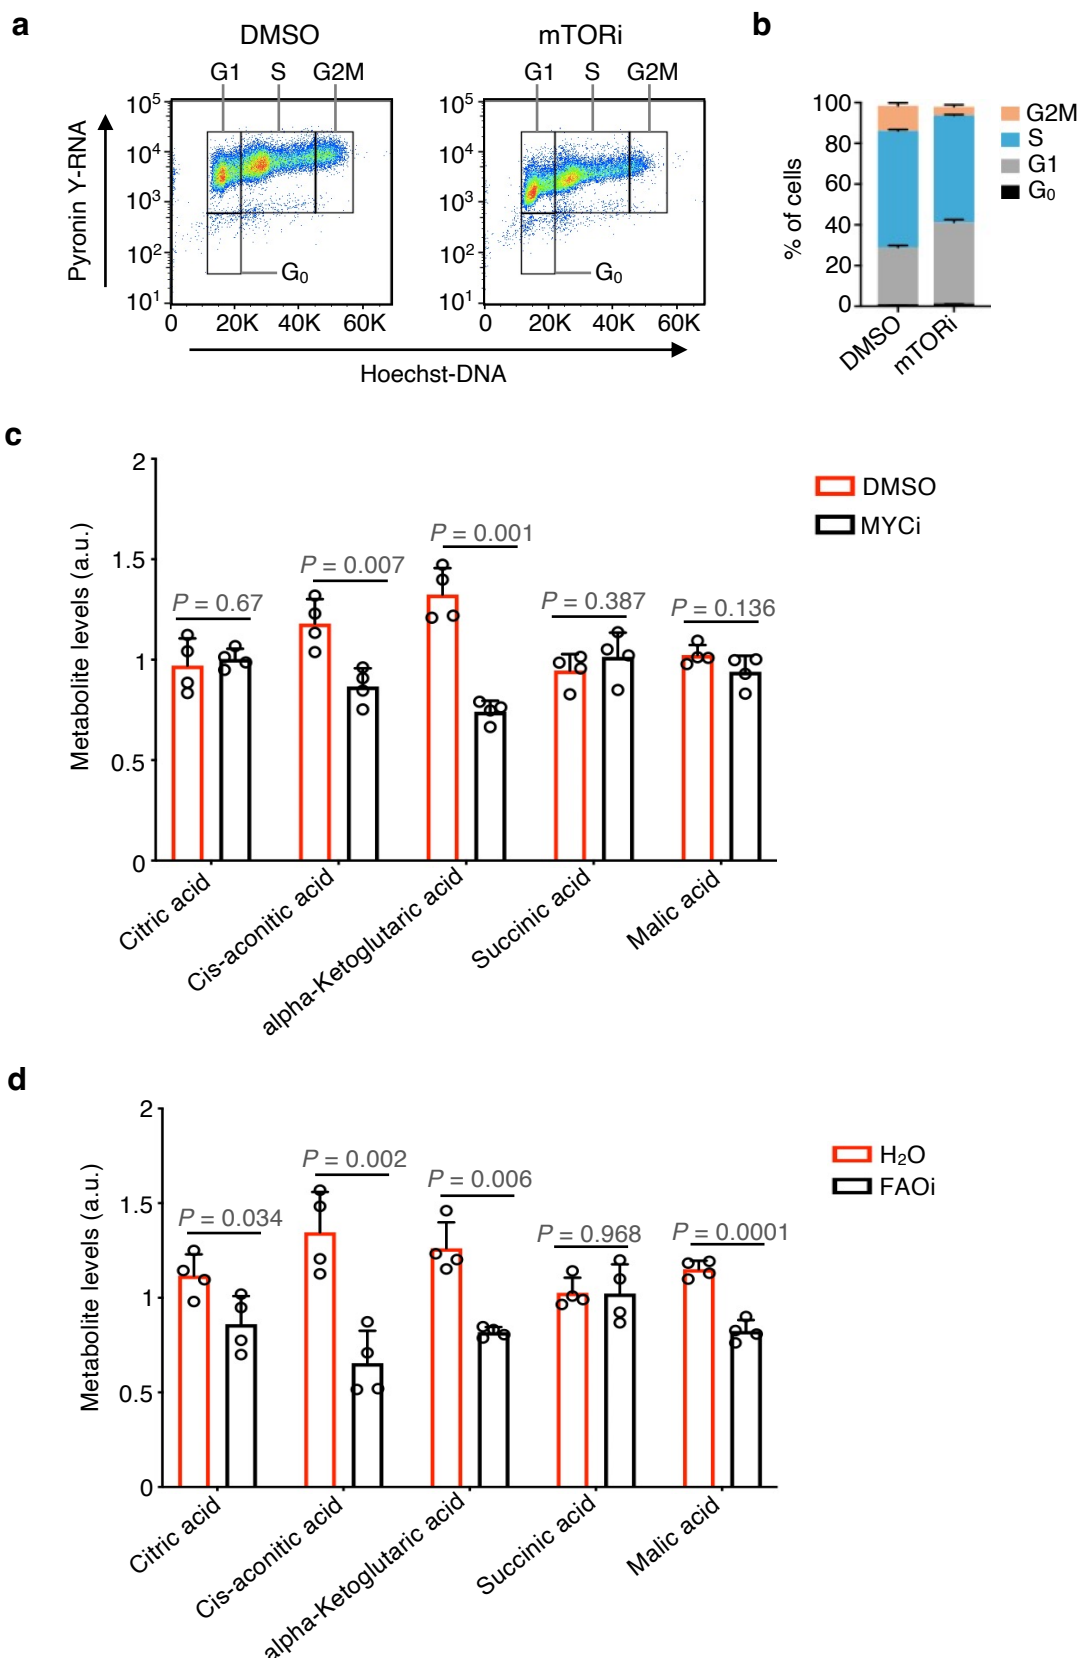

**Supplementary Fig. 9: Effects of mTORi, MYCi or FAOi on cell cycle and metabolomics profile of naive ESCs.** **a** Representative FACS plots showing cell cycle analysis in naive ESCs treated with DMSO or mTOR inhibitor. **b** Quantification of **(a)**. Data were mean  $\pm$  SEM from three technical replicates. **c, d** Levels of TCA cycle metabolites in MYCi **(c)** and FAOi **(d)** relative to DMSO and H<sub>2</sub>O, respectively. Data were presented as mean  $\pm$  SEM from four biological replicates. a.u., arbitrary unit. *P* values were determined by the two-sided Student's *t*-test. Source data are provided as a Source Data file.

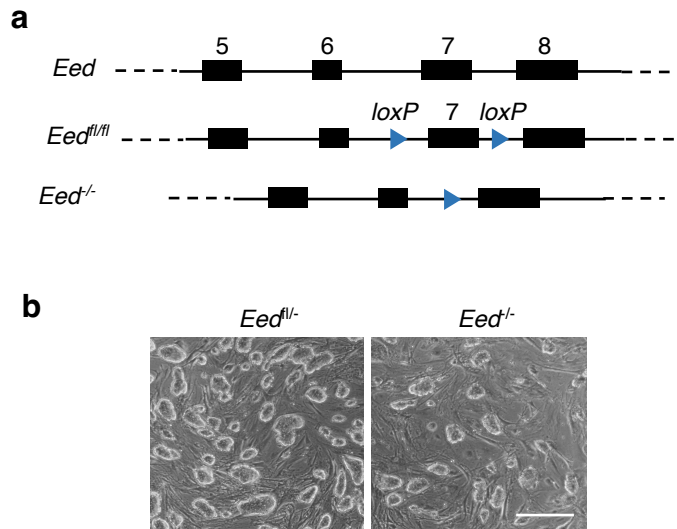

**Supplementary Fig. 10: Generation of *Eed*<sup>-/-</sup> naive ESCs.** **a** Diagram representation of wild-type (*Eed*), targeted (*Eed*<sup>fl/fl</sup>) and null alleles (*Eed*<sup>-/-</sup>). Numbers above the black bars indicate exon number. **b** Representative images of bright field for *Eed*<sup>fl/-</sup> and *Eed*<sup>-/-</sup> naive ESCs were from two independent experiments. One representative cell line for each genotype was shown. Scale bar, 200  $\mu$ m.

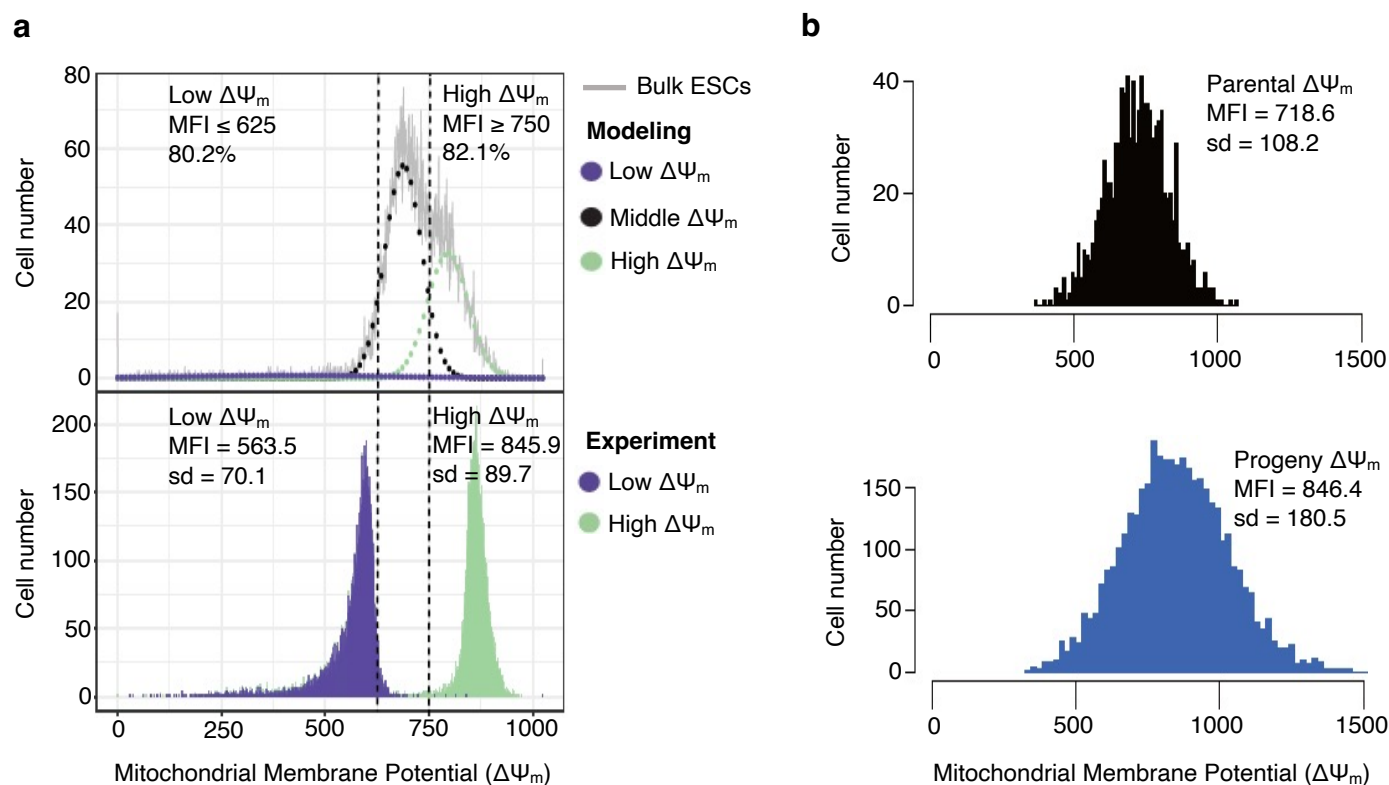

**Supplementary Fig. 11: Mathematical simulation modeling for mitochondrial activity.** **a** Top, distribution of mitochondrial activity based on TMRM live-cell staining ( $\Delta\Psi_m$ ) for bulk naive ESCs (gray line). The dash-dotted lines represent three components based on the gaussian mixture model: high  $\Delta\Psi_m$  (green dots), middle  $\Delta\Psi_m$  (black dots), and low  $\Delta\Psi_m$  (blue dots). Bottom, distribution of mitochondrial activity for low  $\Delta\Psi_m$  (blue histogram on the left), and high  $\Delta\Psi_m$  (green histogram on the right) was obtained by the experimental FACS sorting. The black dashed lines show  $\Delta\Psi_m$  threshold in the bulk naive ESCs. **b** Simulation of stochastic mitochondrial activity distribution for parental (top) and progeny (bottom) of isolated low  $\Delta\Psi_m$  ESCs after two cell divisions. For all panels, X-axis denotes  $\Delta\Psi_m$  levels, whereas Y-axis represents cell number. MFI, mean fluorescence intensity; sd, standard deviation. Source data are provided as a Source Data file.

# Supplementary material for: Quiescence enables unrestricted cell fate in naive embryonic stem cells
**Source:** Nat Commun. 2024 Feb 26;15:1721. doi: 10.1038/s41467-024-46121-1
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**File Name: Supplementary Data 1**

**Description:** Transcriptomic analysis in high and low  $\Delta\Psi$ m ESCs.

**File Name: Supplementary Data 2**

**Description:** Metabolomics analysis in high and low  $\Delta\Psi$ m ESCs.

**File Name: Supplementary Data 3**

**Description:** ATAC-seq analysis in high and low  $\Delta\Psi$ m ESCs.

**File Name: Supplementary Data 4**

**Description:** CUT&RUN analysis for H3K27me3 in high and low  $\Delta\Psi$ m ESCs.

**File Name: Supplementary Data 5**

**Description:** CUT&RUN analysis for H3K4me3 in high and low  $\Delta\Psi$ m ESCs.

**File Name: Supplementary Data 6**

**Description:** Metabolomics analysis in naive ESCs treated with FAOi, MYCi or CCCP.

**File Name: Supplementary Data 7**

**Description:** Transcriptomic analysis in siMat2a vs. siControl and Eed<sup>-/-</sup> vs. Eed<sup>fl/-</sup> naive ESCs.

**File Name: Supplementary Data 8**

**Description:** Primer sequences for RT-qPCR.

# Supplementary material for: Quiescence enables unrestricted cell fate in naive embryonic stem cells
**Source:** Nat Commun. 2024 Feb 26;15:1721. doi: 10.1038/s41467-024-46121-1
**Supplement:** Supplementary file 12 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Flow cytometry data were collected by the Sony SH800 Cell Sorter or the Propel Bigfoot Cell Sorter. Live-cell imaging data was collected using a Nikon X1 Yokogawa Spinning Disk Confocal. Immunofluorescence images were captured by the Leica Stellaris 5 Inverted confocal microscope or the IX73 microscope system. Metabolite data was collected by an Agilent Technologies Triple Quad 6470 LC-MS/MS system with a 1290 Infinity II LC Flexible Pump (Quaternary Pump), 1290 Infinity II Multisampler, 1290 Infinity II Multicolumn Thermostat with 6 port valve and 6470 triple quad mass spectrometer. RNA-seq, ATAC-seq, and CUT&RUN data were collected by the Illumina NovaSeq 6000 instrument with paired-end reads. |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Data analysis

Flow cytometry data was analyzed by the FlowJo v10.8.1.

For metabolite data, the Agilent MassHunter Workstation Software LC/MS Data Acquisition for 6400 Series Triple Quadrupole MS with Version B.08.02 was used for compound optimization and sample data acquisition. Agilent MassHunter Quantitative Analysis for QQQ with Version B.10.1.733.0 was used for initial raw data extraction. Results were then exported as CVS file for further analysis. Integration of peak areas of detected compounds was performed by software analysis and further validated by manual inspection. The statistical analysis was performed by the two-tailed Student's t-test with a significant threshold level of 0.05 using the GraphPad Prism v7.0 or v9.0. Pathway enrichment analysis was performed using the MetaboAnalyst 5.0.

RNA-seq, ATAC-seq, and CUT&RUN data were analyzed by the following softwares: TrimGalore (v0.6.4), Tophat2 (v2.1.1), SAMtools (v1.9), deepTools3 (v3.2.1), deeptools (v3.5.1), Homer (v4.10), Homer (v4.11.1), RUVSeq, DESeq2, bowtie2 (v2.4.2), samtools (v1.9), MACS2 (v2.2.7.1), SICER (v1.1), DiffBind (v3.4.11), EPIGRAM, TOMTOM (v5.4.1).

The raw paired-end bisulfite sequencing reads were processed using Trim Galore, Bismark13, the ggplot2 package.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA sequencing, ATAC sequencing, CUT&RUN sequencing for H3K4me3, and H3K27me3, and bisulfite sequencing for Elf5 promoter have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE210915. The previously published sequencing data analyzed here are available in the GEO under the accession numbers GSM2711863 (ESC\_2i), GSM2711865 (ESC\_2i\_FedKO), GSM838738 (MERVL-tdtomato+ and MERVL-tdtomato-), GSM1966767 (MERVL + \_Zscan4+ and MERVL+ \_Zscan4+), GSM3384433 (CRISPRa\_EV and CRISPRa\_MERVL), GSM3110917 (NELFAhigh and NELFAlow), GSM1415501 (Zscan4high and Zscan4low), GSM2279983 (Dux-GFP+, Dux-GFP-, Plus Dox-Dux and Minus Dox-Dux), and GSE66582 (distinct developmental stages of preimplantation embryos). All processed data generated in this study, along with individual replicate values, are provided in the Supplemental Information and Source Data file. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were employed to predetermine the sample sizes. For all sequencing datasets, two independent biological replicates were used to determine P and FDR values. All cell biological experiments were performed in at least three biological replicates unless otherwise specified.

|                 |                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data exclusions | No data exclusions                                                                                                                                                                       |
| Replication     | All attempts at replications were successful. All experiments were repeated at least twice, but usually many more. Details on replications were clearly specified in the figure legends. |
| Randomization   | Samples were allocated into groups based on treatments and genotypes. No further randomization was required.                                                                             |
| Blinding        | Since data were collected and analyzed using objective quantitative methods, blinding is not relevant to this study.                                                                     |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following primary antibodies were used: Mouse anti-OCT3/4 (Santa Cruz Biotechnology, Clone C-10, #sc-5279, 1:50), Rabbit anti-CDX2 (BioGenex, Clone EP25, #NU777-5UC, 1:100), Mouse anti-CDX2 (BioGenex, Clone CDX2-88, #MU392A-5UC, 1:100), Rabbit anti-EOMES (Abcam, #ab23345, 1:100), Mouse anti-SMA (SIGMA ALDRICH, Clone 1A4, #A2547, 1:200), Mouse anti-TUJ1 (Biolegend, Clone TUJ1, #801201, 1:200), Goat anti-GATA6 (R&D Systems, #AF1700, 1:100), Mouse anti-5mC (Millipore, Clone 33D3, #MABE146, 1:200), Rabbit anti-H3K27me3 (Millipore, #07-449, 1:100) and Rabbit anti-H3K9me3 (Abcam, #ab8898, 1:100). All antibodies were used for Immunofluorescence, except the H3K4me3 antibody was used for CUT&RUN analysis.

The secondary antibodies used were: Goat anti-Mouse IgG FITC-conjugated (Thermo Fisher Scientific, #62-6511, 1:50), Goat anti-Mouse IgG Alexa FluorR 555 (Abcam, #ab150114, 1:1000), Donkey anti-Goat IgG Alexa FluorTM 488 (Thermo Fisher Scientific, #A11055, 1:1000), Donkey anti-Mouse IgG Alexa FluorTM 555 (Thermo Fisher Scientific, #A31570, 1:1000), Donkey anti-Rabbit IgG Alexa FluorTM 555 (Thermo Fisher Scientific, #A31572, 1:1000), and Donkey anti-Rabbit IgG Alexa FluorTM 488 (Thermo Fisher Scientific, #A21206, 1:1000).

### Validation

All antibodies used in this study are commercially available. They have been validated by the manufacturer as following websites:  
 Mouse anti-OCT3/4 [https://www.scbt.com/p/oct-3-4-antibody-c-10?gclid=Cj0KCQiA1NebBhDDARIsAANiDD39PoSqWdfG8BE4Wwa7NG4THrPe3JHvndcGrTKMcdp1g7U2hKYOnqkaAtBKEALw\\_wcB](https://www.scbt.com/p/oct-3-4-antibody-c-10?gclid=Cj0KCQiA1NebBhDDARIsAANiDD39PoSqWdfG8BE4Wwa7NG4THrPe3JHvndcGrTKMcdp1g7U2hKYOnqkaAtBKEALw_wcB)  
 Rabbit anti-EOMES <https://www.abcam.com/en-it/products/primary-antibodies/anti-tbr2-eomes-antibody-ab23345>  
 Mouse anti-CDX2 <https://biogenex.com/product/anti-cdx-2/?v=7516fd43adaa>  
 Mouse anti-SMA <https://www.sigmaaldrich.com/US/en/product/sigma/a2547>  
 Mouse anti-TUJ1 <https://www.biolegend.com/en-us/explore-new-products/purified-anti-tubulin-beta-3-tubb3-antibody-11580>  
 Goat anti-GATA6 [https://www.rndsystems.com/products/human-gata-6-antibody\\_af1700](https://www.rndsystems.com/products/human-gata-6-antibody_af1700)  
 Mouse anti-5mC [https://www.emdmillipore.com/US/en/product/Anti-5-methylcytosine-Antibody-clone-33D3,MM\\_NF-MABE146#](https://www.emdmillipore.com/US/en/product/Anti-5-methylcytosine-Antibody-clone-33D3,MM_NF-MABE146#)  
 Rabbit anti-H3K27me3 [https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM\\_NF-07-449](https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys27-Antibody,MM_NF-07-449)  
 Rabbit anti-H3K4me3 [https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM\\_NF-07-473](https://www.emdmillipore.com/US/en/product/Anti-trimethyl-Histone-H3-Lys4-Antibody,MM_NF-07-473)  
 Rabbit anti-H3K9me3 <https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>  
 Goat anti-Mouse IgG FITC-conjugated <https://www.thermofisher.com/antibody/product/Goat-anti-Mouse-IgG-H-L-Secondary-Antibody-Polyclonal/62-6511>  
 Goat anti-Mouse IgG Alexa FluorR 555 <https://www.abcam.com/goat-mouse-igg-hl-alex-a-fluor-555-ab150114.html>  
 Donkey anti-Goat IgG Alexa FluorTM 488 <https://www.thermofisher.com/antibody/product/Donkey-anti-Goat-IgG-H-L-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-11055>  
 Donkey anti-Mouse IgG Alexa FluorTM 555 <https://www.thermofisher.com/antibody/product/Donkey-anti-Mouse-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31570>  
 Donkey anti-Rabbit IgG Alexa FluorTM 555 <https://www.thermofisher.com/antibody/product/Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-31572>  
 Donkey anti-Rabbit IgG Alexa FluorTM 488 <https://www.thermofisher.com/antibody/product/Donkey-anti-Rabbit-IgG-H-L-Highly-Cross-Adsorbed-Secondary-Antibody-Polyclonal/A-21206>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Mouse embryonic stem cell (ESCs) lines used in this study include: male E14tg2a (E14) (ATCC, #CRL-1821TM), Oct4-GiP ESCs (a gift from Dr. Austin Smith, University of Exeter, United Kingdom), male V6.5 ESCs (Novus Biologicals, #NBP1-41162) and iCdx2 Elf5-2A-mCherry reporter ESCs (A gift from Dr. Janet Rossant, SickKids Research Institute, Canada).<br><br>Heterozygous (Eedfl/-) and null (Eed-/-) naive male ESC lines were derived from the 129/S1 background embryos. |
| Authentication                                                    | Commercial E14 and V6.5 ESC lines were authenticated by sequencing at ATCC and Novus Biologicals, respectively. Other cell lines were authenticated by gene expression analysis.                                                                                                                                                                                                                                                                                                   |
| Mycoplasma contamination                                          | All cell lines were routinely tested negative for mycoplasma                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No misidentified cell lines were used in this study                                                                                                                                                                                                                                                                                                                                                                                                                                |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 3-8-week-old female and 2-6-month-old male mice were used for all experiments. Mouse strain JF1 carries a conditional mutation of Eed gene in which its exon 7 was flanked by loxP sequences. These mice were generated and maintained onto the 129/S1 background. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                           |
| Reporting on sex        | Males and female mice used for generating E3.5 blastocysts were between 8 and 12 weeks of age.                                                                                                                                                                     |
| Field-collected samples | Mice were maintained on 12 h light/dark cycle in the Transgenic Animal Model Core, University of Michigan. All animal procedures were reviewed and approved by the University of Michigan Institutional Animal Care and Use Committee.                             |
| Ethics oversight        | All mice were handled according to the protocols approved by the University Committee on Use and Care of Animals (UCUCA) at the University of Michigan (protocol #PRO00004007 and PRO00006455).                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                              |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210915">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE210915</a>                                                                                                                                      |
| Files in database submission                                       | GSM6442914 TMRM_H3K27me3_high_1<br>GSM6442915 TMRM_H3K27me3_high_2<br>GSM6442916 TMRM_H3K4me3_High_1<br>GSM6442917 TMRM_H3K4me3_High_2<br>GSM6442918 TMRM_H3K27me3_Low_1<br>GSM6442919 TMRM_H3K27me3_Low_2<br>GSM6442920 TMRM_H3K4me3_Low_1<br>GSM6442921 TMRM_H3K4me3_Low_2 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No public available genome browser session                                                                                                                                                                                                                                   |

### Methodology

|                         |                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | All CUT&RUN experiments for H3K4me3 and H3K27me3 were performed in two biological replicates.                                  |
| Sequencing depth        | Paired-ends, 25M sequencing reads for each sample                                                                              |
| Antibodies              | Rabbit anti-H3K27me3 (Millipore, #07-449), Rabbit anti-H3K4me3 (Millipore, #07-473)                                            |
| Peak calling parameters | For H3K4me3, filtered BAM files for each sample were submitted to the callpeak function of MACS2 (v2.2.7.1)43 for peak regions |

calling with parameters “-p 1e-5 -g mm”.

For H3K27me3 domains, peak calling was performed using SICER (v1.1)<sup>44</sup> with default parameters for calling broad peaks.

#### Data quality

Paired-end raw sequencing reads were trimmed with Trim Galore<sup>40</sup> to remove adaptors and low-quality reads before mapping to the mouse mm10 reference genome.

#### Software

Trim Galore, bowtie2 (v2.4.2), samtools (v1.9), MACS2 (v2.2.7.1), SICER (v1.1), DiffBind (v3.4.11), Homer (v4.11.1), deepTools (v3.5.1), TOMTOM (v5.4.1).

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

ESCs were dissociated by StemPro Accutase at 37°C, 3 min and collected in pre-warmed FACS buffer (1X Phenol red-free HBSS, 10 mM HEPES and 2% FBS). Cells were then washed once with FACS buffer. Next, cells were resuspended into staining solution containing FACS buffer plus 25 nM Tetramethylrhodamine Methyl Ester (TMRM) and incubated at 37°C, 5% CO<sub>2</sub> for 15 min. After staining, cells were washed once and resuspended in the culture medium containing 10 mM HEPES and SYTOX<sup>TM</sup> Blue for 10 min on ice. For cell cycle analysis, dissociated ESCs were stained with 5 µg of Hoechst 33342 and 1 µg of Pyronin Y. Stained cells were centrifuged, resuspended in ice-cold staining solution, filtered through 40 µm sterile cell strainer and kept on ice until flow cytometry analysis.

#### Instrument

Sony SH800 Cell Sorter and the Propel Bigfoot Cell Sorter

#### Software

FlowJo 10.8.1 (FlowJo LLC).

#### Cell population abundance

After FACS sorting, sorted cells were re-checked for the purity of over 95%.

#### Gating strategy

To remove debris from subsequent analysis, cell population (over 80%) was defined by the SSC-A/FSC-A plot. Then, the FSC-A/FSC-W and SSC-A/SSC-W plots were used to remove doublets. Dead cells were removed by SYTOX<sup>TM</sup> Blue channel. Non-staining samples were always used to set the gate for all experimental conditions. Negative population were set at over 99.9%.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

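RNA of 12 groups of mouse ESCs was analysed, 2 libraries each and 24 in all: cells with high and low ΔΨm, low-ΔΨm cells with 25 or 50 µM SAM, cells with control or Mat2a siRNA, cells with water or etomoxir (FAOi), cells with DMSO or a MYC inhibitor (MYCi), and Eed heterozygous and null lines. Libraries were assigned to groups from the submitters' labels and the paper's methods, and every value column belonged to an assigned library. The paper states that each sequencing dataset has 2 independent biological replicates. It does not say which cultures they came from, so that p-values measure the spread between these samples.

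The authors made total RNA libraries without ribosomal RNA and with ERCC spike-in RNA, trimmed the reads with Trim Galore and cutadapt, aligned them to mm10 and the ERCC sequences with TopHat2 2.1.1 and removed duplicates with SAMtools 1.9. They counted fragments with featureCounts, without strand and with fractions for fragments of several places or features, over Ensembl genes of GRCm38, NONCODE transcripts and the repeat loci of HOMER 4.10. The authors then calculated FPKM with edgeR, and the deposited tables hold these FPKM values, 1 column per library and 1 table per experiment, with no pooling. For their own lists of changed genes the authors used DESeq2 after removing unwanted variation with RUVSeq on the ERCC values, which the FPKM values do not include. ERCC values were used here only for the sorted cells.

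Each table holds 55385 Ensembl genes, 87774 NONCODE transcripts and 5147736 repeat loci of 1562 families. Of the Ensembl genes, 55144 matched a gene in the GENCODE annotation of GRCm38, from which symbols and places were taken, and its release is not the one the authors counted over. NONCODE transcripts were not tested. Dux is listed both as the Ensembl gene Duxf3 and as a separate feature, called Dux transcript here. The transcript was used for Duxf3 at first, and the Ensembl gene was taken instead after the values of both had been compared with the paper's. The Dux transcript had a log2 fold change of 2.27 (SE 0.23, adjusted p = 2.83e-05) in qESCs, 1.17 (adjusted p = 0.00149) in Mat2a-depleted cells and 0.91 (adjusted p = 0.0171) in Eed-null cells, and passed in each as Duxf3 did. Mitochondrially encoded genes, 15 in the list, are listed at 0 in every library, so their list could not be tested. The FPKM of a gene with few fragments moves in steps that show what 1 fragment is worth, and from these steps and the gene lengths the fragments over Ensembl genes were estimated for each library, at 27.2 to 64.2 M. This estimate was used to describe depth and not in a test. Fragments divided between features do not give whole numbers, so that no count test was run.

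In every table the values were centred alike over all features, repeat loci included, while in the Mat2a, FAOi and MYCi tables genes as a whole lay lower in one group. In the SAM table the median log2 deviation of genes was 0.4 and 0.032 at 25 µM and 0.045 and -0.451 at 50 µM. Genes there lay apart between single libraries, and the groups overlapped. Folds on the deposited scale are therefore given with those after median-of-ratios scaling, in which each library is divided by the median, over the tested genes, of its ratio to the geometric mean of the libraries. This scaling moved the median of all genes by 0.7 in the Mat2a, 0.74 in the FAOi, 0.72 in the MYCi and 0.41 in the SAM table, and by -0.05 in the sorted cells and -0.11 in the Eed lines.

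Genes with an FPKM of at least 0.1 in at least 2 libraries of a table were tested on log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with an intensity trend and only the 4 libraries of the comparison. Adjusted p-values are from the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Log2 fold changes are on this scale and understate the change of weakly expressed genes. Levels are means of FPKM with the SD of 2 libraries. Repeat families with at least 10 loci and a mean FPKM over loci of at least 0.01 were tested in the same way on log2 of that mean plus 0.01. Repeat fragments can come from transcripts that run through a locus. Differences between comparisons were tested as contrasts in one fit of both tables. Tables were normalized separately, so that levels were not tested across them. Correlations of fold changes run across genes, which are not independent replicates, and the 6 comparisons share no libraries.

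For the cell states, pathways and cell types at issue, 32 lists of genes were fixed, of which 30 or 31 had at least 4 measured genes in a comparison. For each, members past the threshold are counted by direction, with p adjusted over all genes and over the list alone. Where no member is given as higher, or none as lower, limma at an unadjusted p under 0.05 called at most 2 in that direction on the deposited scale. The camera test of limma sets a list against the other genes at a preset correlation of 0.01, and its p-values are adjusted over the lists of a comparison. With an estimated correlation none of its calls held. With 2 libraries in each group that correlation is poorly estimated, and even the 2C markers, 37 of 38 higher in qESCs, gave adjusted p = 0.892. That setting therefore cannot decide, and no conclusion is drawn from it. The genes named in the text are those the paper names for a comparison, the 10 largest increases and 10 largest decreases among genes that passed with an FPKM of at least 1 in both libraries of the higher group and groups that do not overlap, up to 4 members of each list with the smallest adjusted p and members needed where none passed, and the targeted genes. Results of 3 genes that this rule names are not reported here. Of repeats, these are the families the paper names and the 5 largest increases and 5 largest decreases that passed. MT2_Mm, the long terminal repeat of MERVL, is also described in Mat2a-depleted and Eed-null cells, where this rule does not name it. The values of the paper's tables (Supplementary Data 1 and 7) were seen before this rule was written. Gpnmb, Mycn, Myc, Cdx2, Hprt, Col1a1, Col1a2 and H19 are also described in comparisons where the rule does not name them. There they were chosen after their values were seen. Cpt1a and Mmp2 were chosen in the same way, but their values are not described here.

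Each step was tested on data simulated from the libraries of each table, with 50 genes changed by a log2 fold of 1 or 2 in either direction. Increases by 1 were recovered at 100% in the sorted cells, 94% in the MYCi, 88% in the Eed, 46% in the FAOi, 6% in the SAM and 4% in the Mat2a table, and increases by 2 at 80% or more in all of them. False calls numbered 1 to 33 among the 21087 to 27016 genes of a table. A shift of -0.5 put into a library was found as -0.501 to -0.497 by median-of-ratios scaling. In the Mat2a, FAOi and SAM tables as deposited, limma took the spread of a gene wholly from its expression level. Very small p-values there rest on that, and their size does not compare with those of the other tables.

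Results were recomputed with a pseudocount of 1 or 0.01, without a filter or with an FPKM of at least 1, with median-of-ratios, TMM-type or ERCC scaling, with an ERCC factor as a covariate, without the intensity trend, with the spread shared over all tables, with the replicate number as a block and without each library in turn. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used to read the tables and to draw figures. Comparisons of protein, chromatin, metabolites and embryos in the paper rest on other data that were not used here.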

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

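The tests of explanations reported in this part, for the scale of the tables and for the Y-linked genes, were chosen after the results were seen.

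Most genes were lower than in the control in Mat2a-depleted, FAOi and MYCi cells, with a median gene at -0.63, -0.66 and -0.65 in log2. In each of these tables the treated and control libraries lay close together over all features, repeat loci included: the largest difference in mean log2 level was 0.06, while over genes alone the smallest was -0.6. Both values are consistent with a deposited scale that holds the repeat loci, not the genes, equal between libraries. A larger share of fragments from outside transcribed genes in the treated libraries was tested with the summed FPKM of 1972 olfactory and vomeronasal receptor genes, which ESCs hardly use. As deposited, it rose in log2 by 0.9 in Mat2a-depleted, 0.16 in FAOi and 0.34 in MYCi cells, with every treated library above every control library. This test cannot decide, because a scale that holds the repeat loci equal can divide out a rise of such fragments. Relative to the median gene the sum rose by 1.67, 0.95 and 1.11, but lower genes would raise it on that scale as well. The explanation of a larger share of such fragments therefore stays open. A lower amount of messenger RNA per cell after these treatments was not tested and stays open, because no spike-in value was used here for these tables.

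Ddx3y, a Y-linked gene, stood out because the paper does not discuss it: its log2 fold change in qESCs against high-ΔΨm ESCs was 1.65, and the log2 ratios of Ddx3y, Eif2s3y and Uty lay within a range of 0.2 (1.69, 1.49 and 1.54). The scaling of the libraries does not account for it, since the smallest of the 3 log2 fold changes was 1.35 under median-of-ratios or ERCC scaling. Nor do male cells with an intact Y chromosome in the low-ΔΨm samples: at the ratio to Ddx3y seen in the Eed heterozygous line, Kdm5d would stand at 1.06 FPKM, but it reached at most 0.00228. A smaller share of Y-carrying cells in the high-ΔΨm samples is consistent with the narrow range of 0.2 and stays open. A difference in the activity of these genes between the sorted fractions was not tested.

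The other results stood out because the signal lies in genes or repeats that the paper does not discuss for the comparison at hand. Of 28 p53 target genes, 21 were higher in qESCs than in high-ΔΨm ESCs (24 higher and 1 lower after scaling to the median gene). In Mat2a-depleted cells, 11 of 24 germline genes were higher (6 without control replicate 1 and 7 without control replicate 2) and 2 lower (0 without control replicate 1 or 2 and 4 without knockdown replicate 1); after scaling to the median gene, 19 were higher and 2 lower. The median of this list, 0.82 (1.55 when rescaled), is close to the rise of the receptor genes in the same table, 0.9 (1.67 when rescaled), so that a background that raises weak genes is not excluded as its cause. Gpnmb had a log2 fold change of 5.69 in FAOi and 4.62 in MYCi cells. The retrovirus IAPEy-int had a log2 fold change of 3.15 in Eed-null cells, and passed in no test with 1 library left out (3.06 to 3.25). H19, an imprinted noncoding RNA, had a log2 fold change of 1.91 in Eed-null cells.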

How the results depend on the processing

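The combinations of median-of-ratios scaling with a left-out library or with the replicate block, a pairing with crossed numbers and the Dux transcript in place of Duxf3 were tests chosen after the data were seen, and the other settings were planned. With the Dux transcript, Duxf3 kept its direction and call in all 3 comparisons that name it. Of 140 named gene results, 133 kept direction and call under median-of-ratios scaling, 6 gained and 1 turned, and the same numbers hold for TMM-type scaling. All kept them under a pseudocount of 1 or 0.01 and, where tested, with an FPKM of at least 1, while 16 were lost without a filter, 3 without the intensity trend and 10 with the spread shared over all tables. In qESCs, 6 of 54 were lost under ERCC scaling and 8 with the ERCC factor as a covariate. Leaving out 1 library, which leaves a lone sample that is assumed to vary like the others, kept 508 of 560 gene calls, 540 of 604 list calls and 31 of 76 calls of repeat families. Of 151 list results, 135 held under median-of-ratios scaling, 151 with a pseudocount of 1 and 26 of 30 under ERCC scaling, and of 19 repeat families 15 under median-of-ratios scaling and 19 with a pseudocount of 0.1. With 2 libraries a group, simulated changes by a log2 fold of 1 were recovered at 4% to 8% in the Mat2a and SAM tables, so that changes of this size can be missed there. In the Mat2a table itself smaller changes also passed: of 9186 lower genes, 7013 changed at least 2-fold and the others less. The cause of a change was not tested, except that a stricter filter tests fewer genes and that no filter adds genes near 0, which changes the spread given to weak genes. Scaling to ERCC values was run only for the sorted cells, and sums over repeat loci weighted by length were not run. The factors of the TMM-type scaling were computed as a trimmed mean.

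Under median-of-ratios scaling, 4089 were higher and 3584 lower in qESCs, 5744 and 4930 in Mat2a-depleted cells, 7858 and 7942 in FAOi cells, 6186 and 6923 in MYCi cells and 6830 and 6077 in Eed-null cells, and limma called none for 50 against 25 µM SAM (960 higher and 489 lower at an unadjusted p under 0.05). TMM-type scaling gave 4043 higher and 3634 lower in qESCs, 5566 and 5500 in Mat2a-depleted cells, 7540 and 8433 in FAOi cells, 5860 and 7368 in MYCi cells and 6674 and 6497 in Eed-null cells, and again none for SAM (932 higher and 509 lower unadjusted). Of repeat families under median-of-ratios scaling, 4 were higher and 7 lower in qESCs, 931 and 16 in Mat2a-depleted cells, 1163 and 44 in FAOi cells and 1270 and 39 in MYCi cells. ERCC scaling gave 17 higher and 12 lower families and 2 lower lists in qESCs. Median-of-ratios scaling called 6 lists higher in FAOi and 10 lower in Mat2a-depleted cells, and 1 PRC2 core gene lower in qESCs. It turned Ezh1 in MYCi cells to 0.06 (0.02 under TMM-type scaling), and in those cells it turned the lists of lysosomal genes (adjusted p = 0.00434) and of the paper's 2C genes (adjusted p = 0.00929) to higher. The 2C level of cells with 25 µM SAM was -2.09 after it. On the deposited scale, but over the paper's 2C genes in place of the 2C markers, that level was -0.48 with 25 µM and -0.88 with 50 µM. With an estimated correlation, a setting that cannot decide with so few libraries, camera called 0 lists higher and 0 lower in each of the 5 comparisons.

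With an FPKM of at least 1, 1876 were higher and 1045 lower in qESCs, 655 and 8005 in Mat2a-depleted cells, 993 and 10787 in FAOi cells, 675 and 12320 in MYCi cells, 3974 and 2786 in Eed-null cells and 8 and 6 in cells with 50 against 25 µM SAM. Without a filter, 1302 were higher and 403 lower in qESCs and 1094 and 342 in Mat2a-depleted cells, and limma called none for SAM (540 higher and 865 lower unadjusted). The spread shared over all tables left 1774 higher and 667 lower in qESCs and 0 and 1 for SAM (201 higher and 5655 lower unadjusted), where no intensity trend gave 72 lower genes. Spearman correlations of fold changes with an FPKM of at least 1 were 0.238 between qESCs and Mat2a-depleted cells, 0.367 between qESCs and FAOi cells, 0.364 between qESCs and MYCi cells, 0.0330 between qESCs and Eed-null cells, 0.571 between Mat2a-depleted cells and FAOi cells, 0.465 between Mat2a-depleted cells and MYCi cells, 0.0840 between Mat2a-depleted cells and Eed-null cells, 0.160 between FAOi cells and Eed-null cells and 0.127 between MYCi cells and Eed-null cells. With a pseudocount of 1 they were 0.171 between qESCs and Mat2a-depleted cells, 0.789 between Mat2a-depleted cells and FAOi cells, 0.770 between Mat2a-depleted cells and MYCi cells, 0.213 between Mat2a-depleted cells and Eed-null cells, 0.904 between FAOi cells and MYCi cells and 0.214 between MYCi cells and Eed-null cells, and after median-of-ratios scaling 0.609 between Mat2a-depleted cells and FAOi cells, 0.543 between Mat2a-depleted cells and MYCi cells and 0.810 between FAOi cells and MYCi cells. In the clustering, the correlation was -0.224 between qESCs and Mat2a-depleted cells (reversed), -0.334 between qESCs and FAOi, -0.489 between qESCs and MYCi and 0.779 between FAOi and MYCi over genes with an FPKM of at least 1 in 1 group, -0.061 between qESCs and FAOi, -0.029 between qESCs and MYCi and 0.657 between FAOi and MYCi with the Eed groups added, and 0.606 between FAOi and MYCi over single libraries. Centring within each table makes its 2 groups exact opposites, so that its branches are no test of shared states. Its correlations, over all genes above 0 in any group and with a pseudocount of 1, so with many weak genes that were not tested, were 0.1 between qESCs and FAOi (reversed), 0.07 between qESCs and MYCi (reversed) and 0.77 between FAOi and MYCi.

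The replicate numbers are not stated to mark a shared batch. Deviations from the group means of same-numbered libraries correlated at -0.0233 in the sorted cells and at -0.0196, -0.1004, 0.0057 and 0.0723 in the Mat2a, FAOi, MYCi and Eed tables. In the SAM table they correlated at 0.3, so that a pairing of its libraries is not excluded. With the replicate block, 131 of 140 gene results, 139 of 151 list results and 8 of 19 families held, and for SAM 546 genes were higher and 12282 lower. The block left 5545 lower genes in Mat2a-depleted cells, 1 higher list in MYCi cells and 2 lower lists in qESCs, and of PRC2 core genes 1 higher in Eed-null and 2 lower in Mat2a-depleted cells. Of families with the block, 50 were higher and 76 lower in FAOi cells, 1 and 0 in Eed-null cells (251 higher and 134 lower unadjusted), and limma called none in qESCs (95 higher and 74 lower unadjusted), Mat2a-depleted (375 higher and 181 lower) and MYCi cells (505 higher and 215 lower). Crossing the numbers in the FAOi table gave 3466 higher and 12491 lower genes. Median-of-ratios scaling with the replicate block gave 3196 higher and 2673 lower in qESCs, 5714 and 4358 in Mat2a-depleted cells, 7183 and 7178 in FAOi cells, 5742 and 6423 in MYCi cells and 7020 and 6341 in Eed-null cells, and none for SAM (2296 higher and 1164 lower unadjusted).

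Without 1 library, the number of genes was 2254 to 3235 higher and 1125 to 1841 lower in qESCs, 1866 to 2893 and 792 to 13692 in Mat2a-depleted cells, 2131 to 3454 and 3167 to 14732 in FAOi cells, 1067 to 1985 and 11217 to 13500 in MYCi cells, 3717 to 5465 and 1064 to 2580 in Eed-null cells and 61 to 126 and 62 to 105 in cells with 50 against 25 µM SAM. After median-of-ratios scaling it was 544 to 2653 higher and 250 to 2339 lower in qESCs, 3052 to 5758 and 1161 to 6064 in Mat2a-depleted cells, 4200 to 7363 and 4702 to 7394 in FAOi cells, 3317 to 4428 and 4670 to 5909 in MYCi cells, 4501 to 5645 and 2458 to 5992 in Eed-null cells and 0 and 0 to 1 in cells with 50 against 25 µM SAM, where limma called 429 to 2004 higher and 236 to 1160 lower at an unadjusted p under 0.05. The smallest numbers after that scaling in qESCs came without low-ΔΨm replicate 2, and in Mat2a-depleted cells without control replicate 2. The lists were 4 to 5 higher and 2 to 3 lower in qESCs, 4 to 10 and 4 to 11 in Mat2a-depleted cells, 3 to 4 and 8 to 9 in FAOi cells, 1 to 2 and 7 to 9 in MYCi cells and 11 to 12 and 7 to 9 in Eed-null cells. Of PRC2 core genes, 0 to 4 were lower in Mat2a-depleted, 0 to 4 in FAOi and 2 to 4 in MYCi cells. Repeat families were 0 to 1 higher and 0 to 1 lower in qESCs, 0 to 22 and 0 to 104 in Mat2a-depleted cells, 0 to 268 and 0 to 257 in FAOi cells, 0 and 0 in MYCi cells and 0 and 0 in Eed-null cells. Where limma called 0 families, an unadjusted p under 0.05 was met by 79 to 93 higher and 64 to 103 lower in qESCs, 271 to 299 higher and 78 to 213 lower in Mat2a-depleted cells, 106 to 181 higher and 135 to 144 lower in FAOi, 350 to 498 higher and 190 to 224 lower in MYCi and 181 to 341 higher and 78 to 169 lower in Eed-null cells.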

Differences from the paper's values

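The comparison with FPKM values in the paper's own tables and the ratio of a MERVL consensus feature were chosen after the results were seen. So were the Dux transcript and median-of-ratios scaling combined with a left-out library. The other alternatives named were set before the data were examined. Folds of genes and families in this part are log2 ratios of mean FPKM without a pseudocount, the form closest to the paper's. The paper states an FDR under 0.05 from its test with DESeq2 after removing unwanted variation, and the counts here are at an adjusted p under 0.05 from limma.

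For the sorted cells the paper counts 1641 changed genes, 1238 higher and 403 lower in qESCs, and here 4308 changed, 2948 higher and 1360 lower. Of the paper's genes that could be matched, 1201 of 1208 higher and 399 of 401 lower ones were called in the same direction here. In the opposite direction lay 0. The totals thus differ mainly by genes called only here. The count of all changed genes and that of higher genes came within 1.5 times the paper's without a filter (1302 higher) and with the spread shared over all tables (1774 higher), and the count of lower genes without a filter (403). They did not under a pseudocount of 1 or 0.01, an FPKM of at least 1, median-of-ratios, TMM-type or ERCC scaling, the ERCC factor as a covariate, no intensity trend, the replicate block or any left-out library, nor did the lower genes with the shared spread. Median-of-ratios scaling together with leaving out low-ΔΨm replicate 1 brought all changed genes (760 higher and 452 lower) and the lower ones there but not the higher ones, and with any other library left out it brought none there. For Eed-null cells the paper counts 2153 higher and 1166 lower genes, and here 6535 and 3266. No alternative brought the higher genes within 1.5 times the paper's count. Leaving out heterozygous replicate 1 or 2 brought the lower ones there, and no other alternative did. For Mat2a knockdown the paper counts 2237 changed genes and here 12444, and only without control replicate 1 or 2 was the count within 1.5 times the paper's.

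For Duxf3 in qESCs the paper gives 6.73, and the Ensembl gene gives 6.58 here. A separate Dux transcript, which was used for Duxf3 at first and replaced after this comparison, gives 8.23. The nearness of 6.58 is no test, because the Ensembl gene was chosen by this comparison. Both ratios also rest on high-ΔΨm values near 0, at 0 and 0.00778 FPKM for the gene and 0 and 0.00259 for the transcript. In Mat2a-depleted cells the paper gives 6.15 for Gm2022, 5.99 for Usp17le, 4.68 for Zscan4d, 3.93 for Gm4340 and 3.56 for Ddit4l, and the values here are 4.29, 4.80, 3.43, 2.62 and 2.22. Neither median-of-ratios or TMM-type scaling nor any left-out library brought them within the error. In Eed-null cells the paper gives 5.18 for Gm2022 and 3.41 for Elf5, against 4.49 and 4.37 here, under no alternative within the error. For Tcstv3 the paper gives 2.76, against 2.98 here. Its value came within the error under median-of-ratios or TMM-type scaling and without heterozygous replicate 1 or null replicate 2, but not without heterozygous replicate 2 or null replicate 1. For Usp17le the paper gives 1.92, against 2.12 here, which came within the error under both scalings and without heterozygous replicate 1, but not without any other library. The FPKM values in the paper's own tables give the log2 ratios found here for the 5 genes of Mat2a-depleted cells and, for Eed-null cells, those of Gm2022, Elf5, Tcstv3 and Usp17le.

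Repeat families in qESCs differ in the size of their change, and some also in the call. The paper gives 2.79 for MERVL-int, 2.24 for RLTR6B_Mm, 1.60 for ETnERV3-int, 1.23 for RLTR20C and 0.85 for L1Md_T, and the values here are 3.35, 1.77, 1.31, 0.40 and 0.68. Of the families that fell in the paper, it gives -1.52 for MMERGLN-int and -2.04 for RLTR44B, against -1.08 and -1.38 here. None of these came within the error under median-of-ratios or ERCC scaling or with any library left out. For L1Md_A the paper gives 0.88, against 0.77 here, which came within the error under ERCC scaling and without low-ΔΨm replicate 2, but not under median-of-ratios scaling or without any other library.

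Some directions and calls that the paper states also differ. It lists Pdk1 among the cell cycle genes that fall in qESCs, while here its log2 fold change was 0.30 and did not pass (adjusted p = 0.158), and after median-of-ratios scaling it passed as higher (0.26, adjusted p = 0.0128). Cdk1 (-0.77), Ccnb1 (-0.77) and Ccnd3 (-0.51), named beside it, were lower here too. RLTR20C is named among retroviruses that rise in qESCs, and here it did not pass (0.25 on the log2 scale with the pseudocount, adjusted p = 0.461), while MERVL-int, RLTR6B_Mm and ETnERV3-int were higher (3.08, 1.13 and 0.96). The paper also names L1Md_T and L1Md_A as rising and MMERGLN-int and RLTR44B as falling, and here none of the 4 passed (adjusted p = 0.132, 0.0977, 0.0889 and 0.0785), though MMERGLN-int and RLTR44B did under ERCC scaling. MT2_Mm, the long terminal repeat of MERVL, is listed in the paper's table as not changed under its limits of P and of fold change, and here it rose (1.59, adjusted p = 0.0286). By RT-qPCR on other samples the paper finds MERVL higher in FAOi and MYCi cells (Fig. 6a). In the deposited values MERVL-int did not pass in either (0.03, adjusted p = 0.778, and 0.05, adjusted p = 0.297), and it was higher in both after median-of-ratios scaling. A single MERVL consensus feature in these tables had a ratio of mean FPKM of 1.57 in FAOi and 1.17 in MYCi cells, or 2.75 and 1.99 after that scaling. The copy of the paper's table for Mat2a knockdown used here holds the first 1998 of its 2237 genes. All of these are listed as higher, and for 976 of them the FPKM values in the same table are lower in knockdown than in control cells. The paper's log2 fold changes there exceed the log2 ratios of its own FPKM values by a median of 1.42.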

Other observations

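Gpnmb, H19 and Hprt were picked for description after their values were seen, and the tests of explanations for the 2C markers in FAOi and MYCi cells were chosen after the result was seen.

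Eed-null naive ESCs differed from heterozygous ones in groups of genes that the paper does not report. Of 24 detected germline genes, 18 rose and 2 fell (18 and 2 when adjusted over the list alone). Brdt, a bromodomain gene of spermatogenesis, rose from 0.548 ± 0.0660 to 5.15 ± 0.241 FPKM (SD, n = 2; 3.02, SE 0.14, adjusted p = 0.00103), and Dazl, an RNA-binding protein gene of germ cells, from 13.2 ± 0.0840 to 44.8 ± 1.78 (1.75, SE 0.09, adjusted p = 0.00107). Of 17 genes of the interferon and viral RNA response, 13 rose and 1 fell (13 and 1 when adjusted over the list alone). Rsad2, an antiviral effector, rose from 0.0640 ± 0.00545 to 1.38 ± 0.112 FPKM (3.17, SE 0.17, adjusted p = 0.00118), while Ddx58, the RNA sensor RIG-I, fell from 6.36 ± 0.329 to 1.50 ± 0.0693 (-2.01, SE 0.11, adjusted p = 0.00125). Among 25 genes of fatty acid oxidation and PPAR targets, 16 rose and 2 fell (17 and 2 when adjusted over the list alone), with Acaa2, a mitochondrial thiolase, at 14.3 ± 2.18 and 48.7 ± 7.28 FPKM (1.76, SE 0.16, adjusted p = 0.00294). Among 30 genes of lysosomes and autophagy, 16 rose and 1 fell (17 and 1 when adjusted over the list alone), and 19 higher and 3 lower when rescaled, with cathepsin B, Ctsb, at 11.1 ± 0.222 and 26.4 ± 2.40 FPKM (1.25, SE 0.10, adjusted p = 0.00237). Imprinted genes went both ways, 10 higher and 8 lower of 27, also when adjusted over the list alone. H19 rose from 69.2 ± 1.19 to 261 ± 2.65 FPKM (1.91, SE 0.10, adjusted p = 0.00118), and Cdkn1c, a CDK inhibitor expressed from the maternal allele, from 8.80 ± 0.247 to 28.2 ± 1.20 (1.67, SE 0.09, adjusted p = 0.00118). The LINE family L1Md_A fell from 0.184 ± 0.00393 to 0.0584 ± 3.85e-04 FPKM per locus (-1.50, adjusted p = 0.00818); it did not pass with any 1 library left out (-1.53 to -1.48).

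In the lists of Eed-null cells, the number of higher genes was 7 without null replicate 2 for the interferon response, 10 without heterozygous replicate 1 for lysosomes, 8 without heterozygous replicate 1 and 10 without heterozygous replicate 2 for fatty acid oxidation and 6 without null replicate 2 for imprinted genes. Lower genes numbered 5 without heterozygous replicate 1 and 4 without heterozygous replicate 2 among imprinted genes, 1 without heterozygous replicate 1 or 2 among germline genes and 1 with any 1 library left out in fatty acid oxidation. By camera, adjusted p was 3.63e-05 for the germline, 0.00127 for the interferon response, 0.000751 for fatty acid oxidation and 0.00103 for lysosomes, each at adjusted p = 0.776 with an estimated correlation. Imprinted genes were not called (adjusted p = 0.744, and adjusted p = 0.929 with an estimated correlation).

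In the spontaneous qESCs, 8 of 30 lysosomal genes rose and 0 fell as deposited (19 higher and 0 lower when rescaled), also when adjusted over the list alone (13 higher and 0 lower by limma at an unadjusted p under 0.05). Gaa, the acid glucosidase of lysosomes, rose from 8.29 ± 0.872 to 17.2 ± 0.30 FPKM (SD, n = 2; 1.05, SE 0.15, adjusted p = 0.000358), and Ctsb from 14.9 ± 0.800 to 28.3 ± 1.92 (0.92, SE 0.15, adjusted p = 0.001). Of 20 genes of cholesterol synthesis, 5 fell (7 when adjusted over the list alone, and 1 higher and 14 lower when rescaled). Among them were Fdps, farnesyl diphosphate synthase (-0.65, SE 0.15, adjusted p = 0.00778), and Nsdhl, a sterol dehydrogenase (-0.63, SE 0.15, adjusted p = 0.0103). Neither Fdps (-0.61) nor Nsdhl (-0.59) passed under ERCC scaling, and Nsdhl did not pass with the ERCC factor as a covariate (-0.56). Without low-ΔΨm replicate 2, Fdps lay at -0.62 and Nsdhl at -0.53. Higher lysosomal genes numbered 5 without low-ΔΨm replicate 1 or 2, and lower cholesterol genes 3 without high-ΔΨm replicate 2, 2 without low-ΔΨm replicate 1 and 1 without low-ΔΨm replicate 2. The camera test gave an adjusted p of 0.00053 for lysosomes and 0.000483 for cholesterol synthesis, and adjusted p = 0.949 for both with an estimated correlation. With 1 library left out the lysosomal list did not pass (adjusted p = 0.0762 to 0.27), and the cholesterol list passed only without high-ΔΨm replicate 1 (adjusted p = 0.0222 to 0.106).

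On the values scaled to the median gene, targets of p53 were more often higher than lower in each treated culture. Their median log2 fold changes were then 1.01 in Mat2a-depleted, 1.22 in FAOi and 0.71 in MYCi cells. The summed receptor genes, which ESCs hardly use, rose in log2 by 1.67, 0.95 and 1.11 on the same scale. A background that raises weak genes is therefore not excluded as a cause of at least part of these rises. In Mat2a-depleted, FAOi and MYCi cells, 7, 13 and 7 of 28 were higher and 1, 3 and 9 lower on the deposited scale (alone, 7, 13 and 6 higher), and 22, 24 and 21 higher and 0, 2 and 2 lower after scaling to the median gene. Pmaip1, the proapoptotic gene Noxa, rose from 0.174 ± 0.0106 to 4.38 ± 2.24 FPKM after Mat2a knockdown (3.94, SE 0.34, adjusted p = 2.33e-27) and from 0.881 ± 0.406 to 5.82 ± 0.0534 in FAOi cells (2.66, SE 0.28, adjusted p = 5.17e-19). In Eed-null cells 2 were higher and 10 lower (5 without heterozygous replicate 1 and 4 without heterozygous replicate 2; 3 higher and 16 lower when rescaled), and in the test of the difference 21 of 28 had a larger fold change in qESCs than in Eed-null cells and 0 a smaller one. Glycolysis genes fell in FAOi cells, 19 of 20, and in MYCi cells, 20 of 20 (18 and 18 relative to the median gene), none being higher. Ldha, lactate dehydrogenase, fell from 82.0 ± 16.6 to 7.73 ± 0.343 FPKM in FAOi cells (-3.38, SE 0.31, adjusted p = 9.98e-26) and from 67.1 ± 5.40 to 9.96 ± 1.52 in MYCi cells (-2.75, SE 0.17, adjusted p = 1.19e-05). The number of higher p53 targets was 3 without control replicate 1, 2 without control replicate 2 and 16 without knockdown replicate 2 in Mat2a-depleted cells, 6 without FAOi replicate 1 or 2 in FAOi cells and 3 without DMSO replicate 2 and 4 without MYCi replicate 2 in MYCi cells. By camera, adjusted p was 0.000124, 1.06e-06 and 0.00216 for the p53 targets, and for glycolysis 5.88e-10 in FAOi and 3.64e-05 in MYCi cells. With an estimated correlation, which cannot decide here, adjusted p was 0.88 in Mat2a-depleted, 0.985 in FAOi and 0.994 in MYCi cells for all of these.

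2C markers were lower in FAOi and MYCi cells although they were higher in qESCs, Mat2a-depleted and Eed-null cells. For these markers the authors' scaling is argued against as the whole cause, since after scaling to the median gene 18 of 25 were still lower in FAOi and 8 in MYCi cells. This does not extend to the wider 2C signature of the paper, of which 16 genes were higher and 56 lower in FAOi and 7 and 70 in MYCi cells as deposited, but 62 and 37, and 54 and 22, after that scaling. There the scaling stays open. Values near the pseudocount are argued against as well: of the markers still lower, 16 in FAOi and 8 in MYCi cells had a control mean of at least 0.3 FPKM. It stays open that these cultures may hold fewer cells in a 2C-like state than their controls, which bulk RNA cannot test.

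Gpnmb, a glycoprotein gene of lysosomes, was higher in 5 of the 6 comparisons tested, with log2 fold changes of 1.39 in qESCs (adjusted p = 0.000864), 3.37 in Mat2a-depleted (adjusted p = 5.78e-19) and 3.54 in Eed-null cells (adjusted p = 0.00111). The Eed lines differed from the other cultures in a pair of genes: Hprt, which is disrupted in E14tg2a cells, stood at 48.0 and 59.4 FPKM in heterozygous and null cells and between 0.0868 and 0.495 in the means of the other groups, and the Y-linked Kdm5d at 3.01 and 1.57 against 0.00114 to 0.0321. The tables were normalized separately, so levels were not tested across them.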
